# Kidney-resident macrophages promote a proangiogenic environment in the normal and chronically ischemic mouse kidney

**DOI:** 10.1038/s41598-018-31887-4

**Published:** 2018-09-17

**Authors:** Amrutesh S. Puranik, Irina A. Leaf, Mark A. Jensen, Ahmad F. Hedayat, Ahmad Saad, Ki-Wook Kim, Abdulrahman M. Saadalla, John R. Woollard, Sonu Kashyap, Stephen C. Textor, Joseph P. Grande, Amir Lerman, Robert D. Simari, Gwendalyn J. Randolph, Jeremy S. Duffield, Lilach O. Lerman

## Abstract

Renal artery stenosis (RAS) caused by narrowing of arteries is characterized by microvascular damage. Macrophages are implicated in repair and injury, but the specific populations responsible for these divergent roles have not been identified. Here, we characterized murine kidney F4/80^+^CD64^+^ macrophages in three transcriptionally unique populations. Using fate-mapping and parabiosis studies, we demonstrate that CD11b/c^int^ are long-lived kidney-resident (KRM) while CD11c^hi^Mϕ, CD11c^lo^Mϕ are monocyte-derived macrophages. In a murine model of RAS, KRM self-renewed, while CD11c^hi^Mϕ and CD11c^lo^Mϕ increased significantly, which was associated with loss of peritubular capillaries. Replacing the native KRM with monocyte-derived KRM using liposomal clodronate and bone marrow transplantation followed by RAS, amplified loss of peritubular capillaries. To further elucidate the nature of interactions between KRM and peritubular endothelial cells, we performed RNA-sequencing on flow-sorted macrophages from Sham and RAS kidneys. KRM showed a prominent activation pattern in RAS with significant enrichment in reparative pathways, like angiogenesis and wound healing. In culture, KRM increased proliferation of renal peritubular endothelial cells implying direct pro-angiogenic properties. Human homologs of KRM identified as CD11b^int^CD11c^int^CD68^+^ increased in post-stenotic kidney biopsies from RAS patients compared to healthy human kidneys, and inversely correlated to kidney function. Thus, KRM may play protective roles in stenotic kidney injury through expansion and upregulation of pro-angiogenic pathways.

## Introduction

Renal artery stenosis (RAS) represents an increasingly common cause of ischemic chronic kidney diseases and irreversible kidney damage^1^. Failure to restore renal function in RAS is directly related to the extent of tissue injury^2^ and microvascular loss^3^. Cell-specific mechanisms like epithelial injury, infiltration of inflammatory monocytes, accumulation of macrophages, and dysregulation of developmental and innate immune pathways all play important roles in renal injury^4^.

Mononuclear-phagocytes orchestrate inflammation in the stenotic kidney^5,6^ and promote fibrosis. Macrophages exhibit phenotypic heterogeneity in response to tissue micro-environment, which may be determined partly by their cellular origins^7^. Circulating monocyte-derived macrophages arise from bone marrow (BM) progenitors, while tissue-resident macrophages (TRMϕ) are considered to originate from erythromyeloid progenitors during embryogenesis, and can self-renew autonomously in adult tissues, including the kidney^8^. In contrast to proinflammatory monocyte-derived macrophages, TRMϕ may participate in tissue repair, blunting fibrosis and inflammation^9^. To discern myleoid cells subtypes, the Immunological Genome Project has defined mouse dendritic cells (DCs), monocytes, and macrophages based on surface markers^10^. Co-expression of F4/80, CD64, MerTK, and FCRIV, is used to identify macrophages^10^ in the kidney^11^, lung, liver, spleen and gut^12^, where they prevent fibrosis by inducing tissue-specific repair programs.

In the mouse kidney F4/80^bright^ macrophages exhibit features of both DC and macrophages^13,14^. Phenotypic characterization of F4/80^bright^ macrophages, recently carried by Cao *et al*.^15^ and Stamatiades *et al*.^11^, suggest expression of MHCII, Cx3cr1, CD11c and FCRIV. Ontogeny studies by Ginoux and colleagues demonstrated that F4/80^bright^CD11b^int^ kidney macrophages derive from fetal monocytes that arise from erythromyleoid progenitors generated in the yolk sac^16^. Furthermore, parabiosis studies demonstrate that less than 1% of F4/80^bright^ cells exchange between parabiont mice and are Ccr2-independent^11^. Recent studies suggest functional role of kidney-resident macrophages (KRM) in recruiting monocytes and neutrophils in the kidney in response to small immune complexes. Furthermore, F4/80^bright^ KRM and the endothelial cells form a functional unit that monitors the transport of particles^11^, highlighting the physiological function of KRM. However, little is known about their role in RAS, an ischemic kidney disease marked by decrease of renal capillaries. Since KRM is the largest population of macrophages we sought to study its role in RAS.

In this study, based on the expression of CD11b and CD11c, we phenotypically classified renal F4/80^+^CD64^+^ macrophages in three subsets. Using parabiosis and fate-mapping, we identified KRM as F4/80^bright^CD11b^int^CD11c^int^ and monocyte-derived macrophages as CD11c^hi^Mϕ and CD11c^lo^Mϕ. All three macrophage populations expanded in the murine model of RAS, associated with loss of plasmalemma vesicle-associated protein (PLVAP)^+^CD31^+^ peritubular capillaries. Using irradiation followed by bone-marrow transplantation, we replaced native KRM with monocyte-derived KRM and studied the effect of RAS on monocyte-derived KRM. However, unlike the native KRM, monocyte-derived KRM did not sustain in RAS kidneys, and their loss was associated with amplified loss of peritubular capillaries. Adminsitration of liposomal clodronate too depleted native KRM which in turn resulted in loss of peri-tubular enodthelial cells. To explore the associated mechanisms we performed transcriptional profiling of all macrophages from Sham and RAS kidneys. We observed that native-KRM in RAS kidneys predominantly upregulate reparative pathways, like angiogenesis and wound healing. Furthermore, *in-vitro* studies demonstrated that co-incubation with RAS-KRM promote proliferation of peritubular endothelial cells. KRM-like CD11b^int^CD11c^int^CD68^+^ also increased in biopsies from human RAS kidneys compared to healthy subjects, and positively correlated with kidney function. Our findings suggest that KRM may protect the kidney during chronic ischemic injury.

## Results

### Renal macrophages comprise of long-lived KRM and monocyte-derived CD11c^hi^ and CD11c^lo^ macrophages

Cells were prepared by enzymatically digesting saline-perfused normal C57BL/6 mouse kidneys, followed by lineage depletion and antibody staining for macrophage markers (Figs 1A, S1A). To define the role of KRM in renal ischemia, we first identified F4/80^+^CD64^+/lo^ kidney macrophages by flow cytometry^12,17^. Using an imaging cytometer (FlowSight®, Millipore-Sigma) we confirmed that our macrophage gate consisted of both F4/80^Bright^ and F4/80^Dim^ populations that were positive for kidney macrophage marker FCRIV (Figs 1B, S1B, 2)^11^. Based on previous reports, we then considered CD11b^int^F4/80^bright^ kidney-resident macrophages and CD11b^hi^F4/80^+^ monocyte-derived macrophages (Fig. S1,B). We observed that kidney-resident macrophages were CD11c^int^ while monocyte-derived macrophages distinctly separated into CD11c^hi^ and CD11c^lo^ macrophages (Figs 1B, S1B). In summary, based on the expression of CD11b and CD11c we classified renal macrophages in three subsets, CD11b^hi^CD11c^hi^ (CD11c^hi^Mϕ), CD11b^hi^CD11c^lo-neg^ (CD11c^lo^Mϕ), and CD11b^int^CD11c^int^ subsequently considered as KRM (Fig. 1B, Table 1).

**Figure 1:**
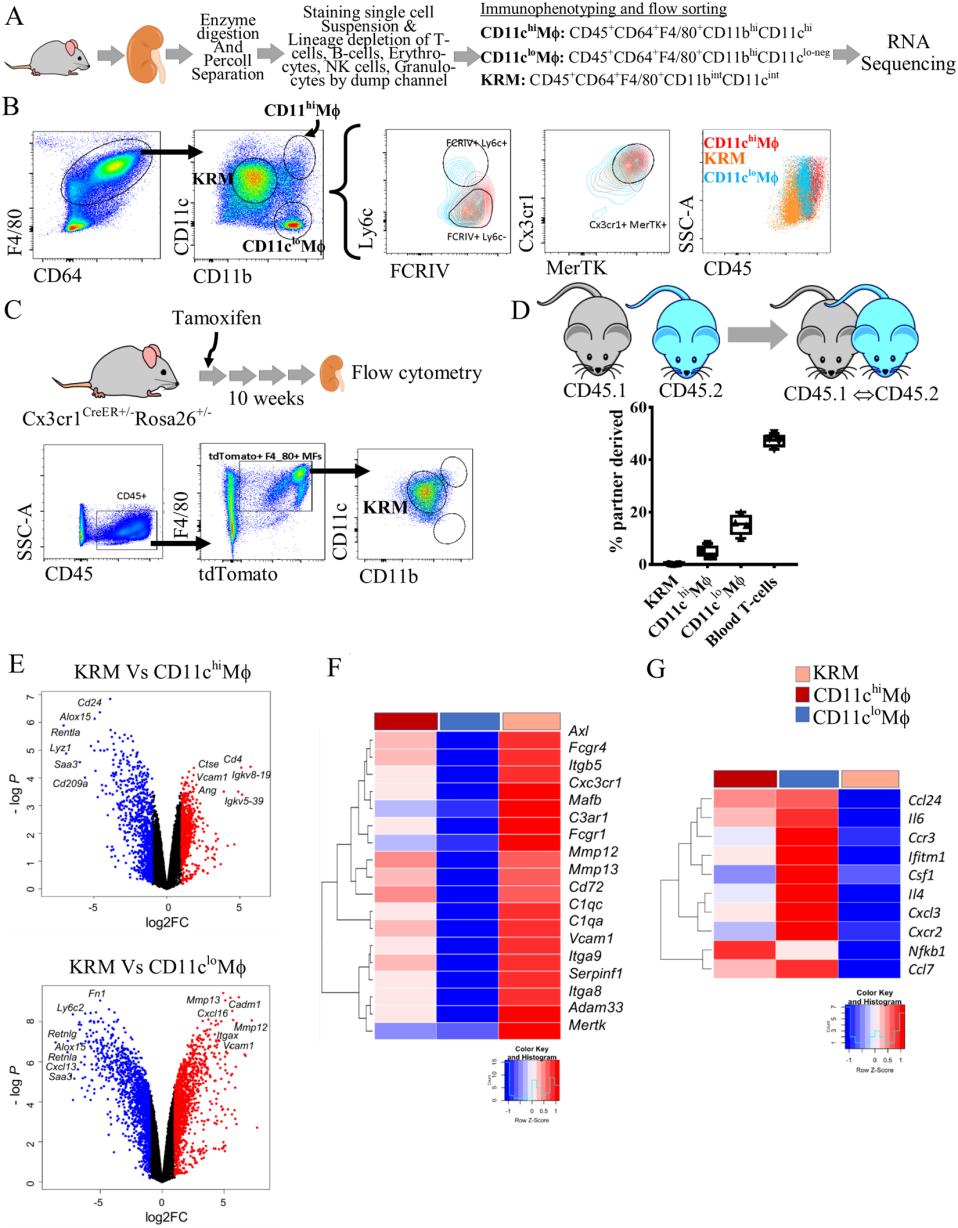
Renal macrophages comprise of long-lived kidney-resident macrophages and monocyte-derived CD11c^hi^ and CD11c^lo^ macrophages. **(A)** Workflow of the experiment. Mouse kidneys were enzyme-digested, percoll separated and stained for lineage and macrophage markers. After removing the lineage positive cells, three populations of macrophages were identified and flow sorted in the RNA lysis buffer and subjected to transcriptional profiling by RNA-sequencing. **(B)** Live, Lineage^neg^CD45^+^ were gated as F4/80^+^CD64^+/lo^ macrophages while non-macrophage population is CD45^+^11b/c^neg^CD64^neg^F4/80^neg^. We classified kidney macrophages as CD11c^hi^Mϕ (CD11b^hi^CD11c^hi^), CD11c^hi^Mϕ (CD11b^hi^CD11c^lo-neg^), and Kidney-resident macrophages (KRM) (CD11c^Int^CD11b^Int^). Overlay of CD11c^hi^Mϕ (red), CD11c^lo^Mϕ (blue) and KRM (orange) gated on Ly6c vs FCRIV, Cx3cr1 vs MerTK, and SSA vs CD45. KRM are Ly6c^−^FcrIV^+^MerTK^+^Cx3cr1^+^MHCII^+^CD45^int^ while the non-KRM CD11c^lo^Mϕ are FcrIV^+^MerTK^+^Cx3cr1^+^MHCII^+^Ly6c^hi^CD45^int-hi^ and CD11c^hi^Mϕ are FcrIV^+^MerTK^+^Cx3cr1^+^MHCII^+^Ly6c^lo^CD45^hi^. **(C)** Fate-mapping studies using Cx3cr1^CreER+/−^Rosa26^+/−^ mice demonstrates >80% of tdTomato^+^ cells gated as KRM. Live, Lineage^neg^CD45^+^ were gated as F4/80^+^tdTomato^+^ that were then gated as CD11b vs CD11c to identify KRM. **(D)** CD45.1 and CD45.2 congenic mice analyzed on 10 weeks of parabiosis. Histograms represents percentage of partner-derived cells in the kidney. n = 4 parabionts. Bars indicate mean value ± SEM. Symbols represent individual mice. **(E-G)** Transcriptional differences detected by RNA-Seq. **(E)** Comparison of gene expression between KRM and CD11c^hi^Mϕ (above), CD11c^lo^Mϕ (below) displayed as volcano plots of individual genes, where fold-change between populations is plotted on the x-axis and significance on the y-axis. Genes upregulated >2-fold are colored in red and genes downregulated >2-fold in blue. 1257 genes are differentially expressed between KRM and CD11c^hi^Mϕ, 649 are up- and 608 down-regulated; and 2674 genes are differentially expressed between KRM and CD11c^hi^Mϕ, 1386 are up- and 1288 down-regulated. **(F)** Selected genes reflecting tissue resident status and upregulated in KRM, and **(G)** inflammatory genes downregulated in KRM, are presented as heatmaps with hierarchical clustering. Mean values per macrophage populations are shown. The z-score-based color-scale shows gene expression standard deviations below (blue) or above (red) the population mean. Data is representative of n = 4 independent experiments with at least n = 3 mice per group (KRM, n = 4, CD11c^hi^Mϕ, n = 3, CD11c^lo^Mϕ, n = 3; DEGs: fold change >2, P < 0.05).Kidney image cropped and adopted from openclipart.org (https://openclipart.org/detail/28929/kidneyreins) and mouse images adopted from (https://openclipart.org/detail/174870/mouse and https://openclipart.org/detail/17558/simple-cartoon-mouse).

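Expression is in counts scaled by library size (CPM) and genes were tested with edgeR's quasi-likelihood test. Of the 18 genes of tissue-resident status in Fig. 1F, all were higher in KRM than in CD11c hiMϕ, with a median log2 fold change of 1.35 (adjusted p = 0.0119 from edgeR's fry test). Over all genes tested 4 of them passed an adjusted p of 0.05, and 18 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Against CD11c loMϕ all 18 were higher, with a median of 3.47 (adjusted p = 3.39e-07), and 18 passed over all genes as well as adjusted over the list alone. The inflammatory genes of Fig. 1G were lower in KRM. Against CD11c hiMϕ 6 of the 10 could be tested and all 6 were lower, with a median log2 fold change of -1.93 (adjusted p = 0.00339), of which 3 passed over all genes and 4 adjusted over the list alone. With the replicate number as a block the adjusted p-values against CD11c hiMϕ were 0.15 for the resident list and 0.0772 for the inflammatory list. Against CD11c loMϕ all 10 inflammatory genes were lower and passed on both counts, with a median of -5.07, or -4.83 with the gene near 0 counts in KRM at its bound. Among the genes labelled in Fig. 1E, *Cadm1* was at 648 ± 42.1 CPM (SD, n = 4) in KRM and 7.82 ± 1.16 CPM (SD, n = 3) in CD11c loMϕ, a log2 fold change of 6.35 (standard error 0.169, adjusted p = 8.38e-07). *Itgax* and *Cxcl16* were higher by 4.31 and 4.55, and *Cxcl13* and *Saa3* were lower, at -9.47 and -8.06 (adjusted p = 4.65e-05 and 3.57e-04). *Cd24a* was lower against CD11c hiMϕ, at 3.95 ± 1.24 CPM and 68.6 ± 6.01 CPM, a log2 fold change of -4.14 (standard error 0.27, adjusted p = 0.00204). Among genes with an adjusted p under 0.05, non-overlapping groups and an average log2 CPM of at least 3, *A4galt* and *Cables1* rose most against CD11c hiMϕ beside *Epor*, by 1.99 and 1.90, and *Serpinb2* fell most, to a log2 fold change of -8.55 (adjusted p = 0.0084). With the replicate number as a block the adjusted p of both *A4galt* and *Cables1* was 0.079, and over all alternatives it ranged from 1.71e-05 to 0.213 and from 2.63e-09 to 0.227. Against CD11c loMϕ, *Tgfb3* was at least 63.4-fold higher in KRM, while *Tuba8* and *Vsig4* were at least 112-fold and 310-fold lower. In the same comparison *Nes* was higher, with a log2 fold change of 6.91 (adjusted p = 5.53e-05).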

**Table 1:** Immunophenotype of renal cells identified and flow-sorted.

Cell Call	Phenotype	Ontogeny
CD11c^hi^Mϕ	CD45^hi^F4/80^+^CD64^+^CD11c^hi^CD11b^hi^FCRIV^+^Ly6c^int^CD43^+^	Non-classical monocyte-derived macrophages
CD11c^lo^Mϕ	CD45^hi^F4/80^+^CD64^+^CD11c^lo^CD11b^hi^FCRIV^+^Ly6c^hi^CD43^−^	Classical monocyte-derived macrophages
KRM	CD45^lo^F4/80^hi^CD64^+^CD11c^hi^CD11b^hi^FCRIV^+^Ly6c^−^CD43^+^	Kidney-resident macrophages

Furthermore, we performed phenotypic characterization on all three macrophage populations by flow cytometry. We observed that KRM were negative for Ly6c-a marker for blood derived cells, but expressed FCRIV, Cx3cr1, MHC class II and the lowest levels of CD45 (Figs 1B, S1B) as described previously^11,15,18^. Our observations agree with earlier studies suggesting that KRM account for >70% of macrophages^10,19,20^. Thus, KRM were further studied in detail. The CD11c^lo^Mϕ are Ly6c^hi^FCRIV^+^ and CD45^hi^, and therefore could represent classical monocyte-derived macrophages, while CD11c^hi^Mϕ are CD43^+^Ly6c^int^ and may be derived from non-classical monocytes^10,11,21^ (Table 1) (Figs 1B, S1B).

To define macrophage ontogeny, we performed fate-mapping and parabiosis studies. KRM were fate-mapped using a well-accepted model of Cx3cr1^CreER+/−^Rosa26^+/−^^22^. Upon tamoxifen injections most Cx3cr1 cells expressed tdTomato, but after 8–10 weeks the short-lived monocyte-derived cells lost tdTomato expression that only KRM retained. These tdTomato KRM were counted. We observed that >80% tdTomato^+^F4/80^+^ cells were CD11b^int^CD11c^int^ (Fig. 1C), suggesting that KRM are resident and long-lived, while both CD11c^hi^Mϕ and CD11c^lo^Mϕ are short-lived.

Similarly, analysis of parabiotic mice paired for up to 10 weeks showed that only <1% of KRM exchange between parabionts (Figs 1D, S4). Blood T-cells chimerism showed ~47% exchange (Figs 1D, S4). Among kidney macrophages, CD11c^lo^Mϕ displayed the highest exchange (15%) between parabionts, demonstrating their monocyte-derived origin. Interestingly, CD11c^hi^Mϕ showed ~5% exchange between parabionts, and since this population expresses CD43^+^, they may be non-classical monocyte-derived macrophages (Fig. S4).

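Macrophages from kidneys of Sham mice gave 10 libraries, of which 3 were of CD11c hiMϕ, 3 of CD11c loMϕ and 4 of KRM, with one column of values per library. Cells were kept apart from T cells, B cells, NK cells, erythrocytes and granulocytes by a lineage gate. SMART-Seq v4, which copies whole transcripts from small amounts of RNA, and Nextera XT were used to make the libraries, and the paired-end reads were aligned to mm10 with the OSA aligner. The authors deposited estimated counts per gene, not scaled, in which a read that fits several transcripts is shared between them, so that between 9.7% and 14.2% of the values in a library are not whole numbers. Between 8380504 and 18592427 counts were assigned per Sham library, with medians of 8780393 in CD11c hiMϕ, 8784938 in CD11c loMϕ and 9449387 in KRM. The largest total belonged to KRM replicate 3. A gene with 0 counts in a library may still be present at up to 3 counts, a limit that covers counting error only, since PCR copies carry no molecular identifiers. Counts were rounded, and lines that shared a gene symbol were summed. Values at each gene are counts scaled by library size (CPM) after TMM normalization in edgeR, given as the mean and SD. Differences were tested with edgeR's quasi-likelihood F test, two-sided, on the libraries of the groups compared, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Genes were tested where at least 10 counts, scaled to the median library, were reached in 3 libraries. The files identify genes by symbol, and positions are those of GENCODE vM21 on GRCm38. Replicates of one population differed by more than the sampling noise in every pair of libraries.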

To study transcriptional differences between these populations we flow sorted CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM in RNA lysis buffer (Qiagen) and subjected them to RNA-sequencing (Fig. 1A). Transcriptional expression was compared among all three macrophage populations (Fig. 1E–G). Principal component analysis (PCA) of macrophage RNA-sequencing showed separation between CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM in the second principal component with variance 24.31%. 

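Over the 12934 genes that passed the filter in the 10 Sham libraries, the first principal component of log2 CPM held 39.33% of the variance and the second 35.99%. The populations were ordered along the first component, where CD11c loMϕ scored from -100.0 to -83.33, CD11c hiMϕ from -16.7 to 6.80 and KRM from 68.77 to 74.23, without overlap. Along the second component the libraries of replicate 3 lay apart from the others of their own population. They scored -159.4 in CD11c hiMϕ, -76.17 in CD11c loMϕ and -29.38 in KRM, against 30.43 to 53.83 in the other 7 libraries. With no filter the roles of the components were exchanged. The first then parted the libraries of replicate 3, at 197.9 in CD11c hiMϕ, 83.45 in CD11c loMϕ and 24.04 in KRM, from the others at -55.75 to -36.55. The second ordered the populations, with CD11c loMϕ at 88.95 to 107.4, CD11c hiMϕ at -16.22 to 17.94 and KRM at -75.74 to -70.09. On the deposited log2 table CD11c hiMϕ and CD11c loMϕ overlapped along the first component, at -23.84 to 78.94 and 43.8 to 85.4. The study's plot also held CD45-positive cells that are not macrophages, which were not used here.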

The CD11c^lo^Mϕ transcriptome appeared to be distinct from CD11c^hi^Mϕ and KRM. 

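The mean distance between libraries was computed as the root mean square difference in log2 CPM over the same genes. Libraries of CD11c loMϕ lay at a mean distance of 1.658 from KRM and 1.501 from CD11c hiMϕ. Within populations the mean distance was 1.16 in CD11c loMϕ, 1.455 in CD11c hiMϕ and 0.709 in KRM, so the spread within CD11c hiMϕ was close to the distance that separated CD11c hiMϕ from CD11c loMϕ. This rests on CD11c hiMϕ replicate 3, without which the distance was 0.783 within CD11c hiMϕ and 1.331 between CD11c hiMϕ and CD11c loMϕ.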

CD11c^hi^Mϕ and KRM were located closer in the PCA plot, and have more similar transcriptional profiles (Fig. S1E). 

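KRM lay at a mean distance of 1.322 from CD11c hiMϕ, which was 0.179 less than the distance from CD11c loMϕ to CD11c hiMϕ (exact permutation test over the 35 assignments of the KRM and CD11c loMϕ labels, two-sided, p = 0.0286, the smallest p that these libraries allow). Without CD11c hiMϕ replicate 2 the difference was 0.11 (exact permutation test, p = 0.229), and without CD11c hiMϕ replicate 3 it was 0.214 (exact permutation test, p = 0.0857), against a smallest possible p of 0.0286. On the deposited log2 table it was 0.0831 and on the 500 most variable genes 0.281, both with the smallest p.

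**Figure D1:**
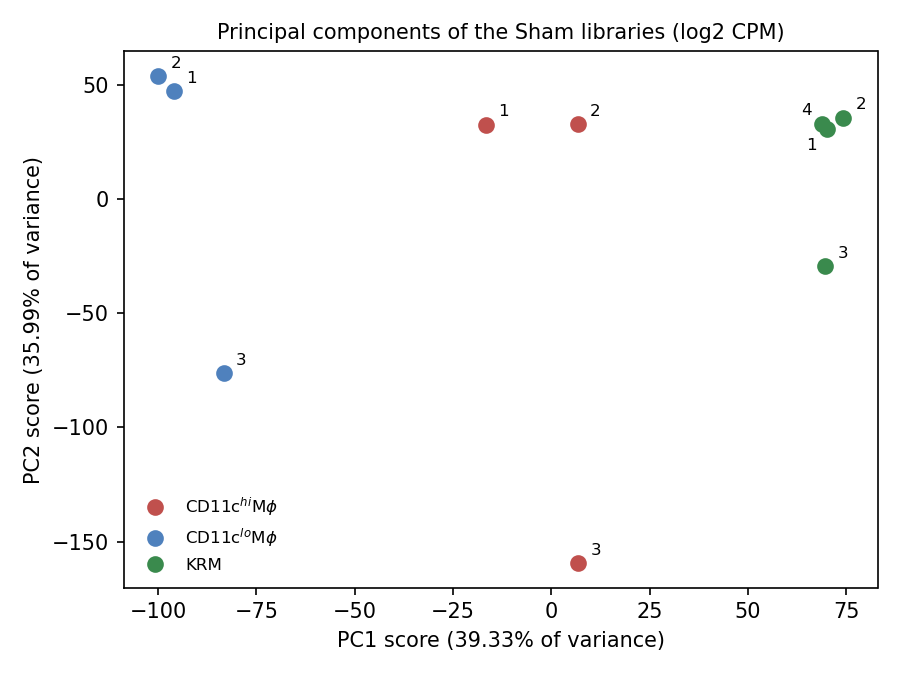
Scores of the 10 Sham libraries on the first (x axis, 39.33% of variance) and second (y axis, 35.99%) principal components of log2 CPM; each point is a library, coloured by population and numbered by replicate. The populations separate along the first component, and replicate 3 of each population lies lower along the second, at -159.4 in CD11c hiMϕ.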

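The comparison of KRM with CD11c hiMϕ from Sham kidneys covered 12380 genes. With a fold change above 2 and an unadjusted p under 0.05, edgeR gave 1548 genes, 428 higher and 1120 lower in KRM. At any fold change, 3037 genes had an unadjusted p under 0.05, where 619 would be expected by chance. After Benjamini-Hochberg adjustment 566 genes with a fold change above 2 remained, 94 higher and 472 lower. With the replicate number as a block 89 genes were left, and DESeq2's Wald test gave 1159. With 1 library left out at a time, the adjusted count ranged from 155 without KRM replicate 2 to 1017 without CD11c hiMϕ replicate 3. Of the genes past the unadjusted threshold 72.4% were lower in KRM, but 48.4% were lower in limma on the deposited log2 table, where 648 were higher and 609 lower. The biological coefficient of variation was 0.467 in this comparison. The 10 most abundant genes took 20.5% of the counts in CD11c hiMϕ replicate 3, against 13.4% and 12.5% in the other libraries of that population.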

In agreement with the PCA, we observed ~649 upregulated and ~608 downregulated genes in KRM vs. CD11c^hi^Mϕ (Fig. 1E). Genes upregulated >1.5 fold included known TRM markers like *Axl*, *Mafb*, *Cx3cr1*, *Vcam*, *Epor*, in addition to the microglial gene *Tmem119*. 

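Of 5 genes read here the largest difference was that of *Epor*, on chromosome 9 from 21958897 to 21963506, at 22.2 ± 4.82 CPM (SD, n = 4) in KRM and 5.45 ± 3.18 CPM (SD, n = 3) in CD11c hiMϕ, a log2 fold change of 1.98 (standard error 0.427, adjusted p = 0.0444) from edgeR. *Tmem119* followed with 271 ± 47.4 CPM in KRM and 68.7 ± 46.5 CPM in CD11c hiMϕ, and a log2 fold change of 1.95 (standard error 0.517, adjusted p = 0.0791). *Vcam1* was at 307 ± 38.2 CPM and 86.7 ± 101 CPM, with a log2 fold change of 1.81 (standard error 0.708, adjusted p = 0.176), which rose to 3.37 (adjusted p = 0.0103) without CD11c hiMϕ replicate 2 and was 1.40 to 1.89 without any other library, where the adjusted p was 0.171 or more. For *Axl* and *Cx3cr1* the log2 fold changes were 1.34 and 1.25, with adjusted p-values of 0.1 and 0.123. *Axl* was the most abundant at 1735 ± 117 CPM in KRM against 671 ± 362 CPM in CD11c hiMϕ. In each of these 5 genes all 4 KRM libraries lay above all 3 CD11c hiMϕ libraries, but only *Epor* passed an adjusted p of 0.05, and its adjusted p ranged from 0.025 to 0.121 with 1 library left out at a time. With the replicate number as a block the adjusted p of *Epor* was 0.145, and over all alternatives it ranged from 2.77e-04 to 0.263. Library CD11c hiMϕ replicate 3 held the least *Axl*, 277 CPM against 746 and 989 CPM in the others.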

Genes downregulated in KRM and upregulated in CD11c^hi^Mϕ were peritoneal and red-pulp macrophage markers *Fcna*, *Lyz1*, *Alox15* and *Saa3*. 

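For each of the 4 genes all KRM libraries lay below all CD11c hiMϕ libraries. *Lyz1*, on chromosome 10 from 117287797 to 117292868, was at 3.9 ± 1.78 CPM (SD, n = 4) in KRM and 582 ± 448 CPM (SD, n = 3) in CD11c hiMϕ, a log2 fold change of -7.28 (standard error 0.701, adjusted p = 0.00372) from edgeR, and its value is uncertain because reads can be shared with its close paralog *Lyz2*. *Saa3*, which also has close paralogs, was at 0.267 ± 0.214 CPM in KRM and 43 ± 26.9 CPM in CD11c hiMϕ, with a log2 fold change of -7.20 (standard error 0.867, adjusted p = 0.00706). *Fcna* fell from 75.2 ± 39.1 CPM in CD11c hiMϕ to 1.01 ± 0.464 CPM in KRM, a log2 fold change of -6.28 (standard error 0.545, adjusted p = 0.00324). *Alox15* was at 92.1 ± 30.7 CPM in CD11c hiMϕ and 1.54 ± 0.694 CPM in KRM, with a log2 fold change of -5.90 (standard error 0.448, adjusted p = 0.00246). With each library left out in turn, the adjusted p-values of these genes stayed at or below 0.0417.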

We also observed *Cd209a* (DC-Sign) gene differentially expressed in CD11c^hi^Mϕ suggesting an overlap between DC and this macrophage population. 

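*Cd209a* lies on chromosome 8 from 3743397 to 3748984 among other genes of its family, with which reads can be shared. It was at 13.6 ± 6.33 CPM (SD, n = 4) in KRM and 786 ± 612 CPM (SD, n = 3) in CD11c hiMϕ, where the libraries ranged from 224 to 1438 CPM. The log2 fold change was -5.89 (standard error 0.68, adjusted p = 0.00623), and with 1 library left out at a time it lay from -6.32 to -5.10. Of a list of 10 marker genes of dendritic cells, 9 were lower in KRM than in CD11c hiMϕ, with a median log2 fold change of -2.80 (adjusted p = 0.0119 from edgeR's fry test over the lists).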

Comparing KRM to CD11c^hi^Mϕ, ~1386 genes were upregulated and ~1288 down-regulated. 

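The supplementary table that holds these numbers compares KRM with CD11c loMϕ, and that comparison covered 12365 genes. With a fold change above 2, edgeR gave 3112 genes with an unadjusted p under 0.05, 1627 higher and 1485 lower in KRM. After adjustment 2894 genes remained, 1474 higher and 1420 lower. Replicates varied less here than in the comparison with CD11c hiMϕ, with a biological coefficient of variation of 0.358. Leaving out 1 library at a time gave from 2575 to 3443 genes after adjustment, the latter without CD11c loMϕ replicate 3.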

Among upregulated in KRM were *Tmem119*, *Mmp12*, *Mmp13*, *Spp1*, C1qc and *C1qa* genes while down-regulated were *Fn1*, *Ly6c2*, *Retnlg*, *Retnla (*Fig. S11*)*.

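*Mmp12* was at 1058 ± 218 CPM (SD, n = 4) in KRM and 6.83 ± 4.57 CPM (SD, n = 3) in CD11c loMϕ, a log2 fold change of 7.26 (standard error 0.501, adjusted p = 1.97e-05) from edgeR. *Mmp13*, which lies beside it on chromosome 9 from 7272514 to 7283331, was at 673 ± 103 and 6.55 ± 4.49 CPM, with a log2 fold change of 6.64 (standard error 0.472, adjusted p = 2.25e-05). *Tmem119* fell to 7.47 ± 3.88 CPM in CD11c loMϕ, and its log2 fold change was 5.15 (standard error 0.36, adjusted p = 2.04e-05). The neighbouring genes *C1qc* and *C1qa* reached 4018 ± 903 and 3082 ± 694 CPM in KRM, with log2 fold changes of 3.15 and 3.41 (adjusted p = 3.72e-05 and 2.87e-05). *Spp1* was not higher in KRM. It was at 40.5 ± 46.9 CPM in KRM and 61.2 ± 45.5 CPM in CD11c loMϕ, a log2 fold change of -0.56 (standard error 0.844, adjusted p = 0.626), and 1 KRM library, replicate 3, held 111 CPM against 14.1 to 20.4 CPM in the others. Without CD11c loMϕ replicate 3 the log2 fold change of *Spp1* was 0.09, and without KRM replicate 3 it was -1.85 (adjusted p = 0.0413, where the alternatives ranged from 0.0413 to 0.942). *Fn1* was lower in KRM at 19.3 ± 3.52 CPM against 3401 ± 682 CPM in CD11c loMϕ, a log2 fold change of -7.49 (standard error 0.247, adjusted p = 9.21e-07). *Ly6c2*, *Retnlg* and *Retnla*, whose reads can be shared with close paralogs, had log2 fold changes of -6.81, -8.59 and -7.51 (adjusted p = 1.73e-06, 5.07e-06 and 2.65e-06).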

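The core macrophage signature was tested as a list of 11 genes, and 10 of them were also read singly. Against CD11c hiMϕ these 10 were higher in KRM, and the list had a median log2 fold change of 1.05 (adjusted p = 0.0438 from edgeR's fry test of the list). None of the 10 passed an adjusted p of 0.05 over all genes, and 6 had an unadjusted p under 0.05. The adjusted p of the list was 0.17 with the replicate number as a block and between 0.0103 and 0.102 with 1 library left out at a time. *Spi1*, counted under its older symbol *Sfpi1*, differed least of the 10, with a log2 fold change of 0.19 (standard error 0.36, adjusted p = 0.761), and was lower in KRM without CD11c hiMϕ replicate 3, at -0.14. Against CD11c loMϕ 8 of the 10 genes were higher in KRM, and the list had an adjusted p of 2.3e-06 from fry. In that comparison 9 of the 10 passed an adjusted p of 0.05 over all genes. *Spi1* was among them and was lower in KRM, with a log2 fold change of -0.47 (standard error 0.15, adjusted p = 0.0356), but its adjusted p was 0.115 without CD11c loMϕ replicate 1, 0.0664 with the replicate number as a block and from 0.00697 to 0.362 over all alternatives. *Tlr7* was also lower, at -0.16 (adjusted p = 0.451). *Csf1r* was the most abundant of the 10, at 3620 ± 127 CPM (SD, n = 4) in KRM, 1821 ± 1064 CPM (SD, n = 3) in CD11c hiMϕ and 2191 ± 314 CPM (SD, n = 3) in CD11c loMϕ.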

The core macrophage signature genes identified in adult mice by the ImmGen consortium^10^, (*Cx3cr1*, *Mafb*, *FcgrIV*, *Mertk*, Axl, *Fcgr1*, *Csf1r*, *Spi1*, *Mafb*, *Myo7a*, *Tlr4*, and *Tlr7*) were indeed enriched in KRM compared to CD11c^hi^Mϕ and CD11c^lo^Mϕ (fold-change >1.5) (Figs 1F, S1D,E)^10^ confirming that flow cytometry-identified differences in cellular phenotypes can be reproducibly detected at the transcriptional level. Thus, the KRM that we identified are consistent with the postulated identity of long-lived, tissue-resident macrophages^21,23^.

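On 18 genes of macrophage identity, a list written before the data were examined and holding 6 genes of the lists in the study, KRM had a median log2 fold change of 0.91 against CD11c hiMϕ (adjusted p = 0.0467) and 1.38 against CD11c loMϕ (adjusted p = 3.58e-04, both from edgeR's fry test). Against CD11c loMϕ 10 of 10 monocyte genes were lower in KRM, with a median of -6.86 (adjusted p = 4.5e-04). All 8 neutrophil genes tested were lower too, with a median of -7.04. From the core signature the paper reads the KRM as fitting the identity postulated for long-lived resident macrophages of tissues.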

Taken together, these data indicated that F4/80^bright^CD11b^int^CD11c^int^ are long-lived KRM, while infiltrating monocyte-derived macrophages are CD11c^hi^Mϕ and CD11c^lo^Mϕ. KRM are the largest population of macrophages in the healthy kidney, and we subsequently investigated their behavior pattern in chronic renal injury.

### KRM self-renew while monocyte-derived macrophages expand in ischemic kidneys correlating with loss of peri-tubular endothelial cells

RAS caused hypertension and progressive loss of stenotic kidney volume (Figs 2A–C, S5A)^24^. Flow cytometric analysis showed increased numbers of total CD11b^+^F4/80^+^ macrophages and complementary DC (cDC1) in the stenotic kidney after 4 weeks of RAS (Fig. S5,A–C). Furthermore, the number of CD11c^hi^Mϕ, CD11c^lo^Mϕ, and KRM steadily rose with duration of ischemia (Fig. 2D). By 4 weeks the number and expression (Fig. 2E–G) of all macrophages increased in stenotic compared to Sham and contralateral kidneys, suggesting that both resident and monocyte-derived macrophages respond to ischemic injury. The CD11c^lo^Mϕ subset was Ly6C^hi^, while CD11c^hi^Mϕ and KRM were Ly6C^lo^. The increase in CD11c^hi^Mϕ and CD11c^lo^Mϕ in stenotic kidneys resulted from recruited Ly6C^hi^ monocytes differentiating into Ly6C^hi^ Mϕ that contribute to CD11c^lo^Mϕ, or become Ly6C^lo^ macrophages that contribute to CD11c^hi^Mϕ, both of which are CD11b^hi^, in agreement with previous studies in unilateral ureteral obstruction^25^. CD11b^hi^ cells promote fibrosis and macrophage infiltration in injured kidneys^26,27^. Thus, our data are consistent with the notion that CD11c^hi^Mϕ and CD11c^lo^Mϕ in the stenotic kidney in part differentiate from recruited Ly6C^hi^ monocytes and might cause inflammatory kidney damage.

**Figure 2:**
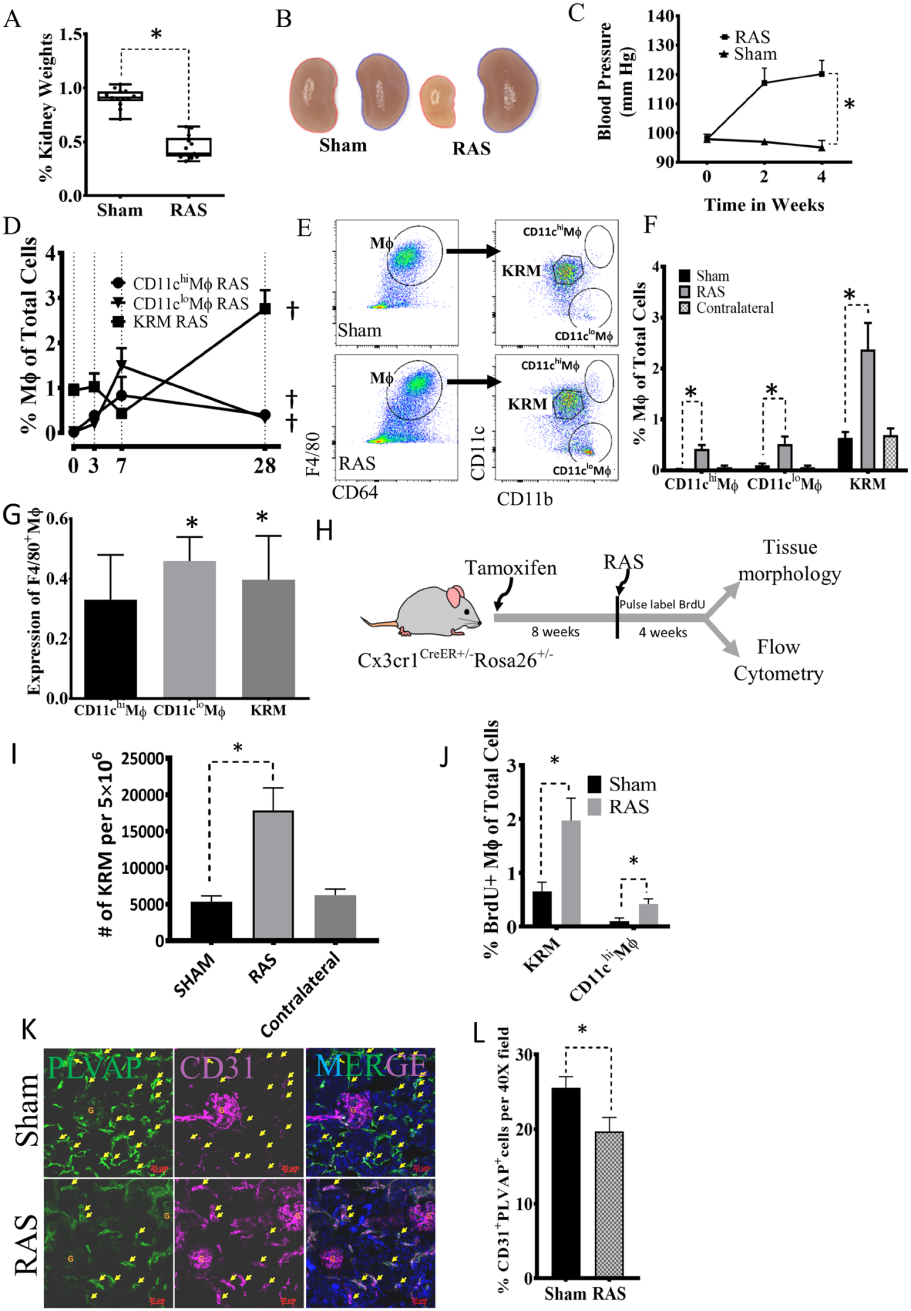
KRM self-renew while monocyte-derived macrophages expand in RAS kidneys and this increase correlates with loss of peri-tubular endothelial cells. **(A)** The ratio of stenotic relative to the contralateral kidney size falls after a RAS surgery (n = 20 sham and RAS mice). **(B)** Representative pictures show reduced size of stenotic (left) and increased size of contralateral (right) Sham and RAS kidneys. **(C)** Systolic blood pressure in RAS and Sham mice at weeks 0, 2, and 4. (**D)** CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM expand gradually in RAS kidneys, (n = 4–6/time point). **(E**, **F)** At day 28, RAS significantly increases stenotic kidney CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM compared to their respective Sham or contralateral kidney macrophages (n = 10–14). **(G)** Macrophage Expression (determined by resolution metric, see Supplemental Methods) significantly increases in CD11c^lo^Mϕ and KRM (n = 10–14). **(H)** Experimental Scheme for Fate-mapping of KRM Cx3cr1^CreER+/-^Rosa26^+/−^ mice. Tamoxifen was injected and after 8 weeks mice undergo RAS surgery. Mice were injected BrdU for 4 weeks and then euthanized. **(I)** Numbers of tdTomato + ve KRM in Cx3cr1^CreER+/−^ mice significantly increase with RAS compared to Sham (n = 5 each). **(J)** BrdU-positive KRM and CD11c^hi^Mϕ in RAS and Sham, indicating proliferation. **(K**, **L)** Immunofluorescence quantification of peri-tubular endothelial cells by co-staining for CD31 and PLVAP in Sham and RAS. ^†^P < 0.05 vs Day-0 of the same group; *P < 0.01 vs Sham. Kidney pictures taken by AP.

Using CX3CR1^creER^:Rosa26-tdTomato reporter mice, we then fate-mapped and studied KRM kinetics in RAS (Fig. 2H). KRM number increased in RAS (Figs 2I, S6A), and BrdU pulse-labeling demonstrated that KRM and CD11c^hi^Mϕ expanded (Figs 2J, S6B). Interestingly, a small fraction of BrdU^+^CD11b^int^Mϕ was tdTomato^neg^, suggesting that in RAS some infiltrating monocytes may contribute to KRM. Thus, all macrophages increase in response to renal ischemia, associated with renal fibrosis (Trichrome and Picrosirius-red staining) (Fig. S5F) and capillary loss (Fig. 2K,L). Peritubular microvascular loss was ascertained using immunofluorescence of CD31 and PLVAP (Fig. 2K), which selectively stains peritubular capillaries^28^, and flow cytometry confirmed reduced PLVAP^+^CD31^+^ cells in stenotic kidneys (Fig. S5D), suggesting that RAS induces capillary rarefaction. This was associated with increased expression of pro-inflammatory genes (Fig. S5E) and fibrosis (Fig. S5F) in RAS kidneys. Thus, in renal ischemia monocyte-derived macrophages are recruited from the circulation, while KRM are long-lived and progressively self-renew. The overall increase in macrophages is associated with loss of peritubular capillaries and renal fibrosis.

### Donor-derived monocytes repopulate the KRM niche

To test whether KRM repopulate from BM, we irradiated wild-type C57BL/6 mice (CD45.2), and transplanted bone marrow (BMT) from CD45.1 mice (Fig. 3A). All three renal macrophage populations were replenished by donor-derived BM (Fig. 3B,C). Thus, under stress conditions, monocytes repopulate the TRM niches in an attempt to restore KRM^29^. In the liver, circulating monocytes completely populate empty Kupffer cell niches and eventually form fully functional monocyte-derived Kupffer cells. Similarly, monocyte-derived alveolar macrophages demonstrate similar gene expression profile as embryonic alveolar macrophages^30,31^. Thus, BM cells can repopulate the KRM niche in the irradiated non-stenotic kidneys.

**Figure 3:**
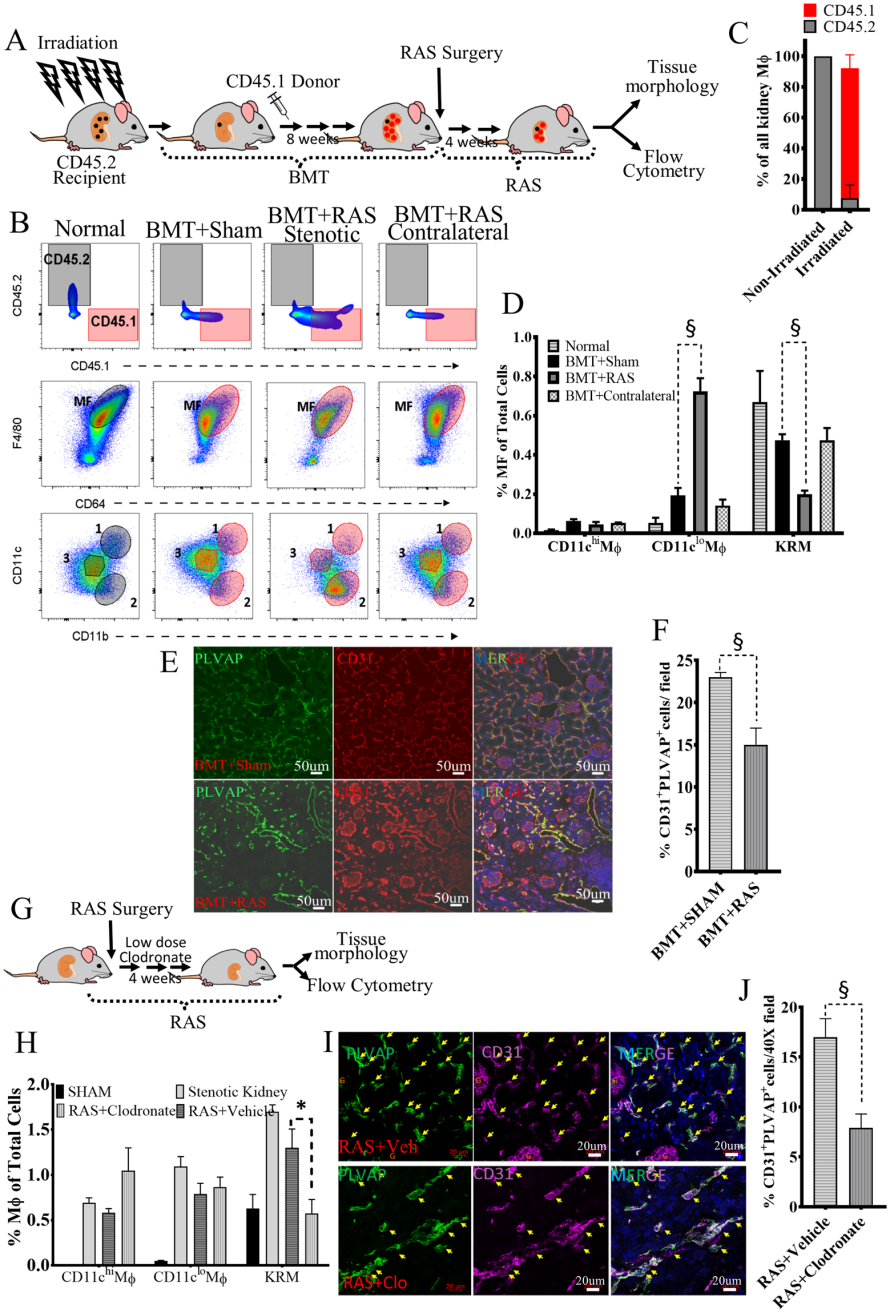
KRM repopulate from donor bone marrow (BM) cells but do not sustain in stenotic kidneys resulting in loss of peritubular capillaries. **(A)** Experimental Schema for BM transplantation (BMT) studies. **(B**–**D)** Reconstitution by donor-derived (CD45.1) BM in BMT + Sham, BMT + RAS stenotic and BMT + RAS contralateral kidneys (Top Row); Native (black tinted) and donor-derived macrophages (pink tinted) (Middle Row); Donor-derived KRM population decreased in BMT + RAS (Bottom Row). **(E)** Immunostaining of PLVAP and CD31 showing peri-tubular endothelial cells in representative images of BMT + Sham and BMT + RAS kidney sections. Images acquired on Zeiss confocal at 40X and stitched together to show a larger area. Note CD31 (red) stains peri-glomerular cells while PLVAP (green) is specific to peri-tubular endothelial cells. **(F)** Quantifying PLVAP^+^CD31^+^ cells showing significant reduction in BMT + RAS Vs BMT + Sham. **(G)** Experimental Schema for administration of liposomal clodronate at low-doses. **(H)** Comparing percent of all three macrophages in the stenotic kidneys of Sham, RAS, RAS + Vehicle and RAS + Clodronate mice. Note significant reduction in KRM in RAS + Clodronate group. **(I)** Immunostaining of PLVAP and CD31 showing peri-tubular endothelial cells in representative images of RAS + Vehicle and RAS + Clodronate kidney sections. **(J)** Quantifying PLVAP^+^CD31^+^ cells. Significant loss of peritubular endothelial cells seen after administration of clodronate. n = 6 mice/group; *P ≤ 0.01 vs Sham; ^§^P < 0.05 vs BMT + Sham , RAS + Vehicle; ^¥^P < 0.01 vs RAS. Mouse images adopted from Openclipart.org https://openclipart.org/detail/174870/mouse and https://openclipart.org/detail/28929/kidneyreins.

### Depletion of KRM amplifies RAS-associated microvascular rarefaction

To assess the role of KRM in microvascular rarefaction we used two strategies. First, native KRM were replaced by donor-derived KRM in BMT followed by RAS induction in mice (Fig. 3A) and secondly, continuous depletion of native KRM was induced using low-doses of liposomal clodronate in Sham and RAS mice (Fig. 3G).

Interestingly, donor-derived KRM diminished in BMT stenotic kidneys after 28d of RAS (Fig. 3B,D), contrasting with the increase observed in non-irradiated RAS kidneys (Fig. 2D). Donor-derived CD11c^hi^Mϕ numbers also decreased, whereas CD11c^lo^Mϕ numbers increased. Contralateral and sham kidneys remained unchanged (Fig. 3D). Fibrosis was not different in BMT + RAS compared to RAS kidneys (Fig. S7A,B), whereas the loss of PLVAP^+^CD31^+^ peri-tubular endothelial cells was amplified (Fig. 3E,F). Thus, donor-derived KRM repopulate native KRM niches, but do not replicate their pro-angiogenic properties thereby amplifying RAS-associate capillary loss.

Previous studies have administered higher doses of clodronate multiple times to achieve complete macrophage depletion^32–34^. In our model, liposomal clodronate at a single intraperitoneal dose of 200 ul significantly reduced blood monocytes (Fig. S8A), yet did not completely deplete KRM (Fig. S8B). Also, the depleted macrophages were replenished within 72 hours (Fig. S8B). Infiltrating monocytes and the remaining native KRM may have replenished the macrophage pool. Moreover, depletion of macrophages provoked neutrophil influx. To achieve gradual and continued depletion of KRM, and restrict neutrophil influx, we therefore subsequently used low-doses of clodronate 100 ul (FormuMax, Scientific CA) intraperitoneally every 4 days for 4 weeks.

Administration of liposomal clodronate to RAS mice selectively reduced KRM, but not the CD11c^lo^Mϕ and CD11c^hi^Mϕ (Fig. 3H, Fig. S8D). Reduction of KRM was associated with reduced number of PLVAP^+^CD31^+^ cells (Fig.I, J) and increased fibrosis (Fig. S8F) in the stenotic kidneys of the RAS + clodronate group. Similarly, the expression of anti-inflammatory and pro-angiogenic genes such as Arg1, Il4, Il10, Smad7, Angpt1, Igf1, Vcam1, Agtr2, Stat6, Mertk, Icam1 and the transcription factor Hbp1 (Fig. S8G,H) was reduced in KRM from RAS + clodronate group. These findings suggested that monocyte-derived cells could replenish KRM, but in the pathological setting of renal ischemia the monocyte-derived KRM lack the reparative ability of native KRM.

Menezes *et al*. observed that monocyte-derived Kupffer cells repopulated the liver to give rise to kupffer cells, but were unable to perform native kupffer cell functions^31^. Monocyte-derived alveolar macrophages express significantly higher pro-fibrotic genes than native embryonic-derived alveolar macrophages in bleomycin induced lung injury^35^. Thus, in active disease the monocyte-derived KRM may be less reparative than native KRM.

### Native KRM respond to RAS by upregulating pro-angiogenic and reparative genes

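Stenotic kidneys gave 11 libraries: 4 of CD11c hiMϕ, 4 of CD11c loMϕ and 3 of KRM, made and counted in the same way as the Sham libraries. They held between 6891177 and 10120529 counts, with medians of 9598286 in CD11c hiMϕ, 9094138 in CD11c loMϕ and 9716497 in KRM. Each population from RAS kidneys was compared with the same population from Sham kidneys by edgeR's quasi-likelihood test on the 7 libraries of that population. The difference in response between populations was tested as an interaction, which sets the change in KRM against the change in CD11c hiMϕ or CD11c loMϕ. Lists of genes were tested with edgeR's fry, with p-values adjusted over the lists within a comparison. In KRM the log2 CPM of RAS replicate 1 correlated across genes with the Sham libraries at r from 0.936 to 0.949, but with RAS replicates 2 and 3 at 0.76 and 0.802. Genes are not independent replicates, so these values are descriptive. The column of KRM RAS replicate 1 differs between the authors' tables: across 9699 genes its counts and its deposited log2 values correlated at r = 0.0891, against 0.925 to 0.976 for each of the other 20 libraries. Values here come from the counts.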

To examine the effect of renal ischemia on kidney macrophage transcriptome, we flow-sorted macrophages, studied their gene expression by RNA-seq, and validated upregulated genes by TaqMan Low-Density Arrays. 

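The comparison of KRM from RAS and Sham kidneys covered 12852 genes. With a fold change above 2, edgeR gave 2104 genes with an unadjusted p under 0.05, of which 1742 were higher and 362 lower in RAS. After adjustment 1014 remained, 894 higher and 120 lower. The count rests on few libraries. Without RAS replicate 1 it was 4312, without Sham replicate 3 it was 1189, and without any one of the other 5 libraries it was from 26 to 43. DESeq2's Wald test gave 1841 genes after adjustment. Among the genes labelled in Fig. 4A, *Il1a* on chromosome 2 from 129299610 to 129309972 was at 59.7 ± 20.1 CPM (SD, n = 3) in RAS and 2.95 ± 0.385 CPM (SD, n = 4) in Sham, a log2 fold change of 4.45 (standard error 0.285, adjusted p = 0.0021), and its adjusted p stayed at or below 0.0291 with any 1 library left out. *Clu* was at 1387 ± 1220 CPM in RAS and 0.412 ± 0.325 CPM in Sham, with a log2 fold change of 11.67 (standard error 1.62, adjusted p = 0.016), and RAS replicate 1 held 27.5 CPM of it. *Il1rn* and *Epcam* were higher as well, with log2 fold changes of 5.62 and 7.27 (adjusted p = 0.019 and 0.0254). *Mgp*, *Bgn* and *Cxcl13* rose by 5.93, 6.29 and 5.67 on the log2 scale. Without Sham replicate 1 the adjusted p-values of *Clu*, *Il1rn*, *Epcam*, *Mgp*, *Bgn* and *Cxcl13* were between 0.0746 and 0.103. *Rhcg* was at least 461-fold higher in RAS, at 258 and 215 CPM in replicates 2 and 3 and 1.38 CPM in replicate 1. *Epcam* is a marker gene of tubular epithelium, and marker genes of kidney tubules rose most in replicates 2 and 3 as well. Part of these rises may thus come from other cells or their RNA in the sort. Among the lower genes, *Ctse* fell from 84.4 ± 22 to 5.98 ± 2.4 CPM, a log2 fold change of -3.72 (standard error 0.344, adjusted p = 0.00593). *Flt3* and *Chi3l3* had log2 fold changes of -2.52 and -3.34 (adjusted p = 0.021 and 0.0419), and *Ifnb1* one of -4.17 (adjusted p = 0.0621).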

A volcano plot of differentially expressed genes (DEGs) demonstrates significant changes in KRM isolated from RAS kidneys compared to sham (Fig. 4A). We studied gene ontology and functional network analysis of DEGs using DAVID and GORILLA. 

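A list of 21 genes of the response to LPS and of NF-kB signaling was written before the data were examined, and 9 of its genes are also in the gene lists of the study. Of 20 genes tested in CD11c hiMϕ, 16 were higher in RAS, with a median log2 fold change of 1.19 (adjusted p = 0.435 from edgeR's fry test). None passed an adjusted p of 0.05 over all genes, and 9 passed when adjusted over the list alone. Of 19 in CD11c loMϕ, 13 were higher, with a median of 0.58 (adjusted p = 0.456), and 0 passed on either count. At an unadjusted p under 0.05 and a fold change above 2 there were 1028 genes in CD11c hiMϕ and 538 in CD11c loMϕ, and 0 after adjustment. In both populations RAS replicate 1 stood apart. Its mean log2 CPM over the list was 5.63 in CD11c hiMϕ, against 7.08 to 7.29 in the other RAS libraries and 5.44 to 5.95 in Sham. For CD11c loMϕ it was 5.72, against 6.97 to 7.58 in the other RAS libraries and 6.03 to 6.31 in Sham. Without that library the median was 1.42 in CD11c hiMϕ (adjusted p = 0.0394) and 0.73 in CD11c loMϕ (adjusted p = 0.0494), the only alternative with an adjusted p under 0.05, and the others gave adjusted p-values up to 0.839 and 0.706. KRM had a median of 1.28 for the same list (adjusted p = 0.052), with 14 of 18 genes higher. The list of genes that the study annotated to the response to LPS, picked among genes higher in RAS-KRM, had medians of 0.63 in CD11c hiMϕ (adjusted p = 0.314) and 0.39 in CD11c loMϕ (adjusted p = 0.456).

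**Figure D2:**
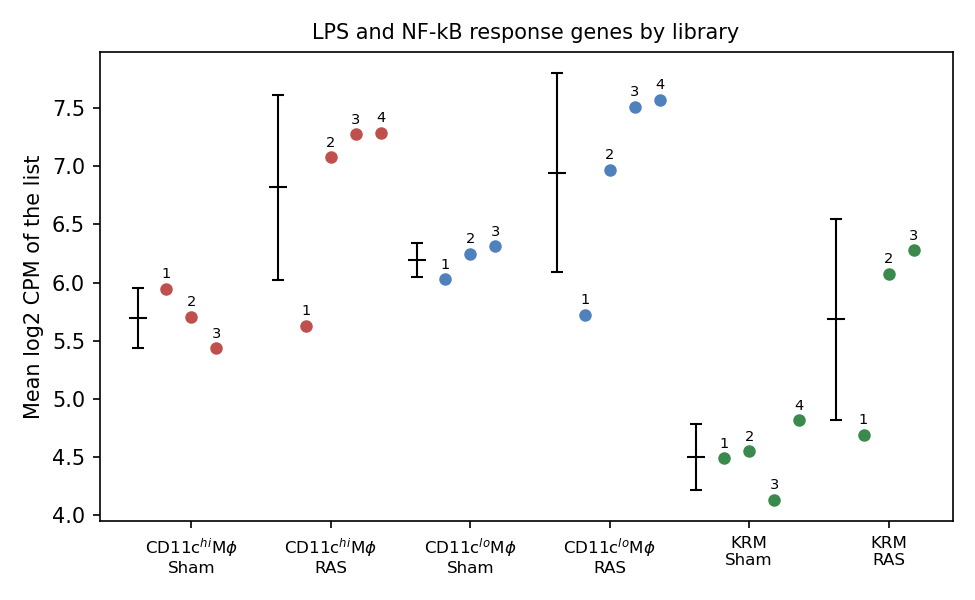
Mean log2 CPM (y axis) of the LPS and NF-kB response genes in each library, by population and treatment (x axis); points are libraries numbered by replicate, and the bar beside them is the mean with the SD. Replicate 1 of RAS lies at 5.63 in CD11c hiMϕ and 5.72 in CD11c loMϕ, lower than the other RAS libraries.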

Stenotic-kidney monocyte-derived CD11c^hi^Mϕ and CD11c^lo^Mϕ upregulated pro-inflammatory pathways, like response to LPS (GO:0032496; p = 1.6E-06) and NFKB signaling pathway (mmu04064, p = 2.1E-06). 

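The genes that the study annotated to wound healing, positive regulation of angiogenesis and endothelial cell proliferation were taken from its supplementary list of processes higher in RAS-KRM. Positive regulation of angiogenesis is narrower than the angiogenesis process the paper names, whose genes were not tested as a list here. The genes were chosen on these libraries, so tests of them are not independent evidence. All 28 genes of positive regulation of angiogenesis tested were higher in RAS-KRM than in Sham-KRM, with a median log2 fold change of 2.93 (adjusted p = 0.0407 from edgeR's fry test), and 14 passed an adjusted p of 0.05 over all genes and 27 adjusted over the list alone. All 17 wound healing genes tested were higher, with a median of 3.15 (adjusted p = 0.0519), of which 11 passed over all genes and 15 adjusted over the list alone. All 14 endothelial cell proliferation genes tested were higher, with a median of 2.71 (adjusted p = 0.0506), of which 8 and 11 passed. With the replicate number as a block the adjusted p-values of these lists were 0.13 and 0.131. Sham and RAS kidneys are from different animals, and KRM libraries with the same number had deviations correlated from -0.253 to 0.21. The block thus pairs unrelated libraries here. Without RAS replicate 1 the adjusted p-values of these lists were at most 1.95e-05. Without any 1 of the other 6 libraries none of these lists passed, and the adjusted p reached 0.146 for positive regulation of angiogenesis and 0.158 for the other lists. Across libraries the wound healing genes averaged 1.48 log2 CPM in RAS replicate 1, 5.38 and 5.34 in replicates 2 and 3, and 0.84 to 1.26 in Sham. Marker genes of endothelium rose too, with 13 of 13 genes higher and a median of 3.57 (adjusted p = 0.0519), on a list of 17 genes of which 5 are in lists of the study. The inflammatory and interferon genes of Fig. 4D went apart: 9 of 9 inflammatory genes tested were higher, with a median of 2.67 (adjusted p = 0.0258), and 9 of 9 interferon genes were lower, with a median of -0.82 (adjusted p = 0.0506). The angiogenesis and wound healing genes shown in Fig. 4D had medians of 3.90 and 3.14.

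**Figure D3:**
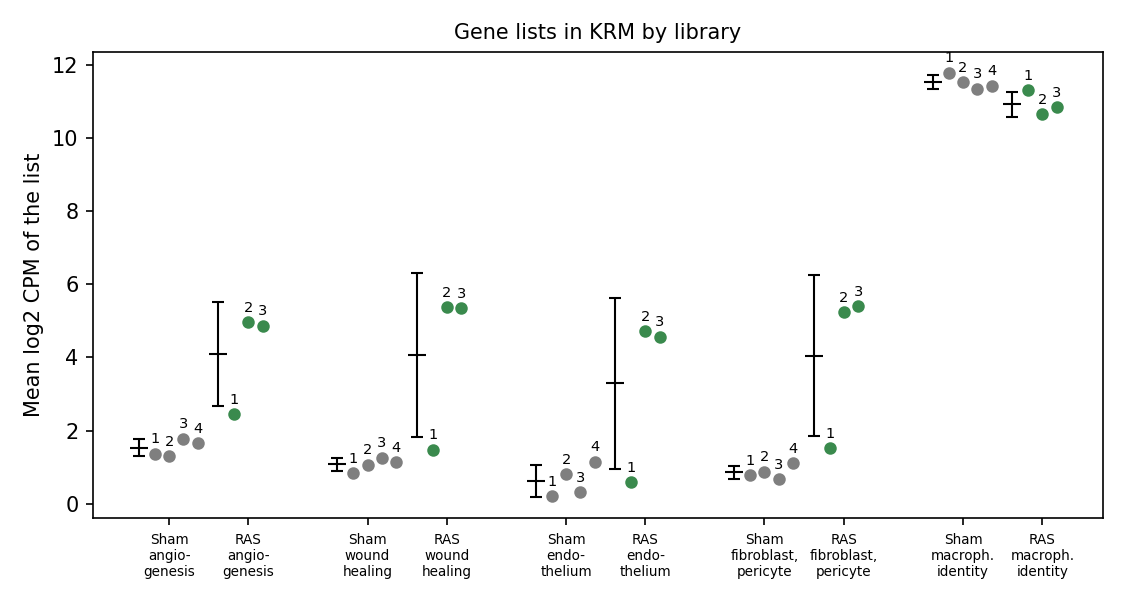
Mean log2 CPM (y axis) of gene lists in each KRM library, by list and treatment (x axis); points are libraries numbered by replicate, and the bar beside them is the mean with the SD. In RAS replicates 2 and 3 the lists of positive regulation of angiogenesis, wound healing, endothelium and fibroblasts are all higher than in Sham, while RAS replicate 1 reaches 1.48 for wound healing.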

Contrarily, RAS-KRM presented reparative pathways like wound healing (GO:0042060; p = 3.81E-09), angiogenesis (GO:0001525; p = 3.2E-21), and positive regulation of endothelial cell proliferation (GO:0001938; p = 7.8E-07) (Fig. 4B–E), while downregulating immune pathways like complement activation (GO:006958) and response to bacterium (GO:0042742). 

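*Vegfa*, on chromosome 17 from 46016993 to 46032369, was at 59 ± 41.3 CPM (SD, n = 3) in RAS-KRM and 3.91 ± 3.54 CPM (SD, n = 4) in Sham-KRM, a log2 fold change of 3.95 (standard error 0.843, adjusted p = 0.0342) from edgeR. RAS replicate 1 held 11.3 CPM, against 82.1 and 83.7 CPM in the other RAS libraries, and with 1 library left out at a time the adjusted p lay from 7.94e-04 to 0.119. *Lcn2* was at 80.3 ± 70.9 CPM in RAS and 0.695 ± 0.441 CPM in Sham, a log2 fold change of 7.08 (standard error 1.33, adjusted p = 0.0272), with 1.67 CPM in RAS replicate 1 and an adjusted p of 0.0967 without Sham replicate 2. *Angpt1* was at 4.88 ± 4.08 and 0.616 ± 0.713 CPM, and its log2 fold change was 2.99 (standard error 1.28, adjusted p = 0.145). *Vcam1* did not change, with 284 ± 89.1 CPM in RAS and 307 ± 38.2 CPM in Sham and a log2 fold change of -0.01 (standard error 0.244, adjusted p = 0.99), and its direction reversed in 5 of 16 alternatives. *Agtr2* had 0 counts in every KRM library of both groups, where up to 3 counts per library could not be excluded. The paper also measured *Agtr2*, *Vcam1* and *Angpt1* by PCR, as reduced in KRM of RAS mice given clodronate, which was not re-analysed.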

Angiogenesis pathway includes 62 genes such as *Vegfa*, *Lcn2*, *Agtr2*, *Angpt1*, and *Vcam1*. Vegf can act through *Lnc2* and induces proliferation in endothelial cells^36^ (Fig. 4C,D). Similarly, Vegf-expressing macrophages facilitate liver repair after ischemic injury. Upregulated genes also include *Spp1* and *Ccl2*. Indeed, osteopontin (Spp1) triggers macrophages to secrete *Ccl2*, which in turn promotes growth of adjacent endothelial cells^37^. Of these 62 genes *Vegfa*, *Vegfb*, *Pecam1*, *Pdgfrb*, *Tnc*, *Ctgf*, and *Aqp1* also contribute to wound healing, underscoring the reparative transcriptional changes in KRM in RAS (Fig. 4C–E).

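*Spp1*, on chromosome 5 from 104435118 to 104441050, was at 4292 ± 3759 CPM (SD, n = 3) in RAS-KRM and 40.5 ± 46.9 CPM (SD, n = 4) in Sham-KRM, a log2 fold change of 6.81 (standard error 1.41, adjusted p = 0.0321) from edgeR. The RAS mean is set by replicates 2 and 3, with 7487 and 5238 CPM, since replicate 1 held 149 CPM. Those replicates also held the most *Umod*, a tubule gene, at 1951 and 1452 CPM. The paper reports *Spp1* in many other kidney cells, so part of the rise may come from such cells or their RNA in the sort. *Ccl2*, on chromosome 11 from 82035571 to 82037453, was at 183 ± 112 CPM in RAS and 36.2 ± 11.8 CPM in Sham, a log2 fold change of 2.47 (standard error 0.515, adjusted p = 0.0327). Every RAS library lay above every Sham library for both genes, and the adjusted p of *Ccl2* rose to 0.122 without RAS replicate 3.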

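*Ctgf* was at 83.4 ± 71.9 CPM (SD, n = 3) in RAS-KRM and 0.975 ± 0.396 CPM (SD, n = 4) in Sham-KRM, a log2 fold change of 6.48 (standard error 1.39, adjusted p = 0.0346), but RAS replicate 1, with 0.492 CPM, lay within the Sham range. *Pecam1* and *Aqp1* had log2 fold changes of 1.50 (standard error 0.379, adjusted p = 0.0484) and 3.15 (standard error 0.986, adjusted p = 0.0748). *Vegfb* was at 16.1 ± 6.75 CPM in RAS and 12.5 ± 2.16 CPM in Sham, with a log2 fold change of 0.48 (standard error 0.325, adjusted p = 0.323), and limma on the deposited log2 table gave 1.15 (adjusted p = 0.0469). *Pdgfrb* and *Tnc* did not pass the filter. The 6 alternatives that could test them, 1 of them chosen after seeing the data, gave adjusted p-values from 2.49e-05 to 0.0271 for *Pdgfrb* and from 1.29e-05 to 0.0518 for *Tnc*. *Pdgfrb* was at 0.197 CPM in RAS replicate 1, at 33.7 and 40.4 CPM in replicates 2 and 3, and at most 0.419 CPM in Sham. *Tnc* was at 28.9 and 29.3 CPM in RAS replicates 2 and 3 and had 0 counts in RAS replicate 1 and in every Sham library, at least 56.5-fold higher in the mean of RAS.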

**Figure 4:**
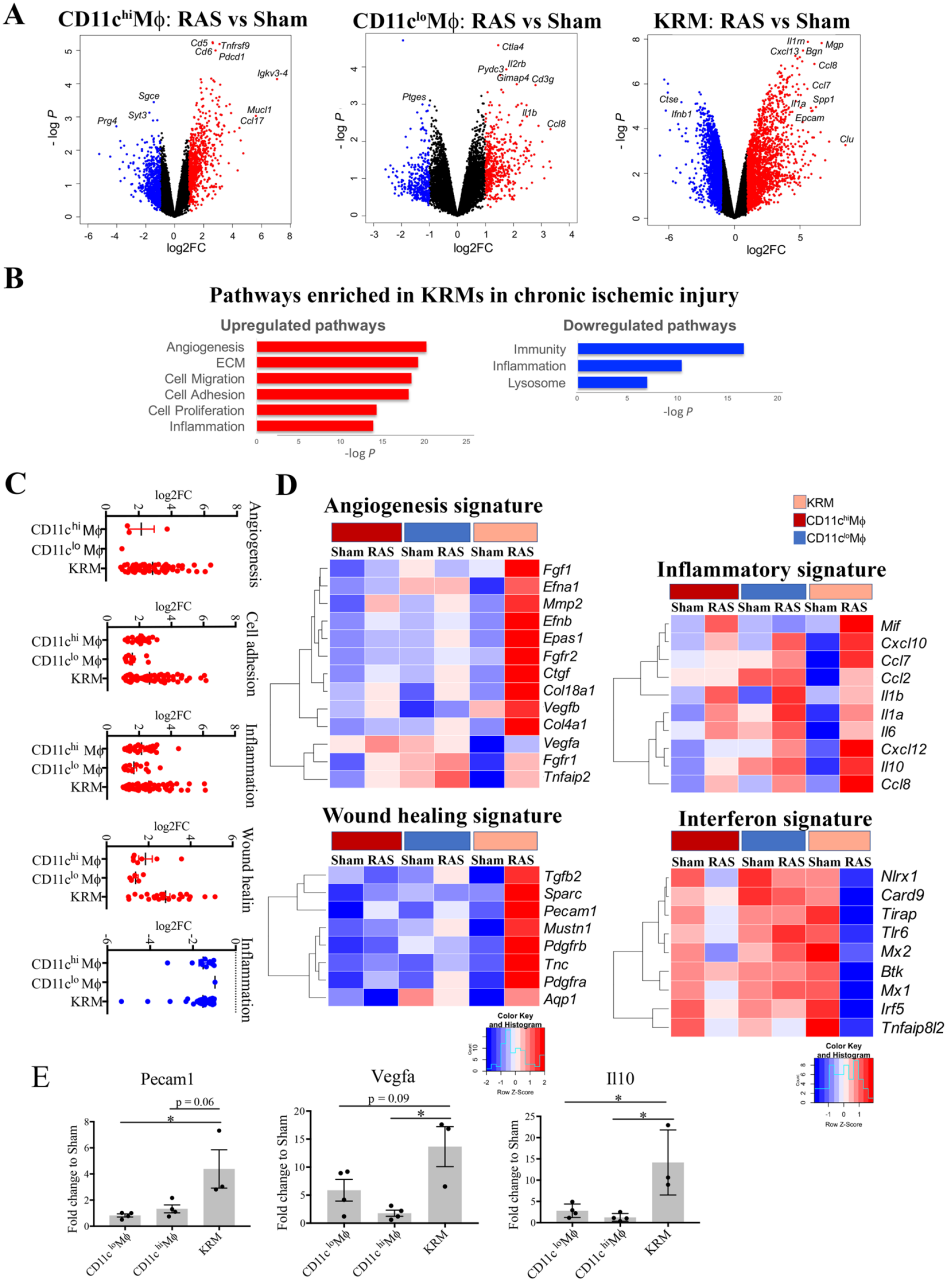
Transcriptional profiling of Kidney-resident macrophages (KRM) demonstrates upregulation of Angiogenesis and Wound healing pathways in stenotic kidneys. **(A)** Ischemia-associated gene expression changes in RAS compared to Sham kidneys in CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM, respectively, displayed as volcano plots of individual genes, where fold-change between populations is plotted on the x-axis and significance on the y-axis. Genes upregulated >2-fold are in red, and genes downregulated >2-fold in blue. In RAS-CD11c^hi^Mϕ, 934 genes show changes in expression, with 766 up- and 168 down-regulated; while in RAS- CD11c^lo^Mϕ, 307 genes change, 241 up- and 66 down-regulated; and KRMs display the greatest changes in stenotic injury, with 3162 DEGs; 1506 are up- and 1656 down-regulated. **(B)** Enrichment analysis of biological process ontology in CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM. Top upregulated (top, red) and downregulated (bottom, blue) pathways in macrophage populations isolated from stenotic compared to Sham kidneys (pathway enrichment P < 0.05). **(C)** Contributions of different macrophage populations to injury response shown as log2 fold-change in expression of CD11c^hi^Mϕ, CD11c^lo^Mϕ and KRM. Each dot represents a gene that is up (red) or downregulated (blue) in RAS > 2-fold compared to sham control. **(D)** Gene signatures that are upregulated (angiogenesis, wound healing, and inflammation) or downregulated (interferon signature) in KRM in injury presented as heat-maps with hierarchical clustering. Mean values per Mϕ populations are shown. The z-score-based color-scale shows gene expression standard deviations below (blue) or above (red) the population mean. **(E)** Expression of genes involved in angiogenesis, and anti-inflammatory response presented as fold change over respective Sham and validated by RT-qPCR for individual macrophage samples from Sham and RAS mice. RAS KRM n = 3, RAS CD11c^hi^Mϕ, n = 3 and RAS CD11c^lo^Mϕ, n = 3; ^*^P < 0.01 RAS-KRM vs RAS-CD11c^hi^Mϕ and *P < 0.01 RAS-KRM vs RAS-CD11c^lo^Mϕ. #P < 0.01 RAS vs respective Sham.

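In CD11c hiMϕ 12739 genes were tested, and of those with a fold change above 2 and an unadjusted p under 0.05, 503 were higher and 525 lower in RAS. In CD11c loMϕ 12301 genes were tested, with 415 higher and 123 lower. At any fold change 1247 genes in CD11c hiMϕ, 1102 in CD11c loMϕ and 4369 in KRM had an unadjusted p under 0.05, where 637, 615 and 643 would be expected by chance. The smallest adjusted p was 0.31 in CD11c hiMϕ and 0.553 in CD11c loMϕ. DESeq2's Wald test gave 189 genes in CD11c hiMϕ and 95 in CD11c loMϕ after adjustment. Without RAS replicate 1 the unadjusted count was 1536 in CD11c hiMϕ and 790 in CD11c loMϕ, and without RAS replicate 4 it was 466 and 280. For genes labelled in Fig. 4A, *Pdcd1* was at 8.67 ± 2.41 CPM (SD, n = 4) in RAS and 0.303 ± 0.198 CPM (SD, n = 3) in Sham in CD11c hiMϕ, a log2 fold change of 4.70 (standard error 0.664, adjusted p = 0.442) from edgeR. *Ccl17* reached 507 ± 326 CPM against 13 ± 7.15 CPM, with a log2 fold change of 5.19 (standard error 1.03, adjusted p = 0.508). *Cd5*, *Cd6* and *Tnfrsf9* rose by 3.53, 3.83 and 4.38, while *Sgce*, *Syt3* and *Prg4* had log2 fold changes of -2.64, -2.04 and -3.96. None of these 8 passed an adjusted p of 0.05. In CD11c loMϕ, *Ccl8* was at 84.3 ± 106 CPM in RAS and 4.72 ± 2.15 CPM in Sham, a log2 fold change of 4.13 (standard error 1.01, adjusted p = 0.553). *Il2rb*, *Gimap4* and *Pydc3*, the last with close paralogs, rose by 4.15, 3.38 and 1.98, and *Ptges* had a log2 fold change of -1.14. *Cd3g* and *Ctla4* were at least 13.5-fold and 5.6-fold higher in RAS. The difference in response was tested as an interaction. Between KRM and CD11c hiMϕ 0 of 14137 genes passed an adjusted p of 0.05, and 3000 had an unadjusted p under 0.05, where 707 would be expected by chance. Between KRM and CD11c loMϕ 34 of 13877 genes passed, of which 31 rose more in KRM, and this count was 2357 without KRM RAS replicate 1 and 0 without KRM Sham replicate 1, 2 or 3.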

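*Tgfbr3* was at 14 ± 8.92 CPM (SD, n = 3) in RAS-KRM and 2.09 ± 1.18 CPM (SD, n = 4) in Sham-KRM, a log2 fold change of 2.84 (standard error 0.649, adjusted p = 0.0387) from edgeR, with every RAS library above every Sham library and an adjusted p of 0.146 without RAS replicate 2. *Tgfb2* did not pass the filter, and the 6 alternatives that could test it, 1 of them chosen after seeing the data, gave adjusted p-values from 9.31e-04 to 0.0722. It was at 9.66 and 8.53 CPM in RAS replicates 2 and 3, had 0 counts in RAS replicate 1, and was at most 0.399 CPM in Sham.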

Wound healing pathways upregulated by RAS-KRM included classical tissue repair genes like *Il10*, *Arg2*, *Tgfb2*, and *Tgfbr3*. 

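*Il10*, on chromosome 1 from 131019845 to 131024974, and *Arg2*, on chromosome 12 from 79130777 to 79156301, were too low in Sham-KRM and in RAS replicate 1 to pass the filter. With no filter edgeR gave log2 fold changes of 4.01 (adjusted p = 0.0302) and 5.51 (adjusted p = 0.045), and the 6 alternatives that could test them, 1 of them chosen after seeing the data, ranged in adjusted p from 1.02e-04 to 0.0302 for *Il10* and from 8.83e-05 to 0.0604 for *Arg2*. *Il10* was at 0.885, 12.3 and 14.2 CPM in the 3 RAS-KRM libraries, a mean of 9.12 ± 7.2 CPM (SD), and at 0.588 ± 0.241 CPM (SD, n = 4) in Sham-KRM. *Arg2* was at 0.393, 13.2 and 10.1 CPM in RAS-KRM and 0.125 ± 0.249 CPM (SD, n = 4) in Sham-KRM, where 3 of the 4 libraries had 0 counts.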

In healthy kidneys, RAS-KRM upregulated *Arg2* and *Il10* signaling, important pathways promoting wound healing^38^. Our findings corroborate previous reports that KRM are IL10-producing macrophages in the kidney^19^ and further support their reparative potential (Fig. 4D,G).

RAS induced both pro- and anti-inflammatory genes in all three macrophage populations. 

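The inflammatory genes of Fig. 4D were higher in RAS in 9 of 10 genes in CD11c hiMϕ, with a median log2 fold change of 0.67 (adjusted p = 0.45 from edgeR's fry test), and in 9 of 10 in CD11c loMϕ, with a median of 1.07 (adjusted p = 0.456). None of them passed an adjusted p of 0.05 over all genes, and 1 in CD11c hiMϕ and 2 in CD11c loMϕ passed when adjusted over the list alone. The wound healing genes of Fig. 4D had medians of 0.09 in CD11c hiMϕ and 1.06 in CD11c loMϕ, and the interferon genes -0.28 and -0.10, with adjusted p-values of at least 0.464 in these tests.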

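Among the chemokines, *Ccl8* was at 130 ± 23.8 CPM (SD, n = 3) in RAS-KRM and 3.06 ± 1.01 CPM (SD, n = 4) in Sham-KRM, a log2 fold change of 5.52 (standard error 0.281, adjusted p = 8.81e-04) from edgeR, which was the smallest adjusted p of the comparison and at most 0.0176 with any 1 library left out. *Ccl7* was at 176 ± 124 and 10.7 ± 5.55 CPM, with a log2 fold change of 4.18 (standard error 0.726, adjusted p = 0.0246). *Ccl20* did not pass the filter, and 6 alternatives, 1 of them chosen after seeing the data, gave it adjusted p-values from 1.11e-05 to 0.0795. It had 0 counts in Sham and in RAS replicate 1 and was at 5.39 and 6.42 CPM in RAS replicates 2 and 3, at least 11.5-fold higher in the mean of RAS. Of the cadherins, *Cdh1* and *Cdh16* had log2 fold changes of 5.42 (standard error 1.1, adjusted p = 0.0307) and 4.51 (standard error 1.21, adjusted p = 0.055), with 8.65 and 36 CPM in RAS replicate 1 against 315 and 765 CPM in replicate 2. Both are on the list of general tubular epithelium, which averaged 7.215 and 6.86 log2 CPM in RAS replicates 2 and 3 and 1.821 in replicate 1. Tubule cells or their RNA in the sort may thus hold part of the rise. *Cdh6* and *Cdh11* did not pass the filter, with adjusted p-values from 2.08e-04 to 0.0508 and from 1.33e-04 to 0.0339 under 6 alternatives, 1 of them chosen after seeing the data, and were at 19 and 18.4 CPM in RAS replicate 2 and at most 0.2 and 0.628 CPM in Sham. Of the inflammatory genes, *Il6* was at 11.2 ± 8.84 CPM in RAS and 0.476 ± 0.423 CPM in Sham, with a log2 fold change of 4.73 (standard error 1.05, adjusted p = 0.0369). *Tnf* was lower in RAS at 99.1 ± 41.8 CPM against 146 ± 72 CPM, with a log2 fold change of -0.44 (standard error 0.443, adjusted p = 0.499). *Nfkb1* was at 44.7 ± 13.2 and 55.7 ± 9.87 CPM, with a log2 fold change of -0.21 (standard error 0.217, adjusted p = 0.504), while limma on the deposited log2 table gave 0.31 (adjusted p = 0.759).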

RAS-KRM showed higher expression of chemokines (*Ccl2*, *Ccl7*, *Ccl8*, *Ccl20)*, cell adhesion molecules (*Cdh1*, *6*, *11*, *and 16*) and inflammatory genes (*Tnf*, *Il6*, *Nfkb1* and *Il1b*) compared to Sham-KRM. However, CD11c^hi^Mϕ and CD11c^lo^Mϕ showed a greater increase in the expression of pro-inflammatory mediators (*Il1b*, *Ccl2*, *Il6*) compared to RAS-KRM. 

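*Il1b* rose in each population. For CD11c hiMϕ it was at 5225 ± 3156 CPM (SD, n = 4) in RAS and 1014 ± 309 CPM (SD, n = 3) in Sham, a log2 fold change of 2.27 (standard error 0.684, adjusted p = 0.508). For CD11c loMϕ it was at 4821 ± 2592 and 908 ± 435 CPM, with a log2 fold change of 2.40 (standard error 0.579, adjusted p = 0.553). In KRM it was at 2374 ± 1100 CPM (SD, n = 3) and 1046 ± 73.3 CPM (SD, n = 4), with 1.30 (standard error 0.329, adjusted p = 0.0487), and its adjusted p was 0.189 without RAS replicate 3. RAS replicate 1 held the least in each, 1120 CPM in CD11c hiMϕ, 1513 CPM in CD11c loMϕ and 1133 CPM in KRM. The interaction in edgeR put the rise of *Il1b* in KRM below that in CD11c hiMϕ by a log2 difference of -1.04 (standard error 0.75, adjusted p = 0.465) and below that in CD11c loMϕ by -1.16 (standard error 0.695, adjusted p = 0.327), so the difference did not pass. *Ccl2* had log2 fold changes of 0.26 (standard error 0.539, adjusted p = 0.879) in CD11c hiMϕ and 0.17 (standard error 0.427, adjusted p = 0.912) in CD11c loMϕ, and its rise in KRM was larger by 2.15 (standard error 0.789, adjusted p = 0.147) and 2.23 (standard error 0.708, adjusted p = 0.105). Leaving out 1 library turned the change of *Ccl2* to -0.18 in CD11c hiMϕ and -0.25 in CD11c loMϕ. *Il6* had log2 fold changes of 1.56 (standard error 0.545, adjusted p = 0.508) and 0.97 (standard error 0.463, adjusted p = 0.566), and its rise in KRM was larger by 3.09 (standard error 1.18, adjusted p = 0.158) and 3.71 (standard error 1.13, adjusted p = 0.101).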

Interestingly, anti-inflammatory *Il10* and *Arg1* expressed much higher in RAS-KRM, while pro-inflammatory interferon signature genes (*Mx1*, *Irf5*) were downregulated compared to RAS-CD11c^hi^Mϕ and CD11c^lo^Mϕ (Fig. 4E). Thus, monocyte-derived macrophages and KRM upregulated pro- and anti-inflammatory genes, without a clear shift toward either phenotype. Similarly, we observed both pro and anti-fibrotic genes in RAS-KRM. Thus, in ischemic kidneys, KRM activated pro-angiogenic and reparative transcriptional programs, indicating their plastic phenotype.

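The response of KRM was set against that of the other populations for genes behind this conclusion. *Vegfa* rose more in KRM than in CD11c hiMϕ by a log2 difference of 3.06 (standard error 1.42, adjusted p = 0.236) and than in CD11c loMϕ by 3.01 (standard error 1.01, adjusted p = 0.115) from edgeR's interaction test. The difference from CD11c hiMϕ rests on CD11c hiMϕ Sham replicate 3, which held 98.7 CPM of *Vegfa* against 9.4 and 7.33 CPM in the other Sham libraries, and was 0.80 (adjusted p = 0.904, where the alternatives ranged from 0.119 to 0.904) without it. In that library proximal tubule genes averaged 10.68 log2 CPM, against 4.855 and 4.912 in the other Sham libraries of CD11c hiMϕ. Tubule RNA may thus hold part of its *Vegfa* and of its angiogenesis list, which was not tested. The adjusted p of the difference from CD11c loMϕ was 0.0198 without KRM RAS replicate 1 and ranged up to 0.283. The list of positive regulation of angiogenesis from the study had medians of -0.13 in CD11c hiMϕ (adjusted p = 0.981) and 0.90 in CD11c loMϕ (adjusted p = 0.464), and the wound healing list 0.63 and 1.22. In CD11c hiMϕ Sham replicate 3 the angiogenesis list averaged 4.269 log2 CPM, against 2.454 and 2.588 in the other Sham libraries and 2.847 to 3.785 in RAS. Without that library the medians in CD11c hiMϕ were 1.11 (adjusted p = 0.159) and 0.99 (adjusted p = 0.17), where the adjusted p over all alternatives was 0.088 to 0.99. Without Sham replicate 3 of CD11c loMϕ the medians there were 1.43 and 1.63, and without RAS replicate 1 the wound healing list had an adjusted p of 0.0494, where the alternatives reached 0.726. The lists of resident status and of the core signature were lower in RAS-KRM than in Sham-KRM, by medians of -0.81 (18 of 18 genes, adjusted p = 0.0407) and -0.71 (11 of 11 genes, adjusted p = 0.0495). A lower share of macrophage RNA in the RAS libraries would lower these lists as well, and was not told apart from a change in KRM. The resident list passed in 6 of 15 alternatives. Its adjusted p was 0.13 with the replicate number as a block, which pairs different animals here, and 7.55e-04 to 0.109 with 1 library left out. Tested as an interaction, this angiogenesis list rose more in KRM than in CD11c hiMϕ by a median of 3.59 (adjusted p = 0.13) and than in CD11c loMϕ by 2.31 (adjusted p = 0.101), and the wound healing list by 3.09 (adjusted p = 0.13) and 3.15 (adjusted p = 0.143). Without CD11c hiMϕ Sham replicate 3 the differences from CD11c hiMϕ were 2.24 and 2.2 (adjusted p = 0.258 for both), and without KRM RAS replicate 1 they were 4.1 (adjusted p = 0.0011) and 4.01 (adjusted p = 9.57e-04). Over all alternatives the adjusted p against CD11c hiMϕ ranged from 1.53e-04 to 0.412. The differences from CD11c loMϕ were 1.71 and 1.63 without CD11c loMϕ Sham replicate 3, and the adjusted p of both lists was 0.0326 with the replicate number as a block, 0.00247 without KRM RAS replicate 1 and 0.00154 to 0.446 over all alternatives. From the processes enriched among the genes higher in RAS-KRM, with *Vegfa*, *Spp1*, *Il10* and *Arg2* among them, the paper concludes that KRM in ischemic kidneys activated programs of angiogenesis and repair, and it reads this as plasticity.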

### In RAS, monocyte-derived KRM fail to upregulate pro-angiogenic and anti-inflammatory genes expressed by native KRM

To compare the gene expression profile of monocyte-derived with native KRM, we flow-sorted KRM from the stenotic kidneys of RAS and RAS + Clodronate mice, and performed qPCR. We observed that expression of pro-angiogenic genes (e.g, *Angpt1*, *Vegfa*) and anti-inflammatory genes (e.g, *Il10*, *Arg1)* was reduced, while the expression of pro-inflammatory genes like *Irf5* and *Nfkb1* increased significantly (Fig. S8,H,I). Thus, monocyte-derived KRM might be occupying KRM niches, but are unable to mimic native KRM function.

### KRM enhance proliferation of peri-tubular endothelial cells

To study the direct contribution of KRM to these pathways, we performed additional *in vitro* experiments. The functional effect of KRM on endothelial cell proliferation was studied by co-incubation with PLVAP^+^CD31^+^ endothelial-cells, which represent renal peritubular capillaries (Figs 2K, S4G). This population was flow-sorted and then co-incubated with either BM-macrophages, RAS-KRM, or Sham-KRM. Proliferation determined by EdU incorporation was greater when co-incubated with RAS-KRM compared to control and Sham KRMs (Fig. 5A). This was further confirmed using dye-dilution experiments, where co-incubation of peri-tubular endothelial cells with RAS-KRM enhanced their proliferation (Fig. 5B).

**Figure 5:**
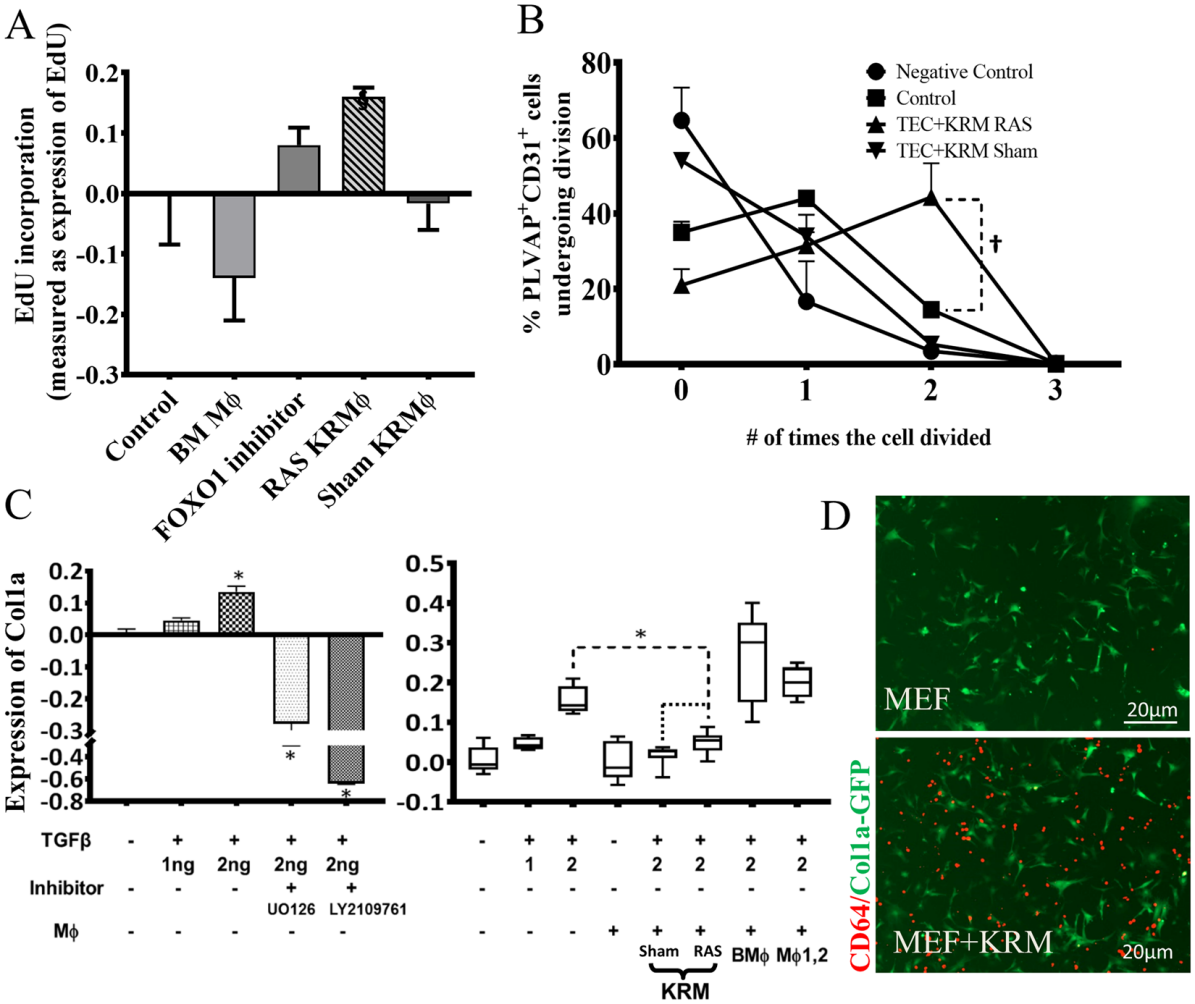
KRM promote proliferation of PLVAP^+^CD31^+^ renal peri-tubular endothelial cells and inhibit TGF-β-induced expression of Col1a *in vitro*. **(A)** Co-culture of RAS-KRM with PLVAP^+^CD31^+^ endothelial cells. EdU incorporation between BM macrophages (Mϕ), RAS-KRM and Sham-KRM compared to FOXO1-inhibitor AS1842856. **(B)** CellTrace Far Red dye dilution assay of PLVAP^+^CD31^+^ cells in a contact co-culture system. **(C)** TGF-β induces dose-dependent expression of Col1a in murine embryonic fibroblasts (MEF) derived from Col1-GFP mice (Lane1–3, Left and right graph). The increase in Col1a was inhibited by UO126 (MEK inhibitor) and LY2109761 (TGF-β receptor I and II dual inhibitors) (Left). Co-incubation of Sham-KRM (Lane5) and RAS-KRM (Lane6) with MEF (GFP) significantly inhibited the increase in Col1a1-GFP (Right), while BMϕ (Lane7) and CD11c^hi/lo^Mϕ (Mϕ1,2) (Lane8) had no effect. BMϕ = bone marrow macrophages; Mϕ1,2 are (n = 5 technical replicates and n = 3 biological replicates per sample); **(D)** Representative images demonstrating contact co-culture of Col1a1-GFP MEFs (green) with (bottom) and without (top) KRM stained with anti-mouse CD64-AF594 (red) *P < 0.01 vs MEF untreated control; ^§^P < 0.01 by One-sample T-test; ^†^P < 0.05 vs Control.

### KRM inhibit TGF-β-induced Collagen-1α1 expression

RNA-sequencing showed that KRM upregulated gene involved in extracellular matrix remodeling. Therefore, to determine if KRM directly affect fibrosis, we incubated murine embryonic fibroblasts (MEFs), obtained from mice expressing green fluorescent protein (GFP) under the collagen-α1(I) promoter (Col1-GFP) with TGF-β, and measured GFP expression as readout for collagen synthesis. 

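The study annotated 31 genes to the organization of extracellular matrix among those higher in RAS-KRM. All 26 that could be tested were higher in RAS-KRM than in Sham-KRM, with a median log2 fold change of 3.68 (adjusted p = 0.0495 from edgeR's fry test). Of these 15 passed an adjusted p of 0.05 over all genes and 26 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The median was 3.22 with the replicate number as a block (adjusted p = 0.13), which pairs different animals here. It was 2.35 over genes with at least 10 counts in every library. The list passed without RAS replicate 1 (adjusted p = 3.51e-06) and not without any 1 of the other 6 libraries, where the adjusted p reached 0.158. A list of 16 marker genes of fibroblasts and pericytes, of which 7 are in lists of the study, rose alongside, with 14 of 14 genes higher and a median of 3.70 (adjusted p = 0.0495).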

At 18 h, TGF-β induced a dose-dependent increase in GFP signal intensity, reaching statistical significance at 2 ng/ml (Fig. 5C, Left). The dependence on TGF-β signaling was confirmed using UO126 (MEK pathway inhibitor) and LY2109761 (TGF-β receptor inhibitor) (Fig. 5C, Left). Addition of Sham and RAS KRM to MEF co-incubated with TGF-β reduced the GFP signal (Fig. 5C, Right), suggesting that KRM directly counter TGFβ-mediated pro-fibrotic signaling in MEF, possibly related to their ability to upregulate anti-fibrotic genes in renal ischemia^39^. This was not observed in bone-marrow derived macrophages or CD11c^hi/lo^Mϕ.

### CD11c^Int^CD11b^Int^CD68^+^ Macrophages may represent a KRM-like population in human stenotic kidneys

To assess the potential clinical relevance of our findings we initially identified macrophages by flow cytometry in the unaffected portion of a human kidney removed due to renal cell carcinoma. We used a combination of conventional markers like CD68, HLA-DR, CD11b, CD11c, CD14, CD16, and the additional markers CD64 and MerTK^12,40^. Macrophages were classified as Lineage^neg^CD45^+^HLA-DR^+^CD68^+^ and CD11b^+^CD14^+^ but CD16^lo-neg^, indicating a blood-derived origin^5,33,41^. We then further classified macrophages as CD11b^hi^CD11c^hi^, CD11b^int^CD11c^lo-neg^, and a small population of CD11b^hi^ (Fig. S7A). Interestingly, unlike in mice, the expression of CD64 and MerTK was higher in the CD14^hi^CD11b^hi^ subset (Fig. S6B)^40,42^ resembling human dermal CD14^+^ tissue-resident monocyte-derived macrophages that express CD64^42^. CD11b^int^CD11c^lo-neg^Mϕ were CD14^lo^ and thus appear to phenotypically resemble KRM (Fig. S9B).

To determine the effect of RAS on identified human macrophages subsets, we performed immunofluorescence on biopsy samples from healthy kidney donors (time-zero) (n = 7) and stenotic kidneys of RAS patients (n = 14) included in an on-going study (Table 2S1)^5^. In healthy normal and RAS kidneys, ~50% of CD68^+^ cells were also CD64^+^, whereas <20% expressed both CD64 and MerTK (Fig. S7B), indicating heterogeneous expression. Flow cytometry results were replicated using immunofluorescence studies, as we identified similar populations of CD11c^Int^CD11b^Int^CD68^+^, CD11c^lnt^CD11b^+^CD68^+^, and CD11c^hi^CD11b^hi^CD68^+^ macrophages (Fig. 6A).

**Figure 6:**
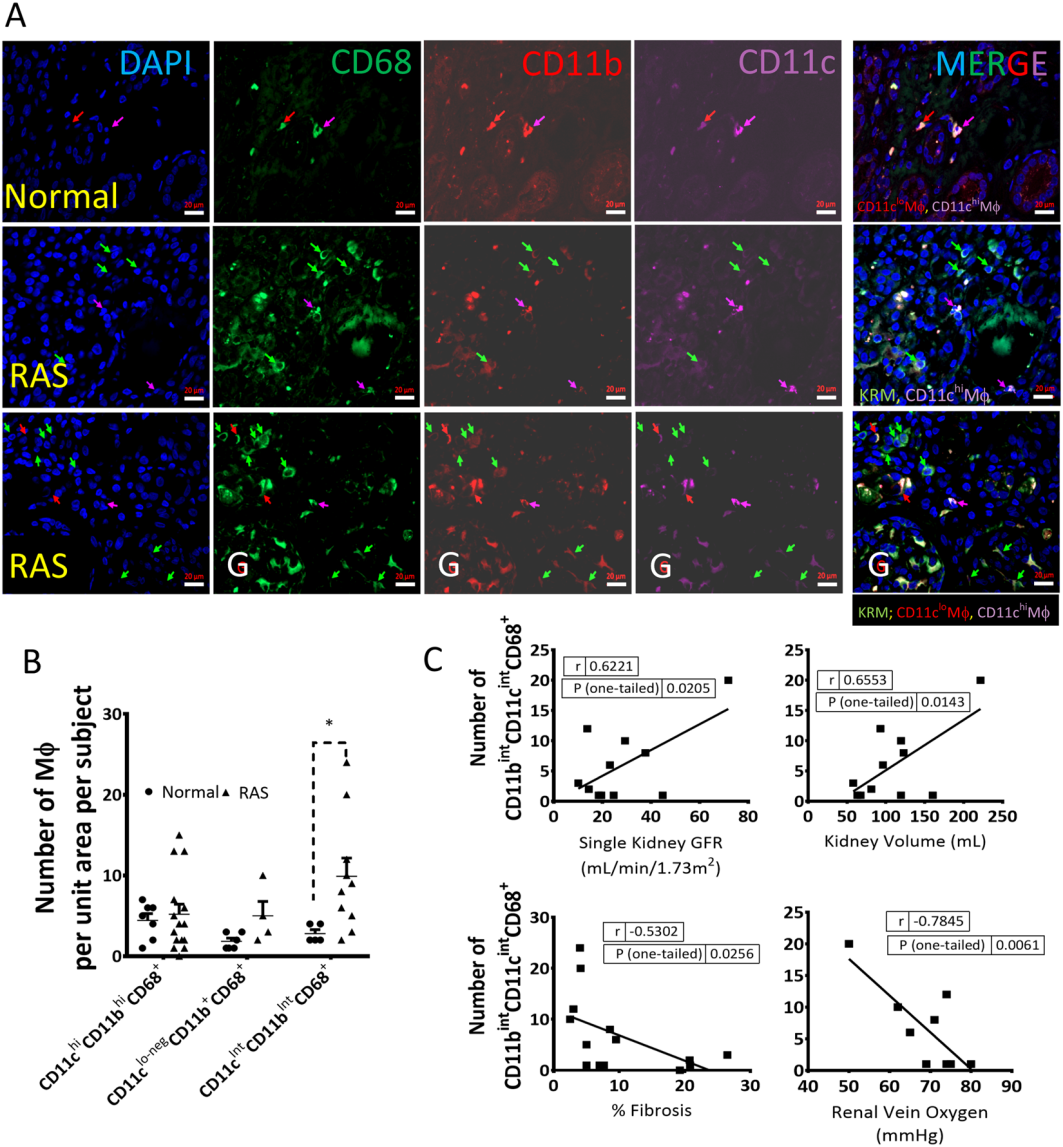
CD11c^Int^CD11b^Int^CD68^+^ macrophage numbers increase in stenotic human kidneys and directly correlate with better kidney function markers. **(A)** Representative images (40 X ) showing DAPI, CD68-AF488 (green), CD11b-AF594 (red), CD11c-AF647 (magenta), and merged (arrows); KRM-like cells were identified as CD11c^Int^CD11b^Int^CD68^+^ in healthy (row 1) and stenotic (rows 2–3) kidneys; G: Glomerulus. **(B)** CD11c^Int^CD11b^Int^CD68^+^ macrophage numbers are significantly higher in RAS compared to normal human kidneys. **(C)** The number of CD11c^Int^CD11b^Int^CD68^+^ correlated directly with GFR and kidney volume, and inversely with renal vein oxygen tension and degree of fibrosis measured by Trichrome staining *P < 0.05 vs Normal (n = 5–7 healthy human kidneys, n = 14 stenotic kidneys).

The number of KRM-like CD11c^Int^CD11b^Int^CD68^+^ increased in stenotic compared to healthy human kidneys (Fig. 6B), correlated directly with stenotic-kidney GFR and volume, and inversely with renal vein oxygen level and fibrosis (Fig. 6C). Hence, KRM-like CD11c^Int^CD11b^Int^CD68 + Mϕ may play a reparative role in the human kidney.

## Discussion

This study shows that F4/80^bright^CD64^+^CD11c/CD11b^int^ are murine KRM with reparative potential. KRM self-renewed in stenotic kidneys. Irradiation and clodronate-induced depletion of KRM led to their replenishment via donor-derived bone marrow monocytes, but in superimposed RAS, native KRM depletion amplified the loss of peritubular capillaries, suggesting functional deficit of monocyte-derived KRM compared to native KRM. Indeed, native KRM in RAS transcriptionally upregulated expression of pro-angiogenic and wound healing pathways, capable of initiating a reparative transcriptional program to limit kidney damage. *In-vitro*, RAS-KRM promoted peritubular endothelial cell proliferation and blunted TGF-β-induced collagen-1 production. Furthermore, KRM homologues expand in human stenotic kidneys, and correlate with better function.

Our previous studies in humans and swine have shown that RAS leads to irreversible microvascular rarefaction^43–45^. Our murine model of RAS mimics the human RAS and demonstrates renal ischemia, hypertension, reduced glomerular function^46^ and fibrosis^47^ that in turn leads to renal inflammation and loss of peritubular capillaries and thus is a relevant model for chronic sterile renal injury. Hence, we have observed association of macrophages with RAS in mice, swine, as well as human RAS kidneys.

Renal macrophages have divergent phenotypes, gene expression profiles, and responses to physiologic stimuli^11,19^, which we linked to their origin. Using fate-mapping and parabiosis studies, we identified KRM, classical monocyte-derived CD11c^lo^Mϕ, and non-classical monocyte-derived CD11c^hi^Mϕ. Among these, KRM were the most abundant in the healthy mouse kidney, self-maintained, and progressively self-renewed in the stenotic kidney, whereas CD11c^hi^Mϕ and CD11c^lo^Mϕ were circulation-derived and short-lived. Consistent with previous studies^10,22^, quiescent KRM expressed typical markers of TRM. Thus, our data are congruent with the notion that resident-macrophages are long-lived and capable of self-maintaining^10,21,22,48^.

Irradiation depleted native KRM and unsealed tissue niches that were then occupied by monocytes from donor bone marrow thus giving rise to monocyte-derived KRM^29^. However, while phenotypically comparable to KRM, a superimposed ischemic stress revealed that those cells could not be sustained, and a decline in their numbers in RAS was associated with capillary loss. Continuous administration of low-dose clodronate had a similar effect. Importantly, we observed that monocyte-derived KRM formed in the progressive RAS had greater expression of pro-inflammatory genes than native KRM. Similarly, in injured hearts monocyte-derived macrophages have limited ability to restore TRM, and when restored TRM lack the reparative function of their embryonically-derived counterparts^49^. BM-derived Kupffer cells, despite normal density and location, also have reduced phagocytic activity^31^. Similar phenomenon has been recently demonstrated in lung^35^. Monocyte-derived alveolar macrophages proved to be profibrotic compared to native, alveolar TRM. Thus, although KRM ostensibly repopulate after BMT, the new subset resembles their native counterparts phenotypically by surface markers, rather than functionally. Contrarily, irradiation might have been adversely affected the niche by inducing cell cycle arrest and senescence. Future studies are needed to define whether a longer homing time would allow new cells to acquire the functional attributes of bone-fide KRM^29^.

Our transcriptional profiling agrees with the earlier report that at steady state *Fcgr4* is upregulated in KRM compared to CD11c^hi^Mϕ and CD11c^lo^Mϕ^11^. Similarly, KRM differentially expressed microglia marker *Tmem119* but not the Kupffer cell marker *Clec4f* ^48,50^. 

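*Fcgr4*, on chromosome 1 from 171018920 to 171029761, was at 389 ± 51.2 CPM (SD, n = 4) in KRM, 183 ± 93.6 CPM (SD, n = 3) in CD11c hiMϕ and 36.8 ± 8.02 CPM (SD, n = 3) in CD11c loMϕ. Against CD11c loMϕ the log2 fold change was 3.37 (standard error 0.205, adjusted p = 1.02e-05) from edgeR, and against CD11c hiMϕ it was 1.05 (standard error 0.353, adjusted p = 0.132). All KRM libraries lay above all libraries of either population, and the adjusted p against CD11c hiMϕ lay from 0.0326 to 0.276 with 1 library left out at a time.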

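*Clec4f*, on chromosome 6 from 83644542 to 83656187, had 0 counts in all 10 Sham libraries, so it was not detected in Sham kidneys at this depth. Of the 11 RAS libraries, KRM replicate 1 held 11.6 CPM and the other 10 had 0 counts. *Tmem119*, on chromosome 5 from 113793729 to 113800516, ranged from 231 to 338 CPM across the Sham-KRM libraries, from 19.1 to 111 CPM in CD11c hiMϕ and from 5.09 to 11.9 CPM in CD11c loMϕ of Sham kidneys.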

More importantly, we identified *Spp1*, *Mmp12* and *Mmp13* as genes that are not expressed in other TRM or other kidney cells, but unique to KRM. 

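Between the sorted populations of Sham kidneys, *Mmp12* and *Mmp13* were higher in KRM than in CD11c hiMϕ as well, with log2 fold changes of 0.96 (standard error 0.26, adjusted p = 0.0833) and 1.31 (standard error 0.258, adjusted p = 0.0328) from edgeR, and all 4 KRM libraries lay above all 3 CD11c hiMϕ libraries. With the replicate number as a block the adjusted p of *Mmp13* was 0.148, and over all alternatives it ranged from 6.19e-06 to 0.437, at or above 0.05 in 11 of 16. Both genes were also present in CD11c hiMϕ, at 526 ± 152 and 263 ± 89.2 CPM (SD, n = 3). *Spp1* was more abundant in CD11c hiMϕ, at 396 ± 592 CPM (SD, n = 3), a log2 fold change of -3.37 (standard error 1.32, adjusted p = 0.175) in KRM, where CD11c hiMϕ replicate 3 held 1079 CPM against 59.7 and 49 CPM in the others. Without that library, which scored highest for proximal tubule genes, the log2 fold change of *Spp1* was -0.38. Other kidney cells and other resident macrophages were not among these libraries.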

We validated *Mmp12* and *Mmp13* transcripts in kidney macrophages using the mouse cell atlas^51^ and kidney single-cell atlas^52^; however, *Spp1* was present in many other kidney cells. 

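In RAS-KRM *Mmp12*, on chromosome 9 from 7344381 to 7369499, was at 381 ± 127 CPM (SD, n = 3), against the level of Sham-KRM given above, a log2 fold change of -1.37 (standard error 0.257, adjusted p = 0.0276) from edgeR. *Mmp13* was at 354 ± 61.6 CPM (SD, n = 3), with a log2 fold change of -0.82 (standard error 0.175, adjusted p = 0.0342). Every RAS library lay below every Sham library for both genes, and without RAS replicate 3 their adjusted p-values were 0.104 and 0.112. The change of *Mmp12* in KRM differed from that in CD11c hiMϕ by a log2 difference of -2.48 (standard error 0.515, adjusted p = 0.098) in the interaction test. *Mmp13* went the other way, with a difference of 1.82 (standard error 1.18, adjusted p = 0.41), since in CD11c hiMϕ it fell from 184 to 360 CPM in Sham to 6.19 to 140 CPM in RAS. Without CD11c hiMϕ RAS replicate 1, the library at 140 CPM, the difference of *Mmp13* was 4.12 (adjusted p = 0.00126, where the alternatives ranged from 0.00126 to 0.673). For *Mmp12* the adjusted p ranged from 1.99e-04 to 0.295 over the alternatives. Against CD11c loMϕ the difference of *Mmp12* was -2.00 (standard error 0.915, adjusted p = 0.207). That of *Mmp13* was -4.03 (standard error 1.4, adjusted p = 0.123), opposite in sign to its difference from CD11c hiMϕ. Its adjusted p ranged from 0.0457 with DESeq2 to 0.355 with the replicate block, and without CD11c loMϕ RAS replicate 3 the difference was -1.96. For *Spp1* the rise in KRM was larger than in CD11c hiMϕ by 6.31 (standard error 1.87, adjusted p = 0.105) and than in CD11c loMϕ by 4.46 (standard error 1.62, adjusted p = 0.133).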

Interestingly, while *Mmp12* and *Mmp13* expression decreased in RAS-KRM, *Spp1* increased. Further studies will highlight the role of these genes in the kidney diseases. 

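*Umod*, on chromosome 7 from 119462711 to 119479282, is made by the thick ascending limb. It was at 1951 and 1452 CPM in RAS-KRM replicates 2 and 3, at 54.7 CPM in replicate 1, and at 2.41 to 4.33 CPM in Sham-KRM except for 112 CPM in Sham replicate 3, with a log2 fold change of 5.30 (standard error 1.74, adjusted p = 0.0827) from edgeR. *Slc12a1* and *Cldn10* had log2 fold changes of 5.21 (standard error 1.77, adjusted p = 0.0897) and 3.09 (standard error 1.02, adjusted p = 0.0829). In the distal tubule group *Slc12a3* had a log2 fold change of 6.48 (standard error 1.21, adjusted p = 0.027), and *Tmem52b* (listed as *D630042F21Rik*) one of 6.88 (standard error 1.48, adjusted p = 0.0347). *Bcam* was at 174 ± 153 CPM (SD, n = 3) in RAS and 0.543 ± 0.563 CPM (SD, n = 4) in Sham, a log2 fold change of 8.21 (standard error 1.57, adjusted p = 0.0282). Of the genes of intercalated cells, *Slc4a1* had 0 counts in Sham and was at least 199-fold higher in RAS, *Idh3a* had a log2 fold change of 1.21 (standard error 0.3, adjusted p = 0.0462), and *Aqp6* was at 22.3 and 19.2 CPM in RAS replicates 2 and 3 with 0 counts in replicate 1, at least 40.2-fold higher in the mean of RAS. *Aqp2* was at 593 and 417 CPM in RAS replicates 2 and 3 and at 0.295 CPM in replicate 1, at least 981-fold higher in the mean of RAS than in Sham. Neither aquaporin passed the filter, and under 6 alternatives, 1 of them chosen after seeing the data, the adjusted p ranged from 1.01e-05 to 0.0542 for *Aqp6* and from 1.2e-06 to 0.0698 for *Aqp2*. On marker lists written before the data were examined, the median log2 fold change was 4.69 for the thick ascending limb (7 of 7 genes higher, adjusted p = 0.0512), 6.68 for the distal convoluted tubule (3 of 4) and 6.72 for principal cells of the collecting duct (3 of 3). It was 7.79 for intercalated cells, or 7.64 with the gene at 0 counts in Sham at its bound. Genes of the proximal tubule did not pass as a list (10 of 15 higher, adjusted p = 0.779). Only 3 of 8 podocyte genes passed the filter, with 1 higher and a median of -0.14 (adjusted p = 0.835), which leaves the podocyte open. Over all 8 genes the mean log2 CPM was 4.006 and 4.049 in RAS replicates 2 and 3, 2.203 in RAS replicate 1 and 2.042 to 2.155 in Sham. Among them *Podxl* was at 34.3 ± 29.3 CPM (SD, n = 3) in RAS and 0.402 CPM in Sham, and *Synpo* at 18.2 ± 13.9 and 2.67 CPM.

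**Figure D4:**
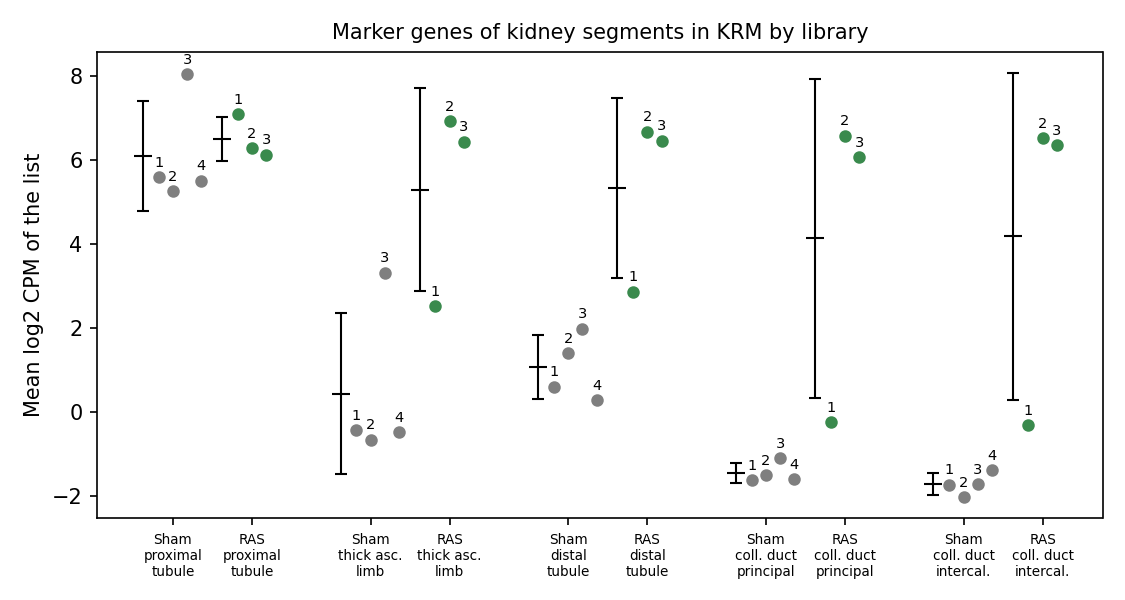
Mean log2 CPM (y axis) of marker genes of kidney segments in each KRM library, by segment and treatment (x axis); points are libraries numbered by replicate, and the bar beside them is the mean with the SD. RAS replicates 2 and 3 lie near 6.93 and 6.44 for the thick ascending limb, while the proximal tubule genes lie between 5.26 and 8.05 in all 7 libraries.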

Unlike Kupffer cells or Microglia, RAS-KRM show genes that are differentially expressed in functional units of kidney such as thick-ascending limb (*Umod*, *Slc12a1* and *Cldn10*)^53^, intercalated cells of collecting duct (*Aqp6*, *Idh3a*, *Slc4a1*)^53^, distal convoluted tubule (*Slc12a3*, *Tmem52b*, *Atp1a1*), parietal cells (*Aqp2*) and podocytes (*Bcam*)^52^. Tissue-resident macrophages at steady state are not known to express these genes, therefore we speculate that in ischemic conditions, KRM may efferocytose apoptotic or senescent kidney cells, or phagocytose the extracellular vesicles released by the damaged cells thereby expressing their genes. Phagocytosing EVs may be unique to KRM because they form an anatomical and functional unit with endothelial cells that monitors the transport of small particles^11^. Further studies are needed to identify genes or transcription factors that promote efferocytosis in KRM.

In RAS kidneys, the overall increase in all macrophage populations was intensified with increased fibrosis and loss of peri-tubular endothelial cells, but only KRM responded by upregulating pro-angiogenic and wound-healing pathways, which are vital for repair by supplying the newly formed tissue with nutrients and oxygen. Top 100 DEGs in the ischemic kidney KRM include the Vegf family of genes that initiate the vessel sprouting. 

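Among the 12852 genes tested between RAS-KRM and Sham-KRM, *Vegfa* ranked 642 by p-value and 450 by log2 fold change, *Vegfb* 7207 and 3274, and *Vegfc* 664 and 1041. *Vegfc* had a log2 fold change of 2.29 (adjusted p = 0.0346 from edgeR). In limma on the deposited log2 table of 14021 genes, *Vegfa* ranked 322 by p-value and 163 by log2 fold change, and *Vegfb* 2459 and 1667. *Vegfc* did not pass there and ranked 8186 and 3291, with a log2 fold change of 0.50 (adjusted p = 0.427).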

TRM initiate VEGF-dependent vascular anastomosis to form vascular networks^54^. PLVAP, a modulator of VEGF-induced angiogenesis^55^, contributes to peritubular capillary formation^56^. Our studies indicate that *in vivo*, depletion of native KRM using clodronate was associated with loss was peri-vascular endothelial cells. In culture KRM promoted proliferation of PLVAP^+^CD31^+^ peritubular endothelial cells and attenuated an increase in TGFβ*-*induced *Col1a1* expression. The ability of RAS-KRM to promote endothelial cell proliferation and attenuate collagen formation supports the notion that KRM may possess reparative properties. Indeed, resident-macrophages may facilitate resolution of fibrosis in kidney^32,57^ and liver injury^57^, possibly via formation of functional physiological units with endothelial cells^11,58^. In BMT + RAS, loss of KRM may have disrupted these units, magnifying loss of peri-tubular capillaries.

We identified human homologues of KRM as CD11b^int^CD11c^int^CD68^+^. Renal CD11c^hi^ are considered as DC, and CD11b^hi^CD11c^hi^CD68^+^ may be either macrophages or DCs^33,59^. Elevated CD11b^int^CD11c^int^CD68^+^ macrophages in stenotic human kidneys align with our observations in mice. Importantly, their numbers directly correlated with better kidney function and oxygenation, and inversely with fibrosis and atrophy, providing potential clinical support for their functionally consequential reparative role.

Our study may bear possible limitations. Despite a relatively brief period of RAS, stenotic murine kidneys recapitulate many pathological events seen in human and larger animal RAS^60^. Besides, macrophages, smaller populations of monocytes and DCs likely also contribute in RAS. We have studied transcriptomics at 4 weeks of RAS, which may represent tissue repair/reorganization phase; studying earlier time-points may help identify pro-fibrotic macrophage subsets. Stenotic-kidney KRM appear to heterogeneously express both pro- and anti-inflammatory and -fibrotic genes, but a KRM sub-population might have possibly dictated some of these expression patterns. Single-cell RNA-sequencing studies may help elucidate this possibility. We could not fully define the extent to which reciprocal changes in inflammatory macrophages vs. KRM regulate kidney damage. While low-dose clodronate selectively deleted KRM amplifying fibrosis, we cannot rule out neutrophil contribution to this effect. Quantification of KRM in human kidney could have thresholding artifacts, which may contribute to some discrepancy between flow cytometry analysis and immunofluorescence.

In summary, our results suggest that KRM are a unique subset of renal macrophages, phenotypically equivalent to fate-mapped renal CD11b^int^F4/80^hi^ macrophages that are tissue-resident, self-maintain locally, and replenish slowly^22^. In response to microvascular rarefaction in stenotic mouse kidneys, KRM transcriptionally upregulate proangiogenic and wound healing pathways bearing a potential to repair damaged tissues. Human homologues of KRM identified as CD11b^int^CD11c^int^CD68^+^ increase in stenotic kidneys and correlate with kidney vitality. Further studies to exploit KRM, may open therapeutic avenues for treatment of chronic renal disease.

## Methods

The study protocol was approved by Mayo Clinic’s Institutional Animal Care and Use Committee (Protocol numbers A00001844-16 and A32415-16) and all experiments were performed in accordance with IACUC guidelines and regulations. Most RAS procedures were performed on n = 30–50; 20-week-old wild-type C57BL/6 J mice (Jackson Laboratories). Syngeneic mice expressing CD45.1 and wild type CD45.2 were used for Parabiosis and BMT studies.

### Induction of Renal artery stenosis (RAS)

To induce RAS, mice were anesthetized with 1.75% isoflurane supplemented with O_2_ and placed prone on a heating pad at 37 °C. The right kidney was exposed by a flank incision and its renal artery bluntly dissected from the renal vein. A 0.15 mm (ID × 0.5 mm) long polytetrafluoroethylene tube (Braintree Scientific, Braintree, MA) cuff was placed around the right renal artery and tied with 10–0 nylon sutures. Kidneys were then returned to their original positions and the incisions sutured. Blood pressure was measured before RAS or Sham surgery (baseline) and at 2, 4, and 6 weeks after surgery by tail-cuff, using an XBP1000 system (Kent Scientific, Torrington, CT). Sham surgery consisted of isolation of the renal artery without placement of a cuff ^61^. At day 3, 7, and 28 days post-RAS 4–6 mice were euthanized to assess expansion of macrophages.

### Fate-mapping studies and Tamoxifen dosing

B6.129P2(C)-Cx3cr1tm2.1(cre/ERT2)Jung/J (Jackson Labs #020940) were crossed to B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J (Jackson Labs #007914). The F1 offspring were Cx3cr1^CreER+/−^Rosa26^+/−^. At 6–8 weeks of age mice of both sexes were injected intraperitoneally tamoxifen (Sigma) prepared in warm ethanol and mixed with corn oil. Around 75 mg tamoxifen/kg body weight was injected intraperitoneally to Cx3cr1^CreER+/−^Rosa26^+/−^ induce recombination for 5 consecutive days. Mice were euthanized at 4 weeks and only the resident-macrophages were tdTomato positive. At 20 weeks of age, RAS/Sham surgeries were performed on n = 20 (n = 10 per group) tamoxifen injected Cx3cr1^CreER+/−^Rosa26^+/−^ mice^22^.

### Parabiosis

6–8-week-old C57BL/6 (n = 4) congenic CD45.1 and CD45.2 mice were surgically connected in parabiosis as previously described^20,62,63^. After corresponding lateral skin incisions were made from elbow to knee in each mouse, forelimbs and hindlimbs were tied together using suture and the skin incisions were closed using stainless steel wound clips (Fine Scientific Tools Inc, USA). After surgery, mice were maintained on a diet supplemented with trimethoprim/sulfamethoxazole for prophylaxis of infection. 10 weeks after the parabiosis surgery the mice were euthanized, perfused and kidneys were harvested. Detail methods for tissue digestion, single cell preparation, flow cytometry, RNA-sequencing and validation by gene expression are provided in Supplemental Methods.

### Patient Protocol

Patients were identified as part of a clinical investigation of tissue oxygenation in human renovascular disease between 2008 and 2012. Informed, written consent was obtained after receiving approval from the Mayo Clinic’s Institutional Review Board in adherence with the Declaration of Helsinki. A 3-day inpatient protocol was performed in the Clinical Research Unit of St. Mary’s Hospital, Rochester, Minnesota. Fourteen patients underwent transvenous biopsy of the right-sided stenotic kidney via the jugular vein. Inclusion criteria were the presence of unilateral right-sided ARAS >70% obstruction, as previously described^64^ (Table S1).

For the healthy group, Implantation biopsies obtained from 15 living kidney donors, selected to have a similar distribution of age and sex, were identified from the Mayo Kidney transplant program as previously described^65^. All research was performed in accordance with Mayo Clinic’s IRB regulations. Detailed methods and hemodynamic data for RAS patients is elaborated in Supp Methods.

### Immunofluorescence labeling of human kidney biopsies

Non-tumor pieces of kidneys were obtained from patients undergoing nephrectomy for renal cell carcinoma. Informed, written consent was obtained after receiving approval from the Mayo Clinic’s Institutional Review Board (IRB#16–009485) in adherence with the Declaration of Helsinki. All research was performed in accordance with Mayo Clinic’s IRB regulations. These kidney pieces were enzymatically digested and subjected to flow cytometry to identify macrophage markers (Table S3). Informed, written consent was obtained after receiving approval from the Institutional Review Board of the Mayo Clinic in adherence with the Declaration of Helsinki from all patients.

### Statistics

All statistics and graphs were generated using GraphPad Prism 7.1, and data presented as Mean ± S.E.M. One-sample t-test was used for comparing resolution metric (Rd). For gene expression and percent macrophages of total cells, unpaired Student t-test or Mann-Whitney test was applied, and P < 0.05 considered significant. Multiple groups were tested for significance using ANOVA followed by Dunnett’s multiple comparisons test. 

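DESeq2 estimates a spread for each gene from the counts, with few replicates borrowing from other genes of like abundance, and sets the fold change against its standard error in the Wald test. Applied to the deposited counts, rounded, it gave 1841 genes with a fold change above 2 and an adjusted p under 0.05 for KRM from RAS against Sham kidneys and 1159 for KRM against CD11c hiMϕ. Counts were also simulated from these libraries, with 200 of 12646 genes changed by a log2 of 2 and calls made on adjusted p alone. The Wald test called 97% of the changed genes and 22.4% of its calls were false, against 91.5% and 3.68% for edgeR's quasi-likelihood test. The simulation used edgeR's own estimates of spread and held no library that stood apart. These shares need not hold for the counts of genes above. The values given at each conclusion are from edgeR's test. The log2 fold changes and average values printed in the supplementary tables matched a comparison by limma on the deposited log2 table over all libraries of the groups compared, with a median absolute difference in log2 fold change from 2.33e-06 to 2.62e-06 over the 5 comparisons, and leaving out any 1 library moved the median difference to at least 0.0386.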

For RNAseq, pairwise comparisons between macrophage populations (CD11c^hi^Mϕ, CD11c^lo^Mϕ, and KRM), as well as comparisons between sham and RAS for each macrophage population, were conducted by applying Wald test of the negative binomial distribution to the log2 gene counts using the DESeq. 2 statistical package^66^, and genes that showed statistically significant differences were selected (fold-change > 2, P < 0.05).

### Accession numbers

The accession number for the RNAseq data reported in this paper is NCBI GEO: GSE116094.

## Electronic supplementary material

Supplementary Figures Tables and Methods

Supplementary Information 2

Supplementary Information 3

# Supplementary material for: Kidney-resident macrophages promote a proangiogenic environment in the normal and chronically ischemic mouse kidney
**Source:** Sci Rep. 2018 Sep 17;8:13948. doi: 10.1038/s41598-018-31887-4
**Supplement:** Supplementary file 1 — Supplementary Figures Tables and Methods

# Kidney-resident macrophages promote a proangiogenic environment in the normal and chronically ischemic mouse kidney

Amrutesh S. Puranik<sup>1,11</sup> Ph.D., Irina Leaf<sup>9</sup> Ph.D., Mark A. Jensen<sup>2</sup> Ph.D., Ahmad F. Hedayat<sup>1</sup> M.D., Ahmad Saad<sup>1</sup> M.D., Ki-Wook Kim Ph.D.<sup>10</sup>, Abdulrahman M. Saadalla<sup>4</sup> M.D., John R. Woollard<sup>1</sup>, Sonu Kashyap<sup>3</sup> Ph.D., Stephen C. Textor<sup>2</sup> M.D., Joseph P. Grande<sup>3</sup> M.D., Ph.D., Amir Lerman<sup>5</sup> M.D., Robert D. Simari<sup>6</sup> M.D., Gwendalyn J. Randolph<sup>10</sup>, Ph.D., Jeremy S. Duffield<sup>7, 8</sup> M.D., Ph.D., Lilach O. Lerman<sup>1\*</sup> M.D., PhD

Supplementary Figure 01:

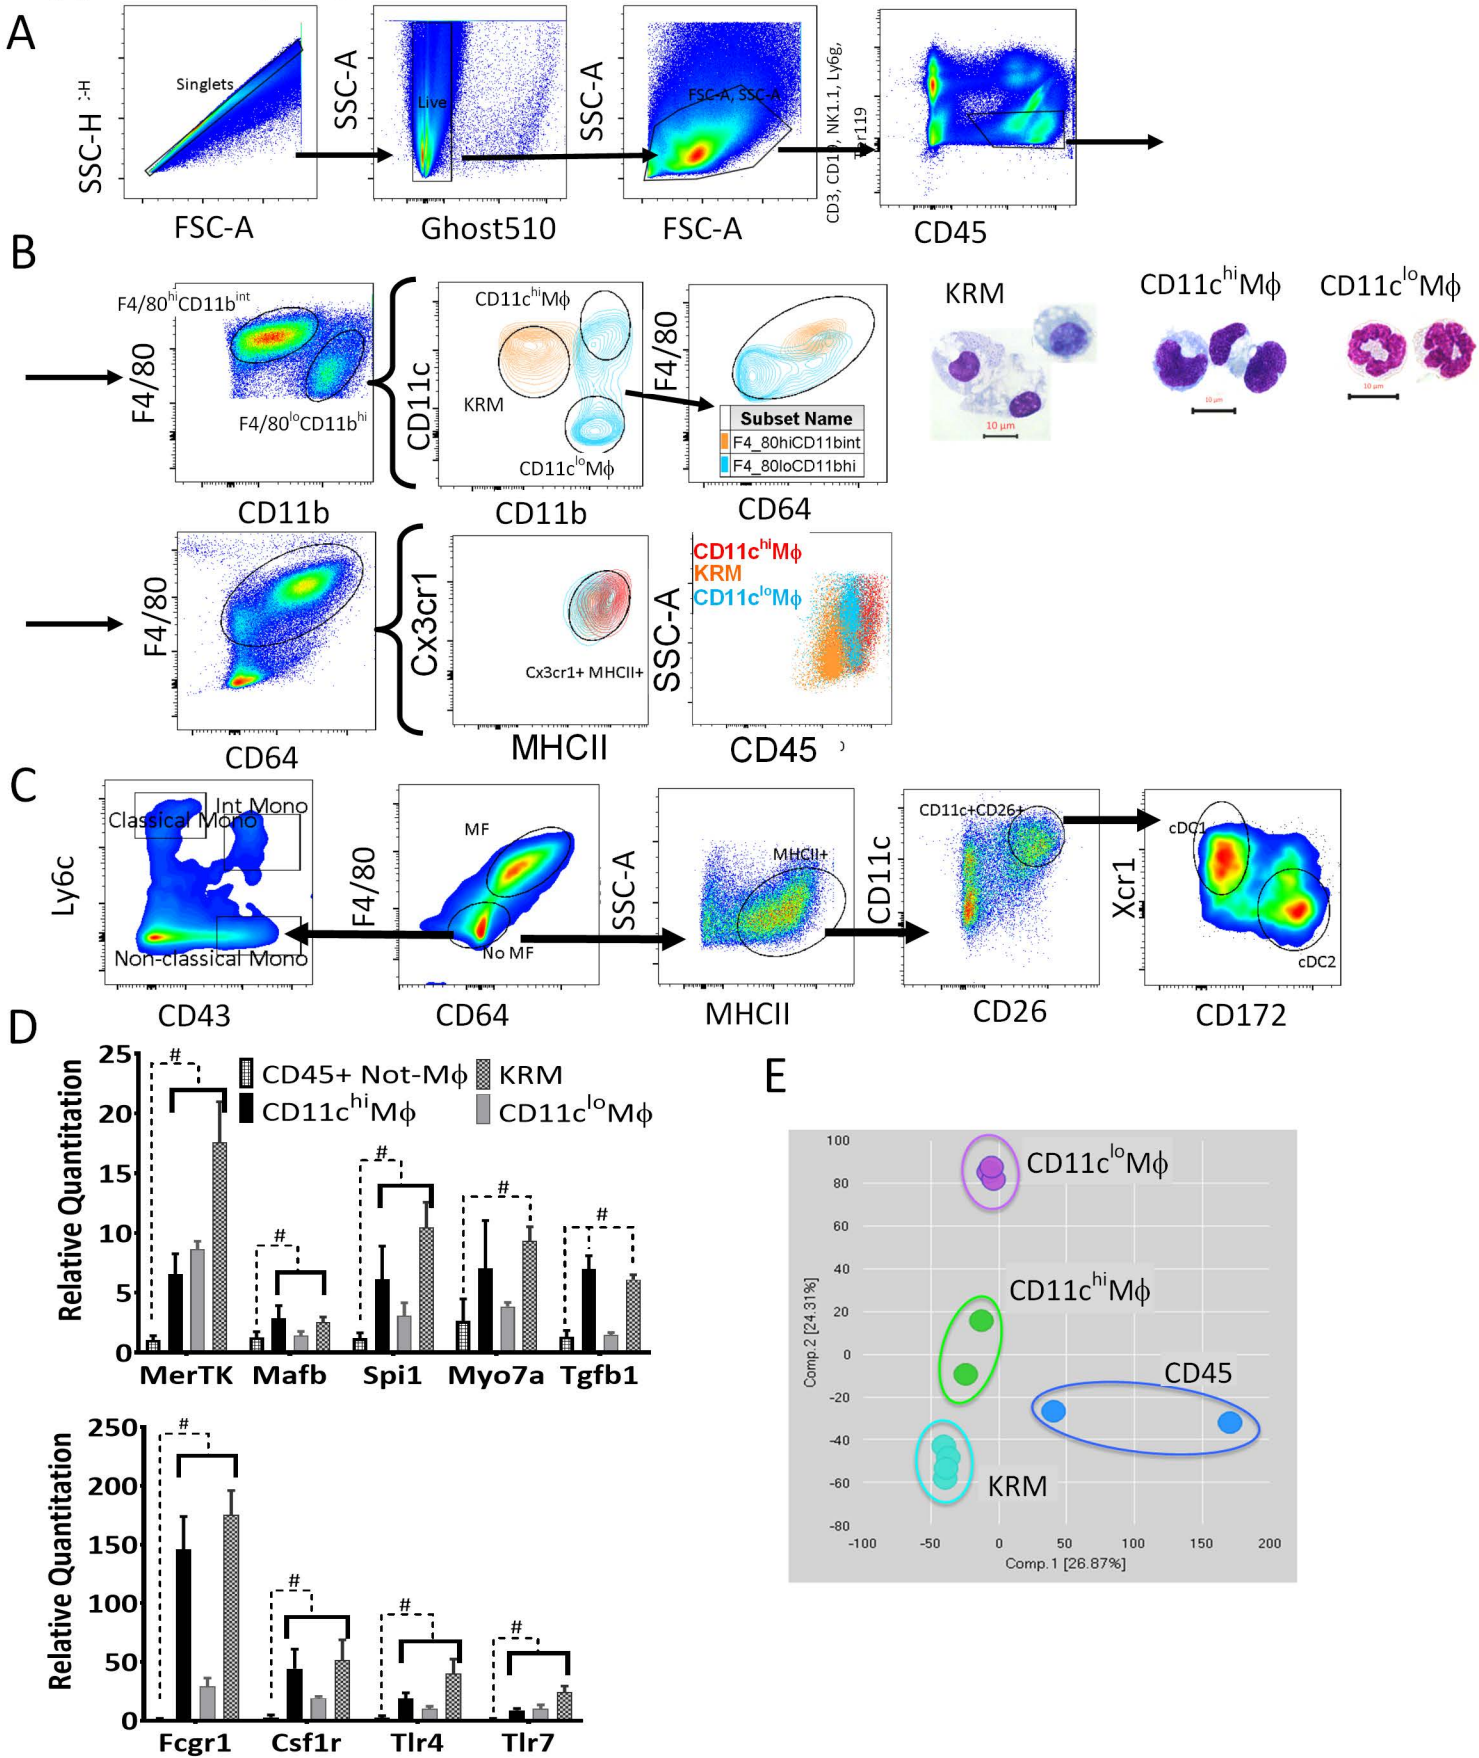

**Figure S1: Renal macrophages comprise of transcriptionally unique long-lived kidney-resident macrophages and monocyte-derived CD11c<sup>hi</sup> and CD11c<sup>lo</sup> macrophages.**

(A) Cells from Sham kidneys of C57BL/6 mice were prepared as described in Materials and Methods. Singlets (FSC-H vs. FSC-A), Ghost510<sup>neg</sup> Live, Lineage<sup>neg</sup> kidney lymphocytes gated as FSC-A SSC-A followed by Lineage<sup>neg</sup>CD45<sup>+</sup> were gated on CD64<sup>+</sup>F4/80<sup>+</sup> in Figure 1. The Lineage-positive cells marked by Ly6G, CD3, CD19, NK1.1 were gated out. (B – top row) Macrophages were gated using F4/80 vs. CD11b. Kidney-resident macrophages (KRM) were gated as F4/80<sup>hi</sup>CD11b<sup>int</sup> and monocyte-derived macrophages as F4/80<sup>lo</sup>CD11b<sup>hi</sup>. For validating our gating strategy, both these populations were overlaid on on CD11c vs CD11b. The F4/80<sup>hi</sup>CD11b<sup>int</sup> were the CD11b<sup>int</sup>CD11c<sup>int</sup> and therefore KRM while F4/80<sup>lo</sup>CD11b<sup>hi</sup> were CD11c<sup>lo</sup>Mφ and CD11c<sup>hi</sup>Mφ. Furthermore, overlay of these populations on F4/80 vs CD64 plot show that the CD11c<sup>hi</sup>Mφ and CD11c<sup>lo</sup>Mφ are F4/80<sup>lo</sup>. Analysis of cytopsin preparations of flow sorted subpopulations after Wright-Giemsa staining and observed under 100X showed that KRM had typical structural features of tissue macrophages, being large with abundant foamy cytoplasm and prominent cytoplasmic vacuoles. (B - bottom row) Overlay of CD11c<sup>hi</sup>Mφ (red), CD11c<sup>lo</sup>Mφ (blue) and KRM (orange) gated on Cx3cr1 vs MHCII and SSA vs CD45. (C) Monocytes were classified from non-macrophages population using Ly6c vs CD43. Classical monocytes were defined as Ly6c<sup>+</sup>CD43<sup>neg</sup>, Non-classical monocytes were Ly6c<sup>neg</sup>CD43<sup>+</sup>, intermediate monocytes were Ly6c<sup>int</sup>CD43<sup>int</sup>. The non-macrophages were also gated for MHCII<sup>+</sup> dendritic cell (DCs) subsets: MHCII<sup>+</sup>CD11c<sup>hi</sup>CD26<sup>+</sup>XCR1<sup>hi</sup> as cDC1 and MHCII<sup>+</sup>CD11c<sup>hi</sup>CD26<sup>+</sup>CD172<sup>hi</sup> as cDC2. (D) Taqman Low Density Array (TLDA) of KRM, CD11c<sup>hi</sup>Mφ, CD11c<sup>lo</sup>Mφ compared to not-Mφ CD45<sup>+</sup>. Expression of selected genes in CD11c<sup>hi</sup>Mφ, CD11c<sup>lo</sup>Mφ and KRM. (E) Principal component analysis (PCA) showed the strongest separation between not-MφCD45<sup>+</sup> and other macrophage populations accounting for 26.87% of variance in the first principal component. Separation between CD11c<sup>hi</sup>Mφ, CD11c<sup>lo</sup>Mφ and KRM was observed in the second principal component with variance 24.31%. The transcriptome of CD11c<sup>lo</sup> appeared to be distinct from CD11c<sup>hi</sup> and KRM while CD11c<sup>hi</sup> and KRM were located closer in the PCA plot and therefore, were expected to have more similar transcriptional profiles. KRM n=4, CD11c<sup>lo</sup>Mφ n=3 and CD11c<sup>hi</sup>Mφ n=2. A-D and F. Data represent n=4 independent experiments with at least n=3 mice per group. Data is represented as mean±S.E.M. #P<0.01 vs CD45<sup>+</sup>Mφ

Supplementary Figure 02:

F4/80<sup>Bright</sup> CD64<sup>+</sup> Kidney-resident macrophages (KRM)

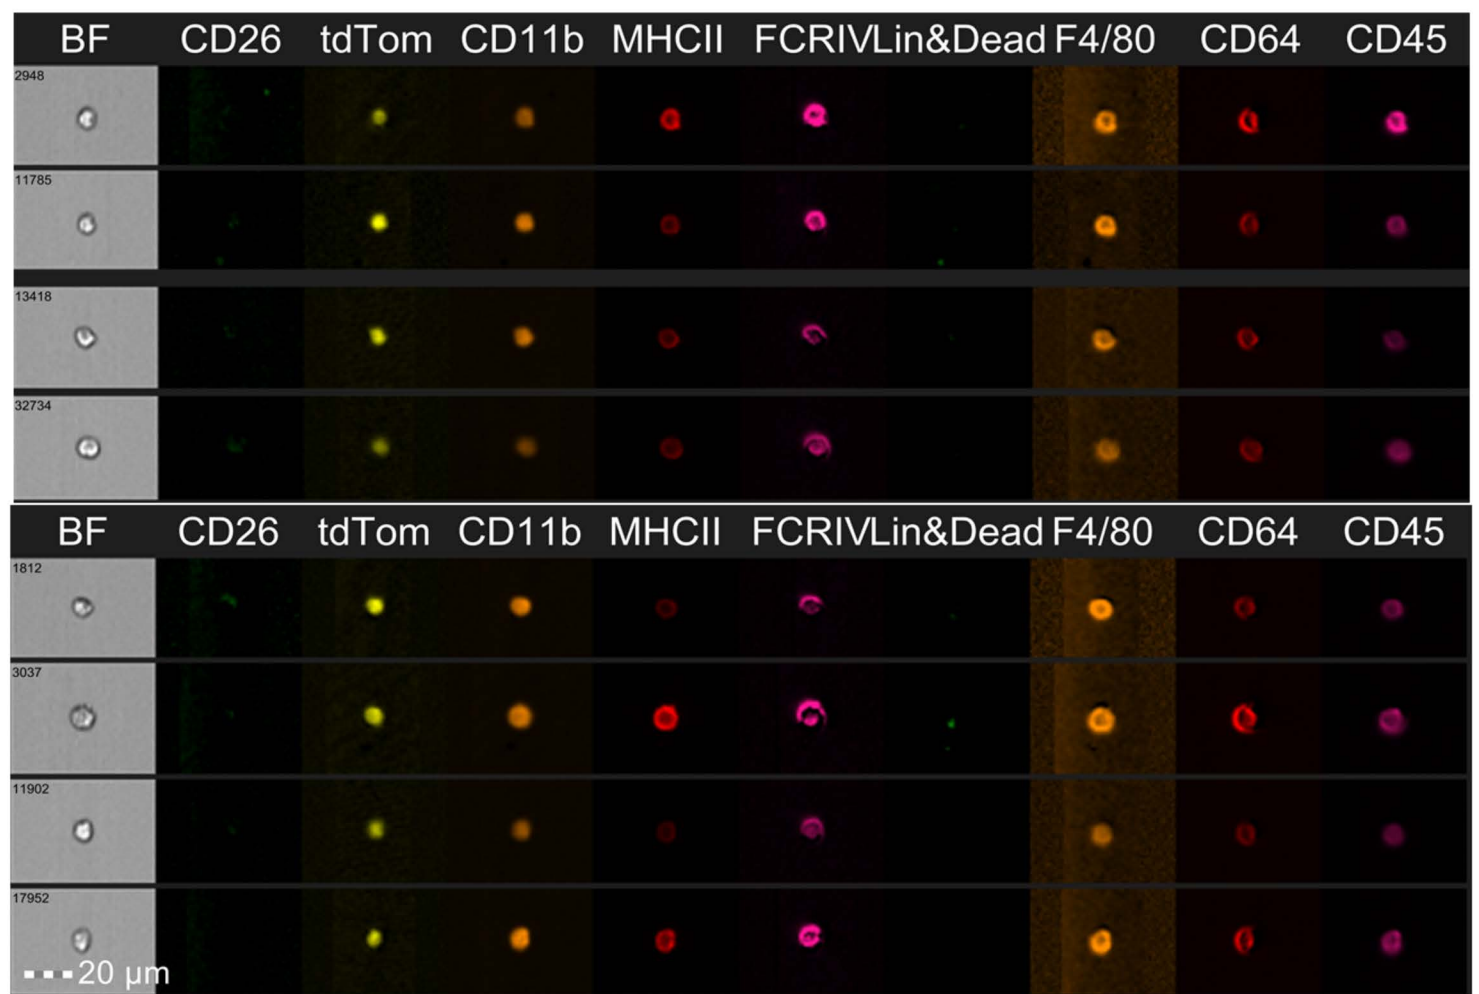

F4/80<sup>int</sup> CD64<sup>lo-neg</sup> CD11b<sup>hi</sup> Monocyte-derived macrophages

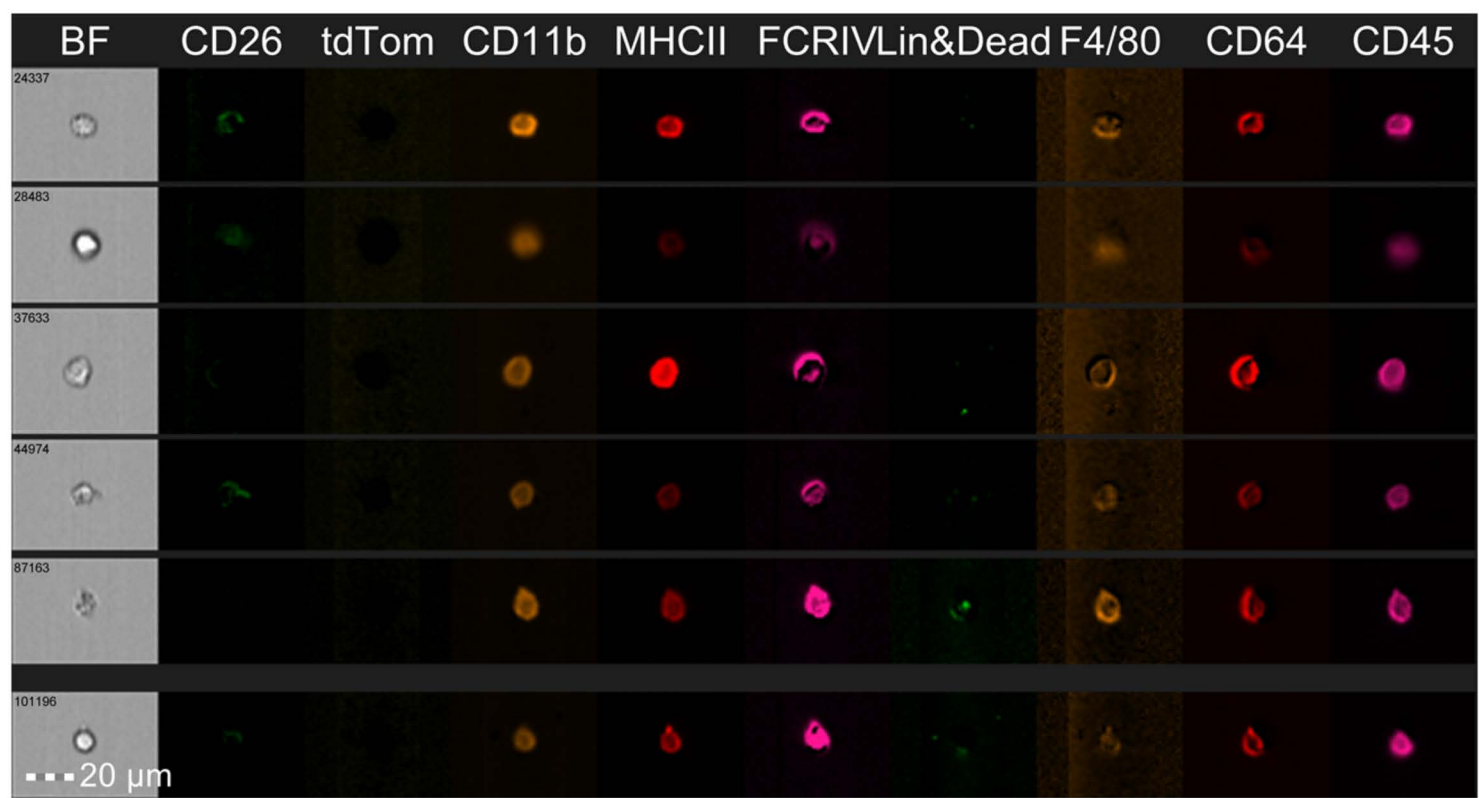

**Figure S2: Validating the Gating Strategy by Imaging cytometry: F4/80<sup>Bright</sup> and F4/80<sup>int</sup> macrophages are FCRIV<sup>+</sup>**  
The gating strategy was validated by studying F4/80<sup>Bright</sup> and F4/80<sup>int</sup> macrophages using FlowSight<sup>TM</sup>. The F4/80<sup>Bright</sup> population was CD64<sup>+</sup>tdTomato<sup>+</sup>CD11b<sup>int</sup>CD11c<sup>int</sup> and CD45<sup>lo</sup>, representing kidney-resident macrophages, while F4/80<sup>int</sup> population was CD64<sup>dim</sup>tdTomato<sup>-</sup>CD11b<sup>hi</sup>CD11c<sup>+</sup> and CD45<sup>hi</sup> macrophages, representing CD11c<sup>lo</sup>Mφ or CD11c<sup>hi</sup>Mφ. Both F4/80<sup>Bright</sup> and <sup>int</sup> populations were FCRIV<sup>+</sup>.

Supplementary Figure 3:

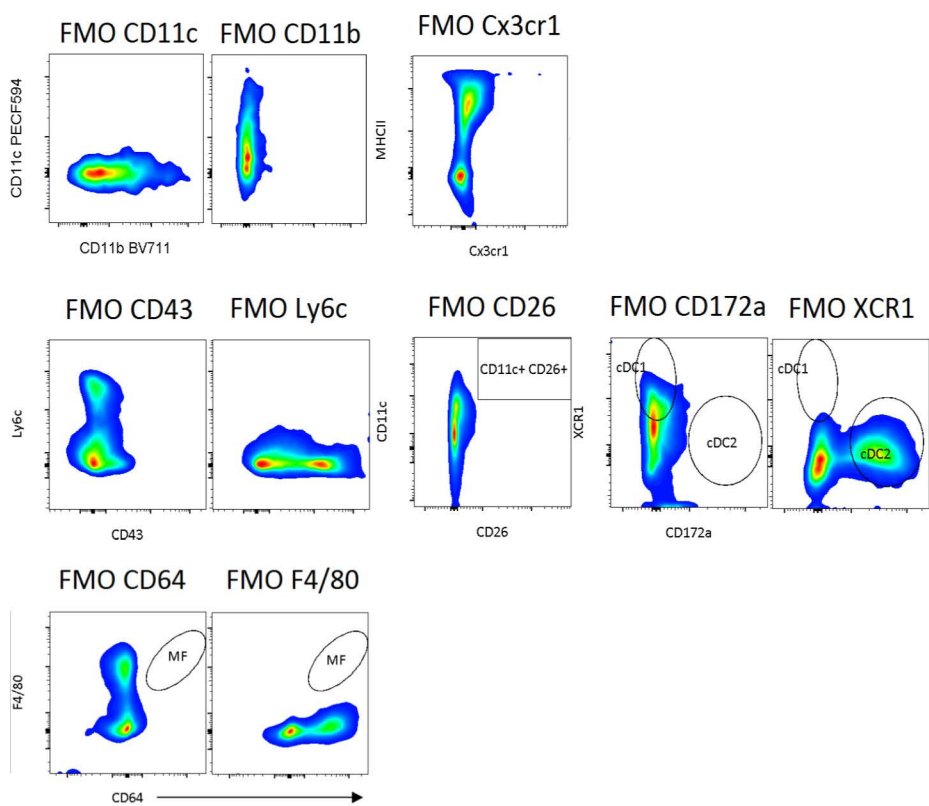

**Figure S3: Fluorescence minus one (FMO) controls**  
FMO controls used for CD11b, CD11c, Cx3cr1, CD43, Ly6c, CD26, Cd172a, Xcr1, CD64 and F4/80, used for gating in Figure 1.

Supplementary Figure 04

A

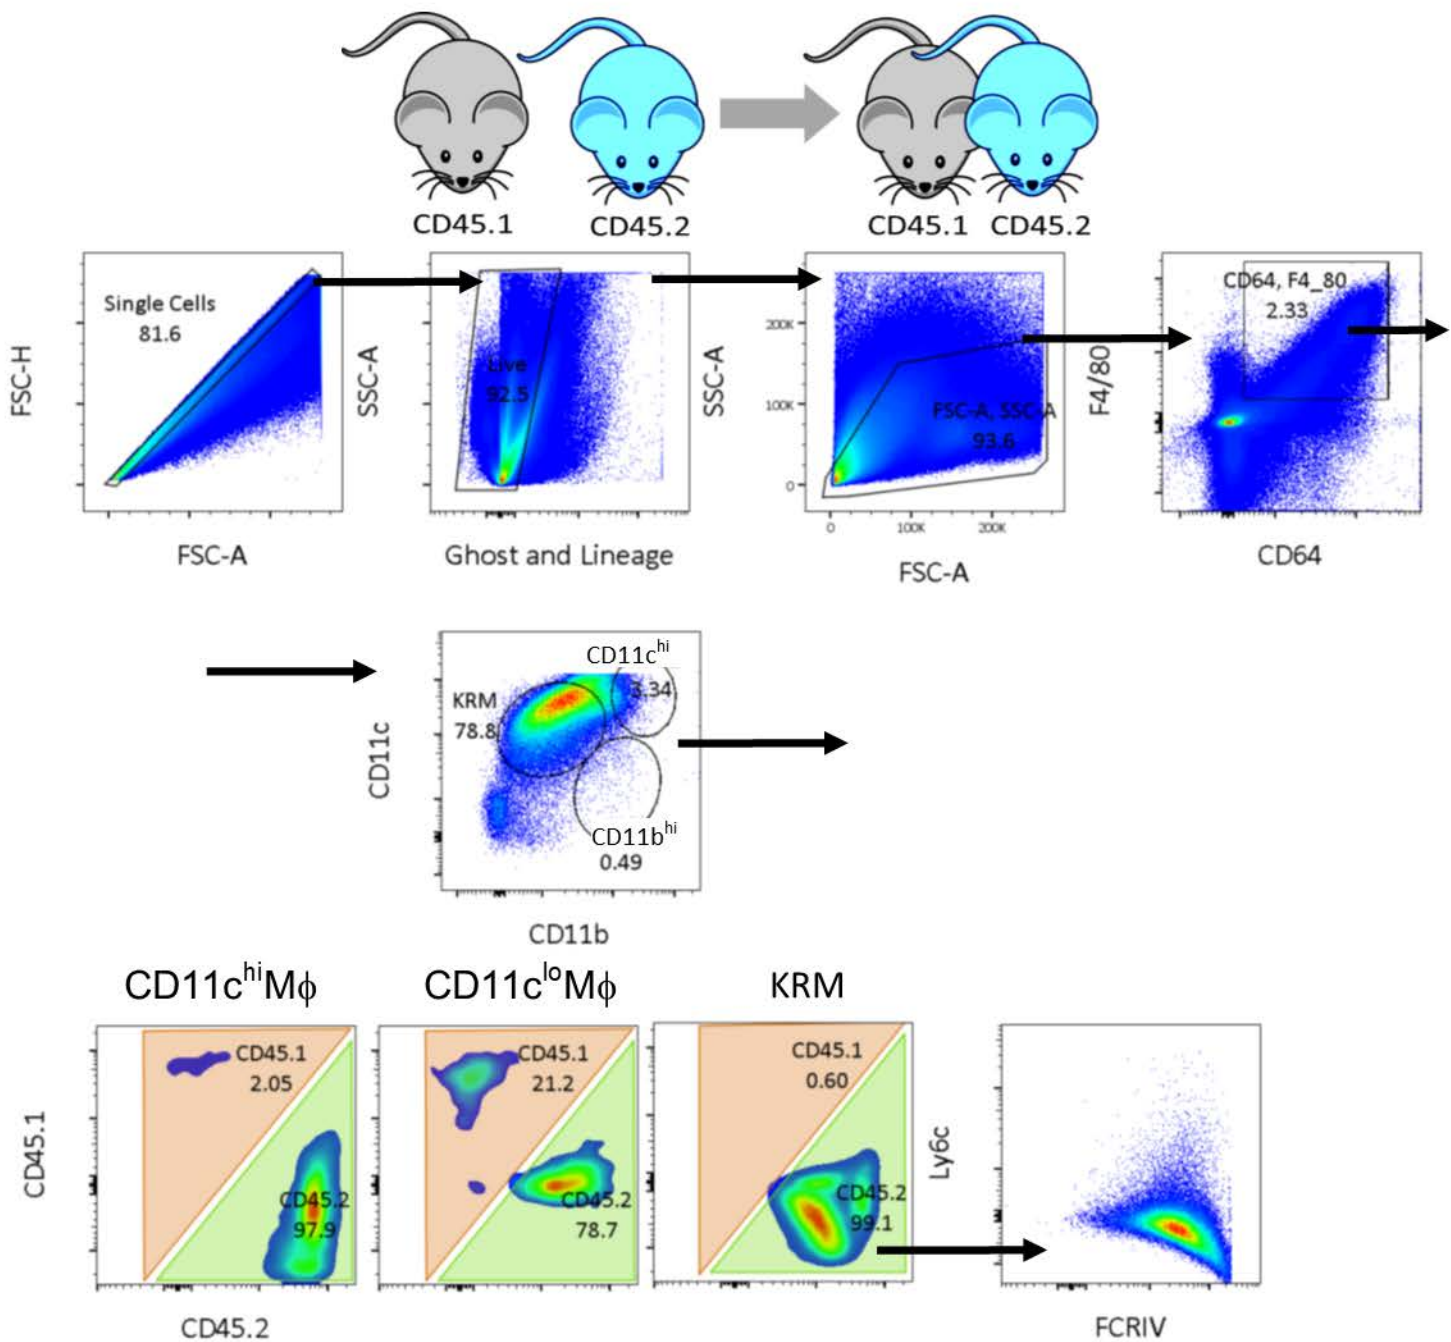

B Gated on T cells in CD45.2 mice

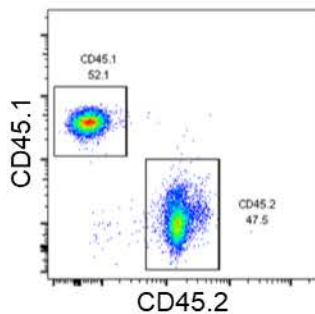

**Figure S4: Parabiosis Studies**

(A) C57BL/6 congenic CD45.1 and CD45.2 mice (n=4 each) were surgically connected in parabiosis. Macrophages in the dissociated kidney were identified as Singlets (FSC-H vs. FSC-A), Ghost510<sup>neg</sup> Live, Lineage<sup>neg</sup> kidney lymphocytes gated as FSC-A SSC-A followed by CD64<sup>+</sup>F4/80<sup>+</sup>. These macrophages were further gated in to three populations based on the expression of CD11b and CD11c, as described. KRM demonstrated the smallest contribution (<1%) in CD45.2 from the parabiont partner CD45.1. CD11c<sup>hi</sup>Mφ showed around 2%, while CD11c<sup>lo</sup>Mφ, a small population, showed around 15-20%. (B) Representative image of T-cells in the blood of CD45.2 mice. This data showed around 47% chimerism between parabionts, n=4 mice. Mouse images adopted from <https://openclipart.org/detail/17558/simple-cartoon-mouse>.

Supplementary Figure 5:

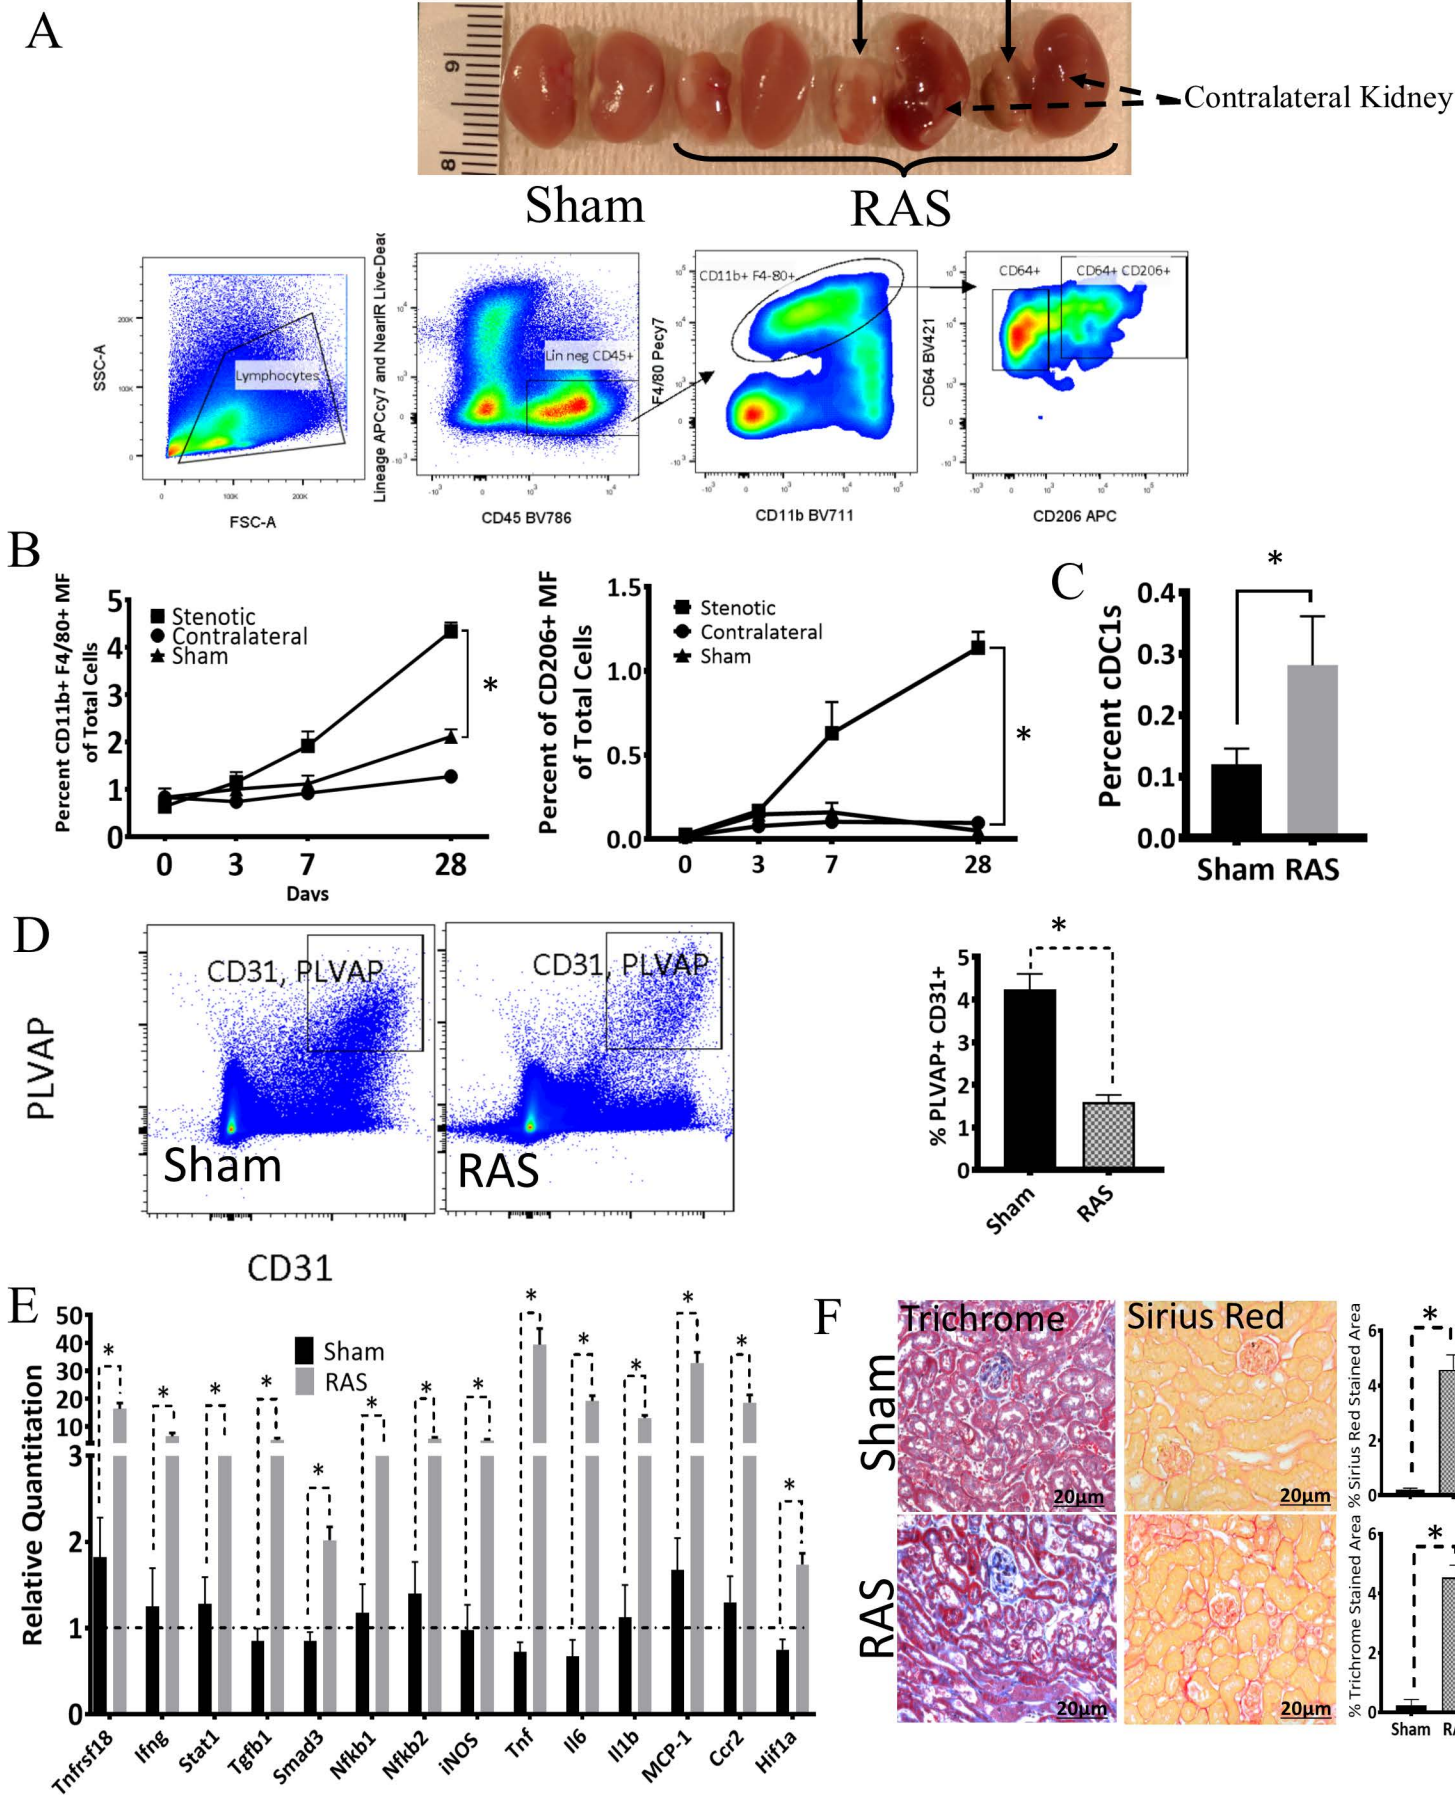

**Figure S5: Effect of Renal artery stenosis on ischemic kidney**  
(A) Representative photos of the Sham, stenotic and contralateral kidneys with Scale depicting smaller stenotic and enlarged contralateral kidney in RAS mice compared to Sham. Gating strategy for flow cytometric identification of total macrophages. We identified macrophages as lineage and live-dead negative  $CD45^+CD11b^+F4/80^+CD64^+$ . Mannose receptor positive ( $CD206^+$ ) macrophages were identified as lineage and live-dead negative  $CD45^+CD11b^+F4/80^+CD64^+CD206^+$ . (B) The total number of macrophages and  $CD206^+$  macrophages in stenotic and contralateral kidneys of RAS and Sham mice on days 0, 3, 7, and 28;  $n > 4$  per time point, (C) The percent of cDC1 in RAS kidneys increased compared to Sham. (D) Flow cytometry to identify PLVAP and CD31 (pan-endothelial antigen) in Sham and RAS Kidneys. RAS reduced  $PLVAP^+CD31^+$  cells. (E) Pro-inflammatory gene expression increases significantly in whole RAS kidney as compared to Sham. (F) Trichrome and Picro Sirius Red Staining for Sham and RAS with quantification. Data is represented as  $n = 6$  mice mean  $\pm$  S.E.M.  $*P < 0.01$  vs Sham. Kidney images in 5A captured by a handheld phone camera.

Supplementary Figure 6:

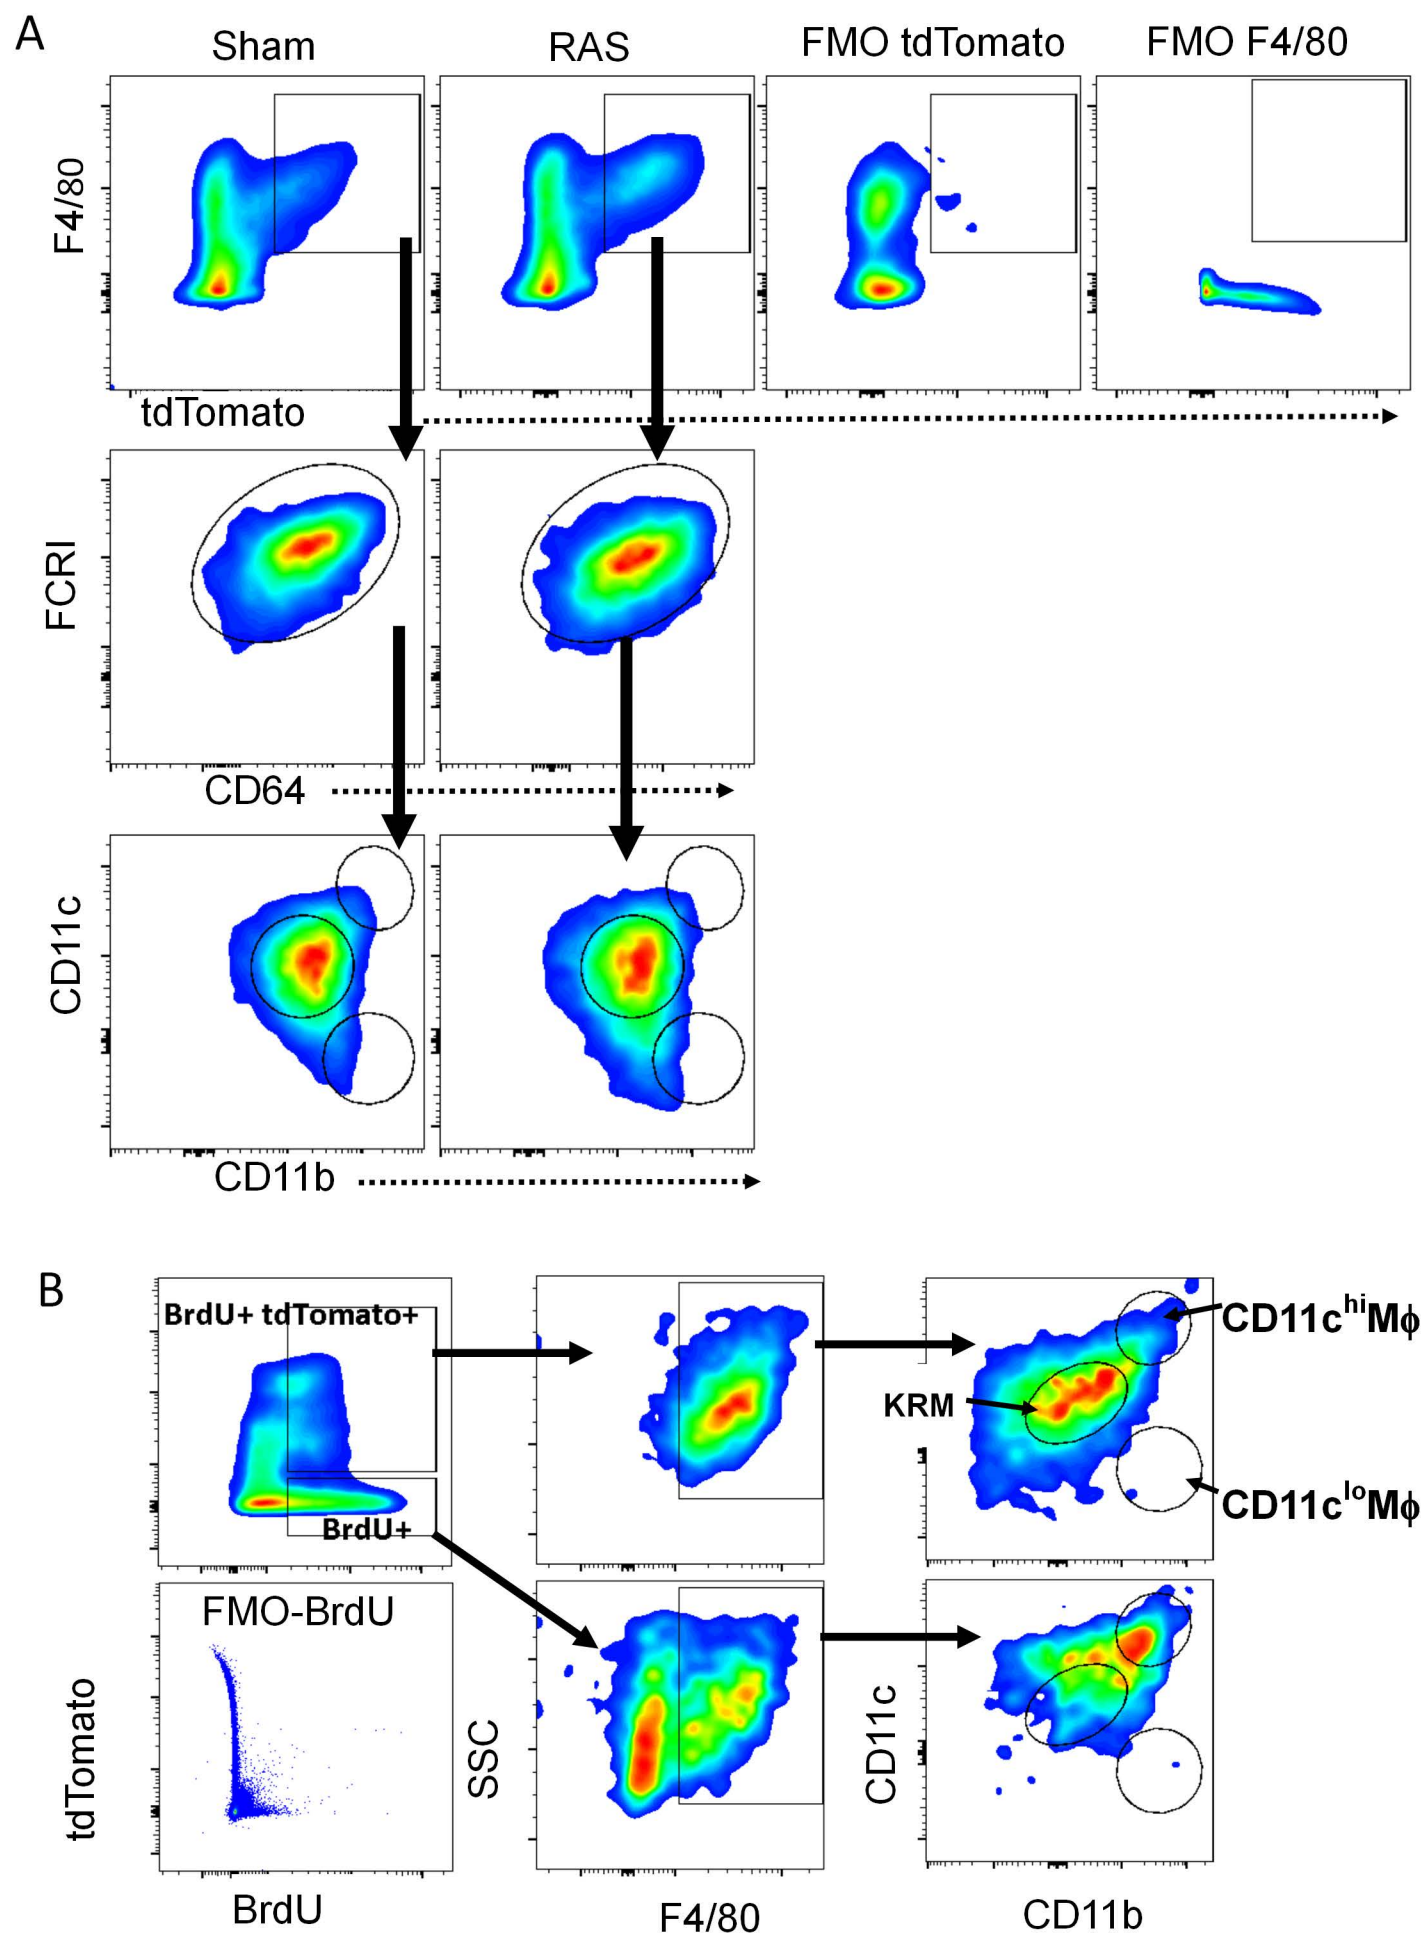

**Figure S6: Gating Strategy to identify BrdU<sup>+</sup> KRM in CX3CR1<sup>creER</sup>:Rosa26-tdTomato reporter mice**  
(A) Fate-mapping studies using tamoxifen treated CX3CR1<sup>creER</sup>:Rosa26-tdTomato reporter mice show that F4/80<sup>+</sup>tdTomato<sup>+</sup> gated macrophages were FCRI<sup>+</sup>CD64<sup>+</sup> in Sham and RAS. Furthermore, these cells were CD11b/c<sup>int</sup>, and therefore KRM. FMO-F4/80 and FMO-tdTomato were used to for gating F4/80<sup>+</sup>tdTomato<sup>+</sup>. (B) Gating strategy for measuring BrdU-positive population. Live, Lineage<sup>neg</sup>CD45<sup>+</sup> population gated as tdTomato vs BrdU. tdTomato<sup>+</sup>BrdU<sup>+</sup> population gated as F4/80<sup>+</sup>macrophages. Further, this population gated as CD11b vs CD11c to identify CD11c<sup>hi</sup>Mφ, CD11c<sup>lo</sup>Mφ and KRM demonstrating the majority of proliferating tdTomato<sup>+</sup> population were KRM. tdTomato<sup>-</sup>BrdU<sup>+</sup> gated as macrophages were CD11c<sup>hi</sup>Mφ (n=6).

Supplementary Figure 7:

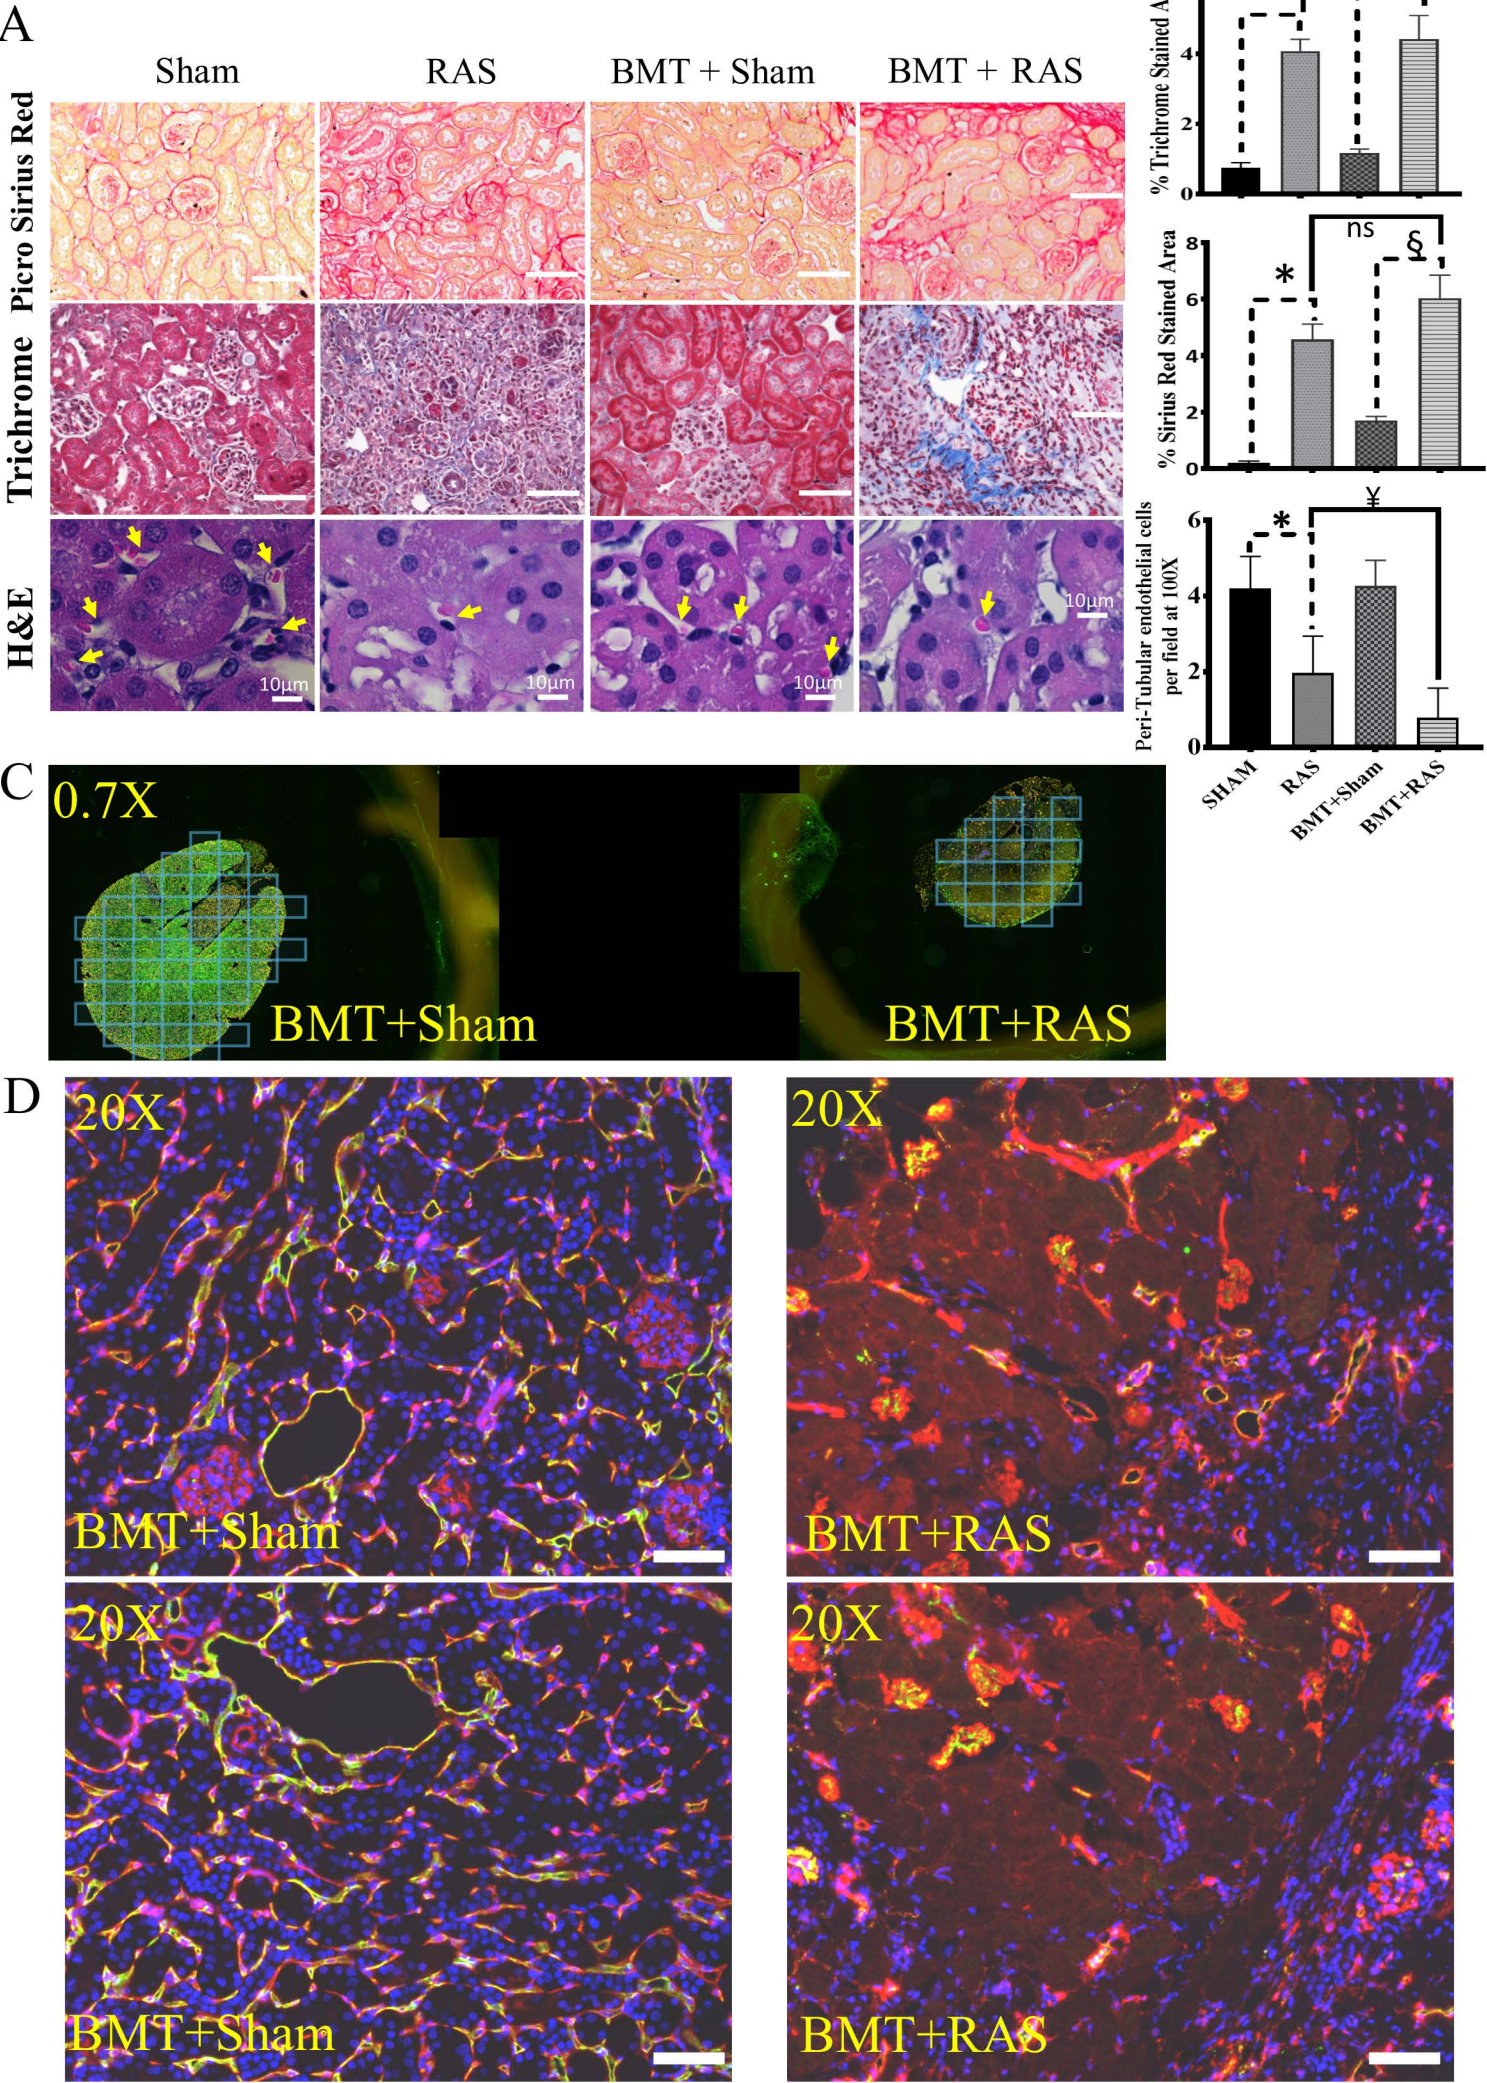

Figure S7. Loss of PLVAP+CD31+ cells is amplified in BMT+RAS.

(A, B) Trichrome and Picro-Sirius Red stains do not show more fibrosis in BMT+RAS kidneys than in RAS (40X). Hematoxylin and Eosin (H&E) images (100X) of BMT+RAS show a fall in the numbers of peritubular capillary endothelial cells (yellow arrows). RAS shows tubular atrophy. n=6 mice/group; \*P<0.01 vs Sham; §P<0.05 vs BMT+Sham; ¥P<0.01 vs RAS.(C) Representative Formalin fixed paraffin embedded (FFPE) section of BMT+Sham (Left) BMT+RAS (Right) stained for PLVAP+CD31+ imaged using Vectra at 0.7X. The square regions drawn are the area imaged at 20X. Percent of PLVAP+CD31+ cells are counted from the square regions and averaged per section per group. (D) Representative image of BMT+Sham (Left) and BMT+RAS (right) showing PLVAP (green) CD31 (red) staining. It is observed that while CD31 stains glomerular cells and peri-tubular cells, PLVAP preferentially stains peri-tubular cells. In BMT+RAS the number of PLVAP+CD31+ cells are reduced.

Supplementary Figure 8:

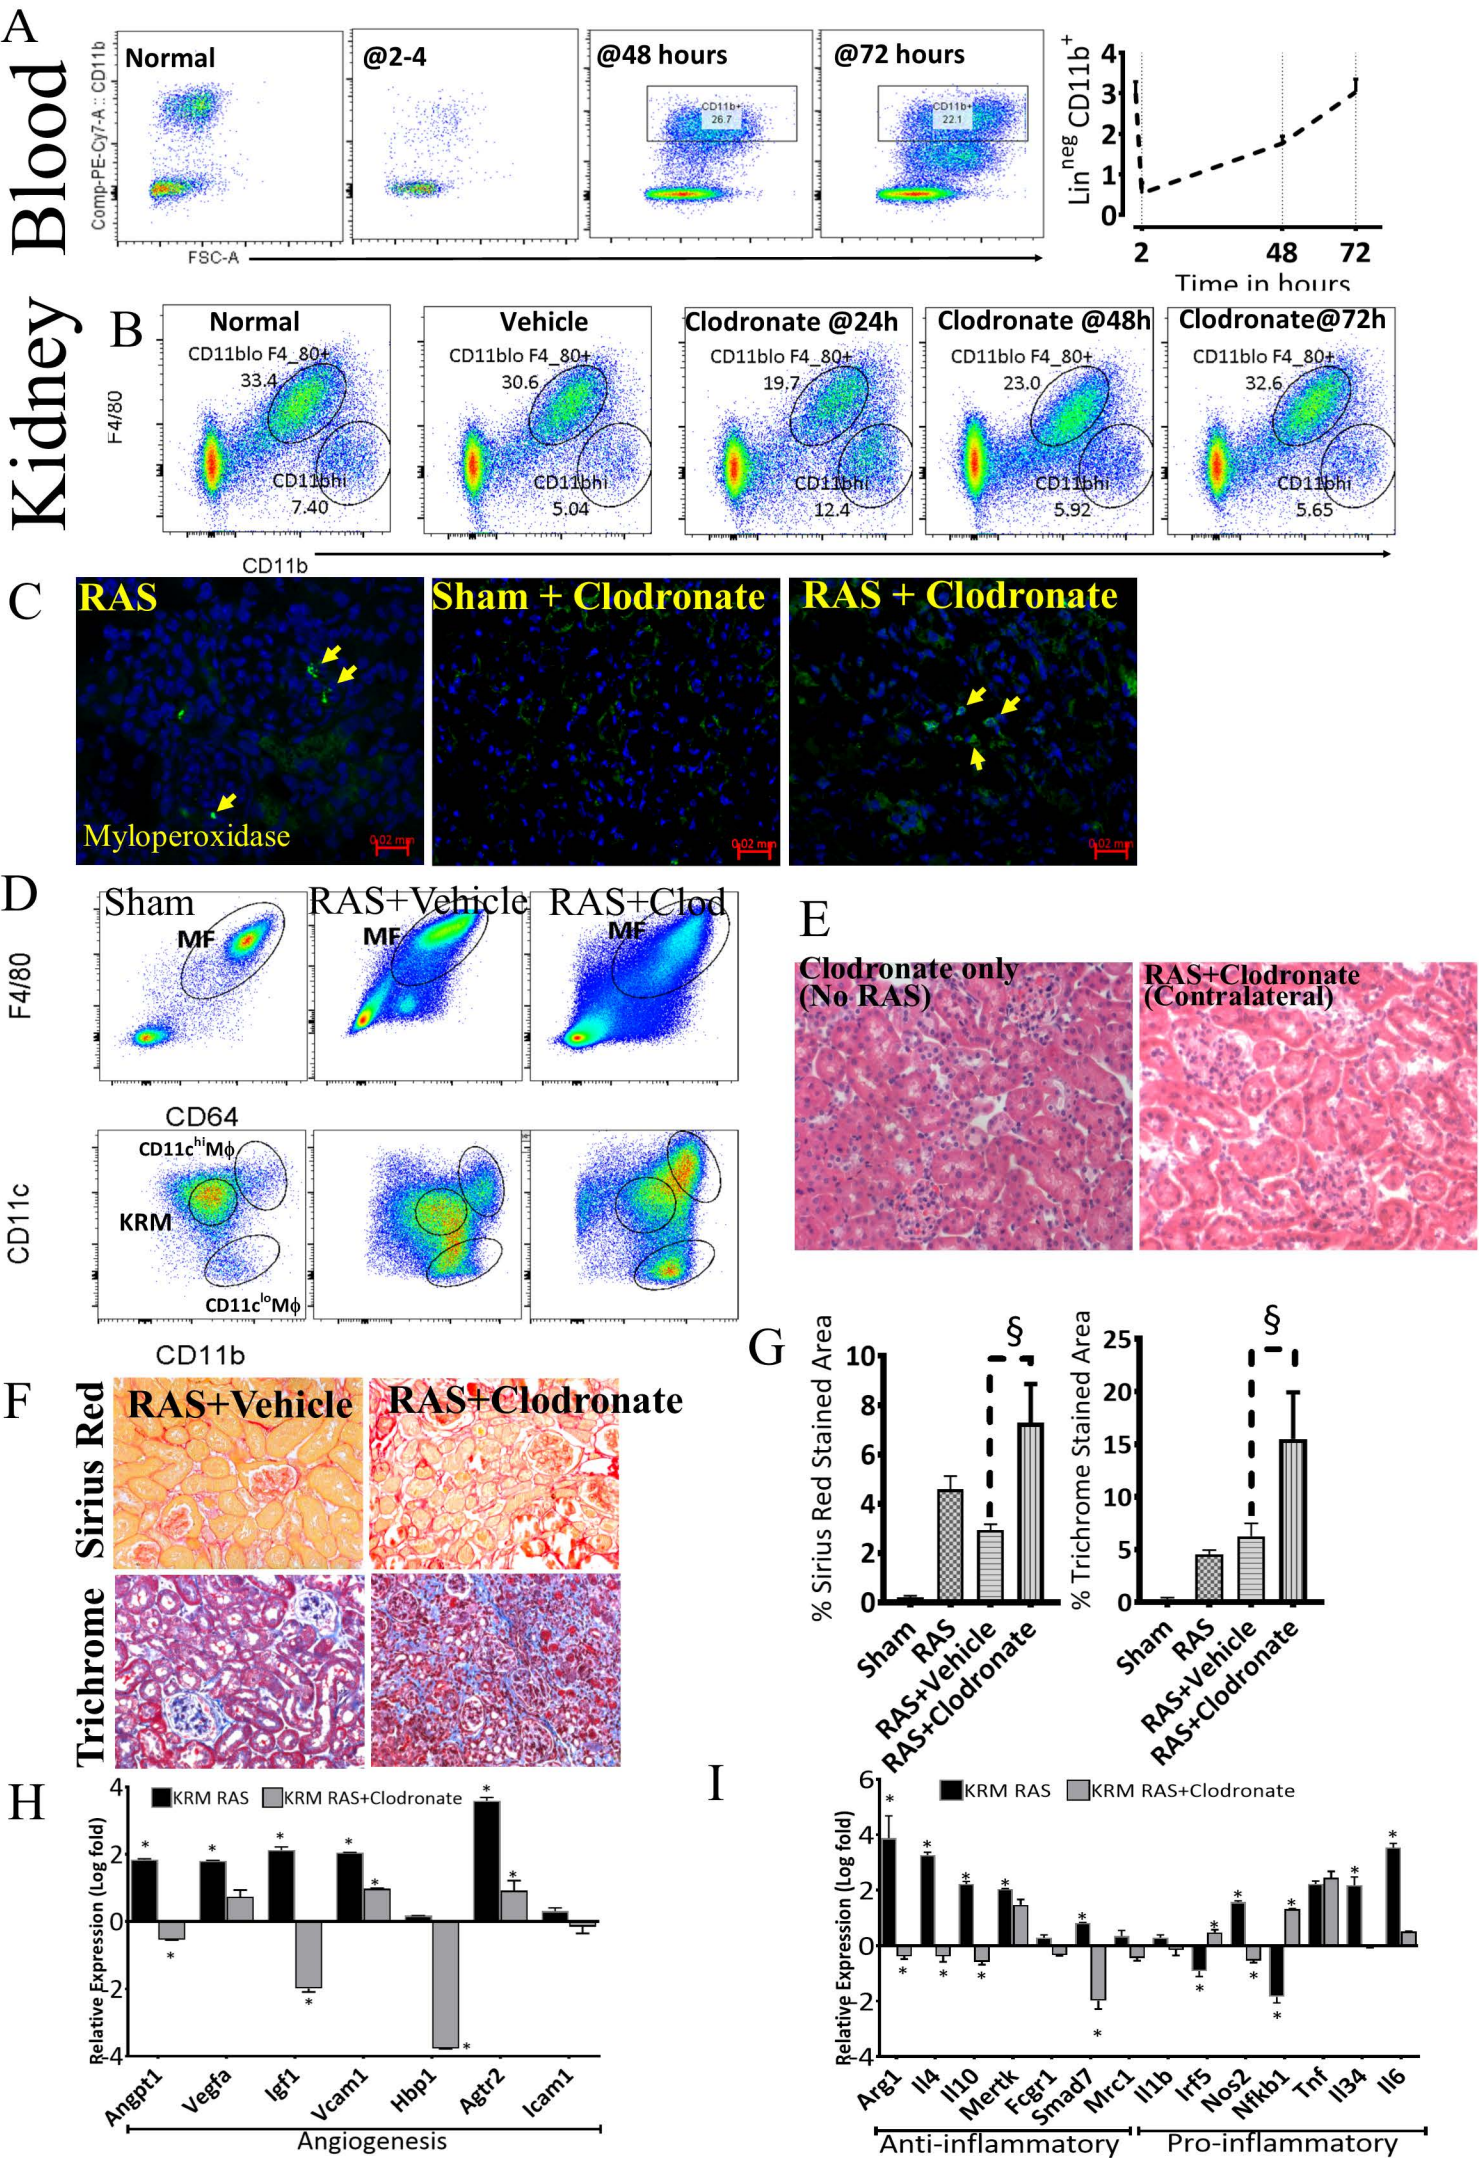

**Figure S8. Effect of Liposomal Clodronate on blood monocytes and Normal, Stenotic and Contralateral Kidneys.** (A) At single dose liposomal clodronate reduces blood monocytes, which are replenish by 72 hours (graph). (B) Flow cytometry of a Lineage and Ghost510<sup>neg</sup>CD45<sup>+</sup> lymphocytes, followed by CD11bVsF4/80. In the normal kidney, at single dose, clodronate reduced (but failed to abolish) the KRM, that are replenished in 72 hours. (C) Immunofluorescence Staining for Myeloperoxidase in RAS, RAS+Clodronate and Sham+Clodronate. Administration of low-dose clodronate does not increase myeloperoxidase (MPO). (D) Flow charts of gating strategy (macrophages identified as F4/80+CD64+ followed by CD11b vs CD11c) demonstrating that administration of low-dose clodronate for 4 weeks significantly depletes KRM. (E) Chronic administration of low-dose clodronate has no effect of kidney tubules as depicted by H&E staining. (F) Stenotic kidney representative images showing trichrome and Sirius red in RAS+Vehicle and RAS+Clodronate.(G) Quantitation of Trichrome and Sirius red staining area, in Sham, RAS, RAS+Vehicle and RAS+Clodronate groups n=6, §P<0.01.(H, G) Gene expression in RAS-KRM (native-KRM) and RAS+Clodronate KRM (monocyte-derived KRM) (n=4) P<0.05 Vs Sham.

Supplementary Figure 9.

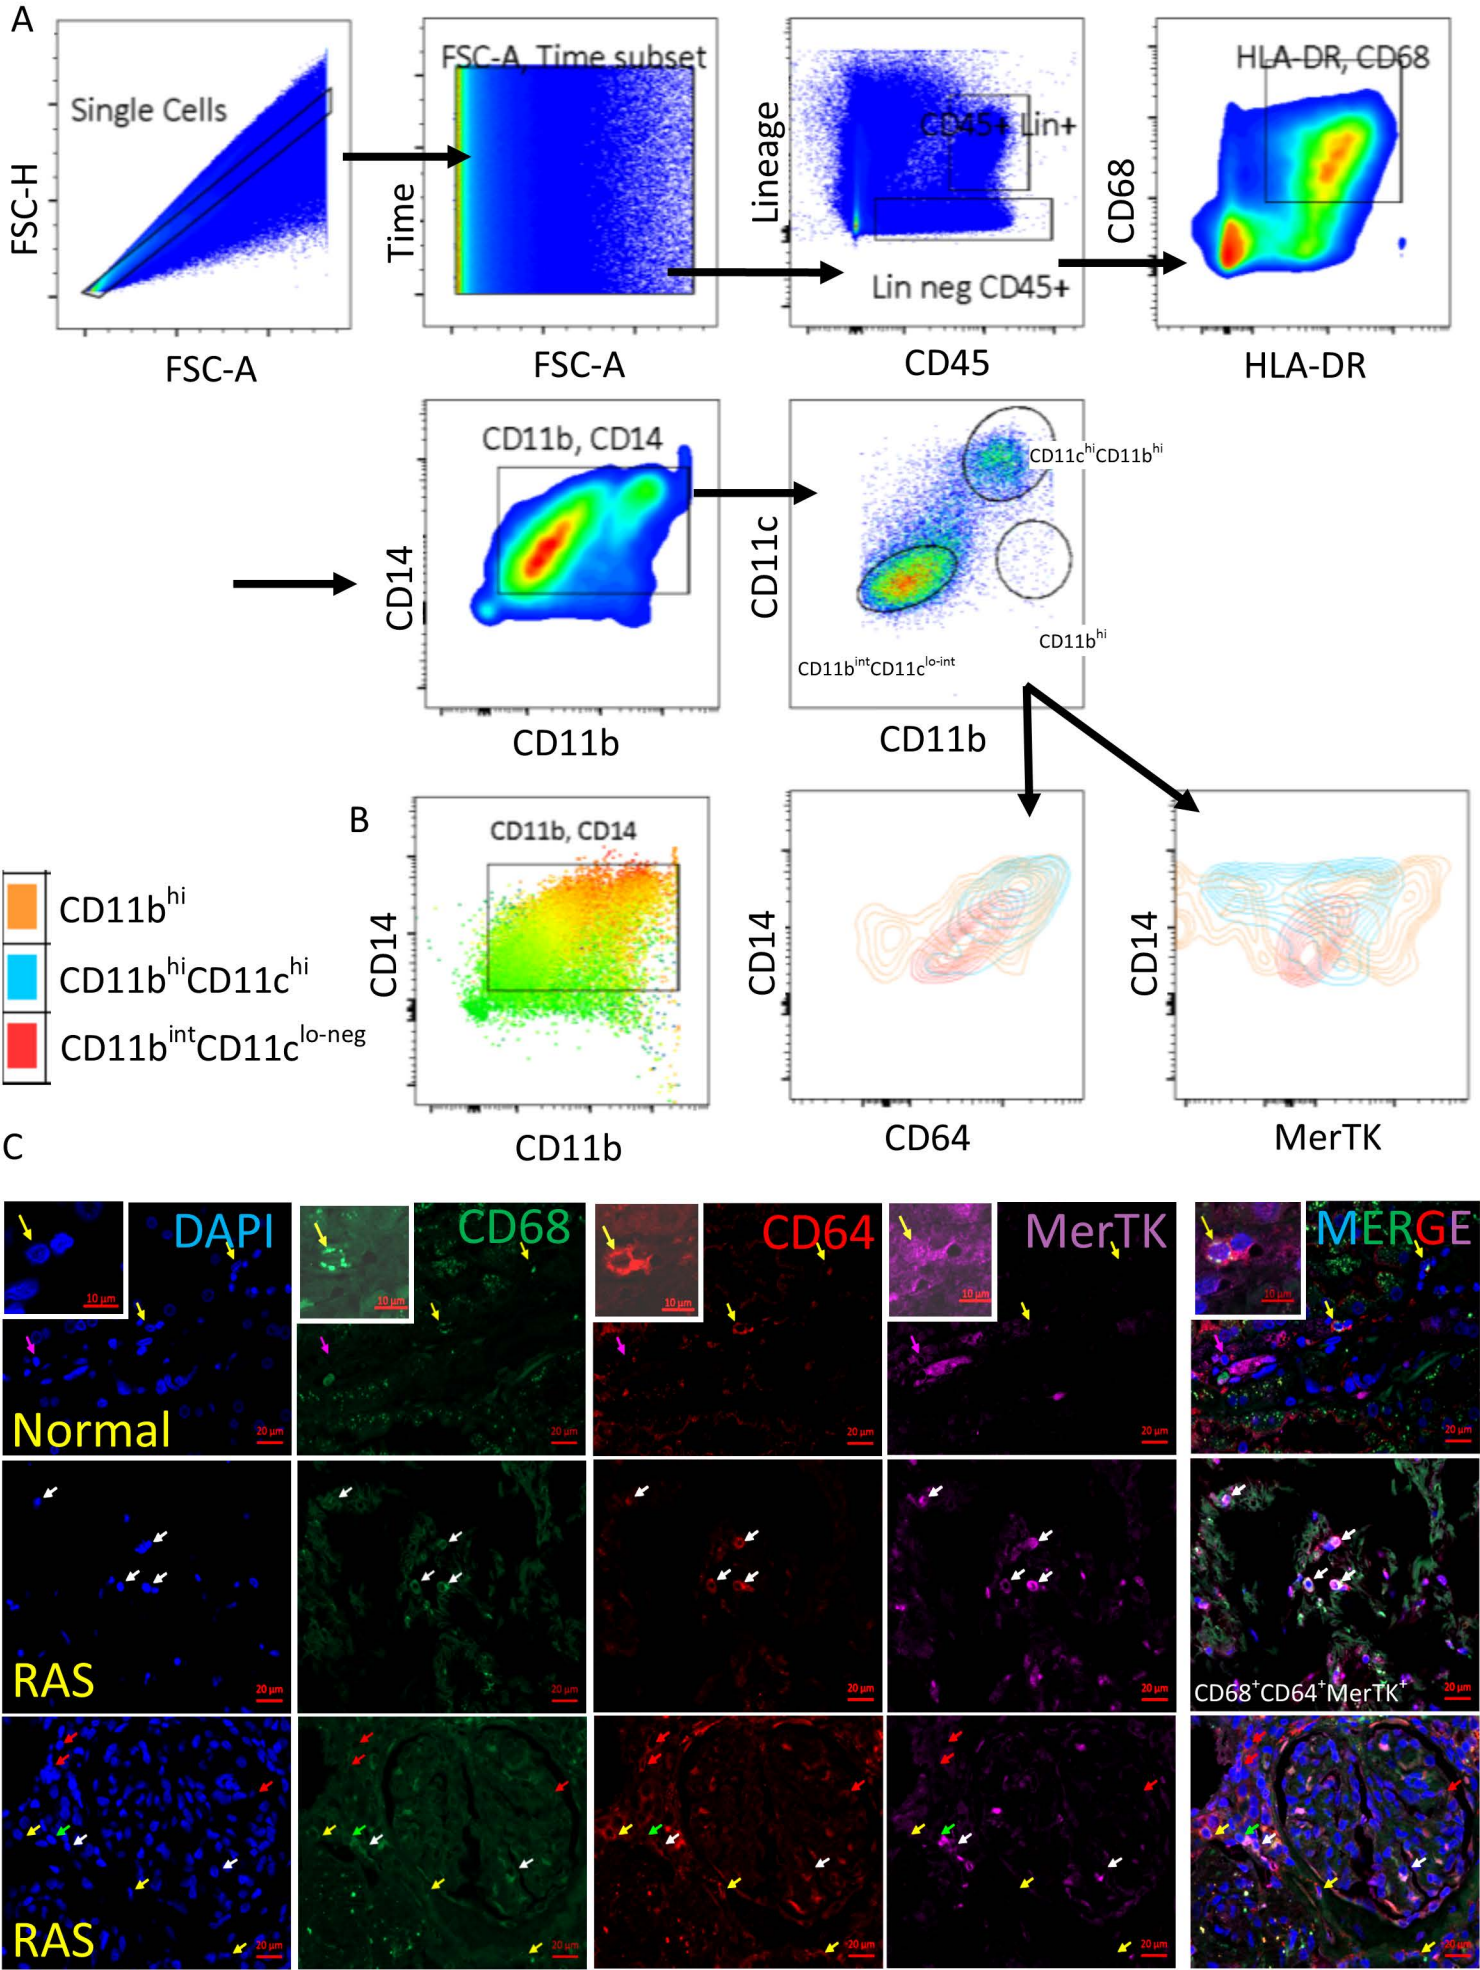

Figure S7. KRM numbers increase in stenotic human kidneys, and inversely correlate with fibrosis.

(A) Flow cytometry of a dissociated non-cancerous portion of a human kidney to identify macrophages. Macrophages in the kidney were identified as Single cells (FSC-H vs. FSC-A), Time Vs. FSC-A, Lineage and Ghost510<sup>neg</sup>CD45<sup>+</sup> lymphocytes gated as CD68<sup>+</sup>HLA-DR<sup>+</sup>. These macrophages were then gated as CD14<sup>+</sup>CD11b<sup>+</sup> followed by CD11b vs CD11c. Like in the murine studies, we identified three populations KRM-like CD11b<sup>int</sup>CD11c<sup>lo-neg</sup>, CD11b<sup>hi</sup>CD11c<sup>hi</sup>, and CD11b<sup>hi</sup>. (B) CD14 expression increased along with the expression of CD11b. Similarly, expression of CD64 and MerTK was higher in CD11b<sup>hi</sup>CD11c<sup>hi</sup> compared to KRM-like CD11b<sup>int</sup>CD11c<sup>lo-neg</sup> population. (C) Co-staining (40X) of DAPI, CD68-AF488 (green), CD64-AF594 (red), MerTK AF647 (magenta) and merged images, in healthy and stenotic human kidneys. White arrows indicate cells that show CD68, CD64, and MerTK co-staining; Yellow arrows, co-staining of CD68 and CD64; green arrows: CD68<sup>+</sup> cells, magenta: MerTK. Inset image (100X) demonstrates membrane localization of CD64 and MerTK and cytoplasmic CD68.

Supplementary Figure 10.

Top 100 Upregulated Genes in each population with P-value < 0.01 and Fold change > 2.0

Supplementary Figure 11.

Top 100 Upregulated Genes in each population with P-value < 0.01 and Fold change > 1.5

### 1.1. Tissue digestion, single cell preparation, and flow cytometry

After perfusion with ice-cold HBSS, harvested kidneys were diced and digested with 0.05 mg/ml LiberaseTL (Millipore-Sigma) and 100U/ml DNase (Thermo Fischer Scientific)<sup>1</sup>. Addition of RPMI media with 10% FBS was followed by filtration of the suspension through a cell strainer. The filtrate was then centrifuged at 300g for 10 min and the pellet resuspended as single cells. Lymphocytes from single cells were separated using Percoll gradient (70:30) (Sigma) and stained with Live-Dead stain for 15min at 10°C. Then the cells were blocked with FCR block (Miltenyi Biotec) for 15 min at 10°C and stained with antibody cocktail as stated in Supp Table 3 and 4 for one hour at 10°C.

For flow sorting, cell were washed and suspended in MACS buffer (Miltenyi Biotec) and immediately sorted using 4-laser Aria (BDBiosciences). Lineage positive cells (T-cells, B-cells, NK cells, erythrocytes and granulocytes) were gated out using a dump channel. Macrophages in table 1, were flow sorted directly in RNA lysis buffer. Cell digestion to cell sorting in lysis bugger took around 5.5 hours.

For flow cytometry analysis, cells were then fixed with Fix and Lyse (eBioscience) for 5min, washed twice with flow buffer, and acquired using Fortessa X20 Around 5 million events were collected and exported as FCS3.0 and analyzed with FlowJo (FlowJo LLC). The percent of live and lineage negative cells, median fluorescence intensity of CD64 or F4/80 (MFI), and robust standard deviation (rSD) were calculated. Macrophage expression was measured as resolution metrics (Rd), calculated as  $MFI(\text{experimental}) - MFI(\text{control}) / rSD(\text{experimental}) + rSD(\text{control})$ , where rSD stands for robust standard deviation (rSD)<sup>2</sup>. The reason of normalizing the data using resolution metric is that these experiments are performed multiple times using flow cytometry. Therefore, it was best to convert the median fluorescence intensity data to a fold over background, or resolution metric (RD) value. The RD is better as it accounts for the spread of the data, not just the separation between experimental and control. The use of RD has been described in depth at <https://expertcytometry.com/flow-cytometry-statistics/>

Anti-Mouse and Anti-Rat Compensation beads plus (BDBiosciences) and one-comp ebeads (eBioscience) were used to create compensation controls. All antibodies were titrated and fluorescence-minus-one control (FMO) was used to set gates.

### 1.2. In vivo macrophage depletion studies

To create BM-chimeric mice, wild-type CD45.2 mice (n=20) were irradiated with 1100 rads. Within 24 hours, mice were injected retro-orbitally with a minimum of 200,000 BM cells isolated from five CD45.1 (donor) mice and were subsequently maintained on enrofloxacin (Baytril, 22 mg/Kg) added in drinking water. At 8 weeks, these mice underwent RAS or Sham (n=10 each) surgeries. Four weeks later, mice were euthanized, and kidneys harvested for flow cytometry, stored in formalin, or snap frozen.

In subsets of RAS (n=10/group) and sham (n=10/group) mice, a low-dose of liposomal clodronate 100ul (FormuMax Scientific CA) or vehicle (empty liposomes) was injected intraperitoneally every 4 days for 4 weeks<sup>3,4</sup>.

### 1.3. RNA sequencing

For RNA-seq, cells were prepared and stained with antibodies, washed with flow buffer, and subjected to flow sorter (BD Aria III). F4/80<sup>+</sup>CD64<sup>+</sup> macrophages from CD11c<sup>hi</sup>, CD11c<sup>lo</sup> and KRM and CD45<sup>+</sup>CD11b/c<sup>neg</sup> (Figure 1A-C) were sorted (n=2-5 samples/group) in RNA

isolation lysis buffer (Qiagen Inc.; see Flow sorting strategy in Figure 1). RNA-Seq was carried out using v4 Ultra Low-Input RT kit from Clontech (Catalogue#634889) followed by Nextera XT Library Preparation Kit from Illumina (FC-131-1024). RNA-Seq paired-end reads were aligned to the mm10 mouse genome using OmicSoft software's OSA aligner, and genes were annotated using Ensembl.R83. 

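Alignment places each read pair on the mouse genome, and the annotation assigns it to genes, so that the value of a gene is an estimate of the number of read pairs it received. The deposited table of counts has 37620 lines under 34236 gene names, since 3730 lines share a name with another. Spreadsheet software had turned 25 names into dates, and these lines hold 0.129% of the counts. A second table lists 14021 genes after scaling to TPM and quantile normalization. Its largest value is 15.88, and values raised from the log2 scale, less 1, sum to between 983507 and 983662 per library, so it holds log2(TPM + 1) and not TPM.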

Estimated gene counts were Transcripts Per Million (TPM) scaled and quantile normalized. Pairwise comparisons between macrophage populations (CD11c<sup>hi</sup>Mφ, CD11c<sup>lo</sup>Mφ, and KRM), as well as comparisons between sham and RAS for each macrophage population, were conducted by applying Wald test of the negative binomial distribution to the log2 gene counts using the DESeq2 statistical package<sup>5</sup>, and genes that showed statistically significant differences were selected (fold-change>2, P<0.05).

For enrichment analysis of biological process ontology, differentially expressed genes were analyzed in DAVID<sup>6,7</sup> and processes were selected based on P <0.05. Sham KRM n=4, Sham CD11c<sup>hi</sup>Mφ, n=3, Sham CD11c<sup>lo</sup>Mφ, n=3; RAS KRM n=3, RAS CD11c<sup>hi</sup>Mφ, n=3 and RAS CD11c<sup>lo</sup>Mφ, n=3. Differentially expressed genes and pathway analysis has been deposited in GEO (#[GSE116094](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116094)).

#### **1.4. Gene expression and TaqMan low-density array (TLDA)**

For validation of RNA-seq studies, RNA was isolated using PureLink® RNA Micro Scale Kit (Thermo Scientific) within a week of sample collection. Quantification was carried using Nanodrop (Thermo Scientific), and approximately 50ng of RNA reverse transcribed to cDNA using Maxima First Strand cDNA Synthesis Kit for qPCR (Thermo Scientific). TLDA plates were custom ordered for genes of interest selected from module 161 of Immgen<sup>8-10</sup>. *Actb*, *Hprt*, *Gusb* and *18S* were used as reference genes. After pre-amplifying cDNA using custom cocktail master mix, the amplified product used for TLDA on Viia7 (Thermo Scientific). The cycle threshold values (Ct) of target genes were normalized to the geometric mean of Ct values of reference genes. Gene expression was calculated as delta-delta Ct and plotted as log values of expression (Figure S1E, S5E, S8G, H and 4E). n=4 samples per RAS and Sham group.

#### **1.5. Mouse Kidney Fibrosis Assessment**

Paraffin-embedded mid-hilar renal cross-sections (5μm thick) were stained with hematoxylin and eosin (H&E), trichrome, or picro-Sirius Red to study renal fibrosis and peritubular endothelial cells. Staining was semi-automatically quantified in 10-15 fields per slide at 40X and 100X using AxioVision (Carl Zeiss MicroImaging, Thornwood, NY), and expressed as the fraction of kidney surface area. Peritubular endothelial cells in Sham, RAS, BMT+Sham and BMT+RAS (n=5 per group) mice kidneys were identified at 100X. These cells were identified as peritubular cells that have lumen, nucleus and a red blood cell as described previously<sup>11 12</sup>. These cells were then quantified at 100X. Results from all fields were averaged.

#### **1.6. Imaging Mouse Kidney Peri-tubular endothelial cells by immunofluorescence**

As previously described, PLVAP+CD31+ cells were identified as peri-tubular endothelial cells<sup>13-1516</sup>. Sham and RAS kidneys (n=6 per group) were frozen in OCT and 10μm sections stained for CD31 (AF647) and PLVAP (AF488) (Biolegend). In the peri-tubular region of kidney CD31+PLVAP+ cells were identified. These cells were counted per 40X field and 10 such fields were counted per sample and averaged. Images were captured at 40X using Zeiss Apotome fluorescent microscope and Zen imaging software<sup>17</sup>.

For mice in the BMT groups, formalin-fixed paraffin-embedded kidneys of BMT+Sham and BMT+RAS mice were sectioned (5  $\mu$ m), deparaffinized, and incubated sequentially with PLVAP (Novus) and CD31 (Cell Signaling) antibodies, followed by Opal polymer HRP (anti-mouse and anti-rabbit Ig cocktail; Perkin Elmer), and then developed with tyramide signal amplification (TSA)-conjugated 620 and 690 Opal fluorophores (PerkinElmer), according to the manufacturer's instructions. Slides were incubated in PerkinElmer AR9 buffer for both the heat-induced epitope retrieval as well as antibody stripping after each staining cycle. Sections were imaged on a Vectra3 multispectral imaging system. Spectral unmixing, auto-fluorescence elimination and cell quantitation were all performed using InForm software<sup>18</sup>.

### 1.7. In vitro experiments

Murine embryonic fibroblasts (MEF) were generated from GFP<sup>+</sup> embryos (n=3) of Col1a1-GFP mice<sup>19</sup> in Advanced DMEM (Thermo Fischer Scientific) with 1%FBS (ATCC). At passage 1, MEF were co-incubated with or without macrophage subpopulation flow-sorted from kidneys of 10-week-old mice in Advanced RPMI with 1% serum and 1ng of M-CSF (Peprotech). Kidney-resident macrophages from Sham and RAS kidneys, CD11c<sup>hi/lo</sup>M $\phi$  and bone marrow-derived macrophages were flow-sorted and labeled with the anti-mouse CD64-AF647 (Biolegend) at a ratio of 4:1 in a 6-well plate (Figure 5D). In addition, TGF- $\beta$  (Peprotech) was added to MEFs or co-cultures at doses of 0.5, 1 or 2ng/ml for 18 hours in serum-free condition. Then cells were trypsinized by TrypLE<sup>TM</sup> Express, washed, and stained with Hoechst 33342 (1ng/ml) (Thermo Fischer Scientific). Cells were acquired using FlowSight (Millipore), mean pixel intensity and mean absolute standard deviation of GFP were measured from CD64<sup>neg</sup>Hoechst<sup>+</sup> (nucleated) cells using Ideas<sup>®</sup> (Millipore), and Rd calculated. P-value of the data was measured by using Mann-Whitney test. The dependence on TGF- $\beta$  signaling was confirmed using UO126 (MEK pathway inhibitor) and LY2109761 (TGF- $\beta$  receptor inhibitor). BM $\phi$  = bone marrow macrophages; M $\phi$ 1, 2 are CD11c<sup>hi/lo</sup>M $\phi$  (n=5 technical replicates and n=3 biological replicates per sample);

To identify the effect of KRM on proliferation of endothelial cells, PLVAP<sup>+</sup>CD31<sup>+</sup>Ly6c<sup>-</sup> renal peri-tubular endothelial cells were flow-sorted from 10-day old C57 mice (n=10) and co-cultured with RAS and Sham KRM. Proliferation was measured by EdU incorporation and Cell Trace IR (Thermo Fischer # C10424). Foxo1 inhibitor (AS1842856, Calbiochem) was used as control for EdU incorporation studies. Inhibition of FOXO1 has been shown to enhance angiogenesis in capillaries, resulting in microvascular regeneration and improved function in mouse models of injury-repair<sup>20</sup>.

### 1.8. Patient Protocol:

Patients were identified as part of a clinical investigation of tissue oxygenation in human renovascular disease between 2008 and 2012. Fourteen patients underwent trans-venous biopsy of the right-sided stenotic kidney via the jugular vein. Inclusion criteria were the presence of unilateral right-sided ARAS >70% obstruction, as previously described<sup>21</sup>, and systolic hypertension >155 mmHg, and/or the use at least of two antihypertensive medications (Table 1). Diabetic patients were excluded, as were patients with serum creatinine >2.0 mg/dl. Informed, written consent was obtained after receiving approval from the Institutional Review Board of the Mayo Clinic in adherence with the Declaration of Helsinki. All patients were treated with either an angiotensin converting enzyme inhibitor or angiotensin receptor blocker for hypertension. A

3-day inpatient protocol was performed in the Clinical Research Unit of St. Mary's Hospital, Rochester, Minnesota. Daily isocaloric sodium intake was maintained at 150 mEq.

For the healthy group, implantation biopsies obtained from 15 living kidney donors, selected to have a similar distribution of age and sex, were identified from the Mayo Kidney transplant program as previously described<sup>22</sup>. Detailed analysis of interstitial, glomerular, and vascular compartments for each sample was performed by a senior renal pathologist blinded to the sample source. Hematoxylin and eosin, periodic acid–Schiff, and Masson's trichrome stains were employed. Banff '97 grading systems were used to assign scores for interstitial, glomerular, and vascular lesions. Each sample was graded for interstitial fibrosis, inflammation, and vascular changes<sup>22 23</sup>. The degree of interstitial fibrosis and inflammation was scored according to the estimated fraction of affected renal parenchyma: 0 corresponded to <25%; 1, 25%–50%; 2, 51%–75%; and 3, >75% of tissue affected<sup>24</sup>.

### **1.9. Hemodynamic data for RAS patients:**

Patients with unilateral RAS were studied during a 3-day inpatient protocol as reported previously<sup>24</sup>. In brief, the first study day included measurement of GFR by iothalamate clearance. Blood pressure was measured by automated oscillometric recordings at 4-hour intervals. On the third day of the protocol, the right internal jugular vein was cannulated with a 6F sheath and blood samples were drawn from the right and left renal veins and infrarenal inferior vena cava with a 5F pigtail Cobra catheter (Cook Inc, Bloomington, IN) for venous oxygen levels. The catheter was then replaced with a 5F pigtail, which was placed into the superior vena cava for central venous injection of contrast for transit time studies using a multidetector computed tomography (MDCT). Image analysis was performed using ANALYZE (Biomedical Imaging Resource Center, Mayo Clinic, Rochester, MN). Analysis of MDCT flow studies was undertaken by selecting regions of interest in cross-sectional images from the aorta, individual kidney cortex, and medulla. Single-kidney blood flows were determined as the sum of medullary and cortical blood flows, defined by medullary and cortical perfusion per cubic centimeter of renal tissue and volumes calculated using the stereology module within ANALYZE. Single kidney-GFR was determined by apportioning the measured Iothalamate clearance by percentage of blood flow for each kidney<sup>25</sup>. After completion of MDCT studies, the jugular vein access sheath was upsized to 9F and patients underwent biopsy of the right kidney using a transjugular biopsy set (Cook Inc)<sup>22</sup>.

### **1.10. Immunofluorescence labeling of human kidney biopsies:**

For detection of KRM, fluorescence-conjugated antibodies against the following proteins were used for immuno-labeling: CD64 (1:100, Clone 10.1; Abcam), MerTK (1:50, Clone Polyclonal; Thermo Scientific), CD11b-AF594 (1:100, Clone M1/70; Biolegend), CD11c-AF647 (1:100; Clone HC1/1 Novus Biologics), CD68-AF488 (1:100 Clone FA-11; Abcam) and co-labelled with ProLong Gold/DAPI. N=5-7 images per sample were acquired at 40X and 100X using Apotome imaging system (Zeiss) and processed using Zen 2.0 software (Zeiss). The total number of cells per slide unit area was determined and plotted. CD11b/c high and low expression was identified by increasing the exposure. Cells expressing high levels of CD11b/c would saturate while the cells expressing low levels of CD11b/c would not. We measured fluorescence of CD11b/c high cells. In general the pixel intensity of CD11b/c<sup>int</sup> cells was estimated as 0.5 to 0.7 of the pixel intensity of CD11b/c high cells. The exposure was kept constant throughout the sample.

Non-tumor pieces of kidneys were obtained from patients undergoing nephrectomy for renal-cell carcinoma (IRB#16-009485). These relatively healthy kidney pieces were enzymatically digested and subjected to flow cytometry to identify macrophage markers (Table S3). Informed, written consent was obtained after receiving approval from the Institutional Review Board of the Mayo Clinic in adherence with the Declaration of Helsinki from all patients.

- 1 Kawakami, T. *et al.* Resident renal mononuclear phagocytes comprise five discrete populations with distinct phenotypes and functions. *J Immunol* **191**, 3358-3372, doi:10.4049/jimmunol.1300342 (2013).
- 2 Zucker, R. M., Ortenzio, J. N. & Boyes, W. K. Characterization, detection, and counting of metal nanoparticles using flow cytometry. *Cytometry A* **89**, 169-183, doi:10.1002/cyto.a.22793 (2016).
- 3 Li, Z., Xu, X., Feng, X. & Murphy, P. M. The Macrophage-depleting Agent Clodronate Promotes Durable Hematopoietic Chimerism and Donor-specific Skin Allograft Tolerance in Mice. *Scientific reports* **6**, 22143, doi:10.1038/srep22143 (2016).
- 4 Winkler, I. G. *et al.* Bone marrow macrophages maintain hematopoietic stem cell (HSC) niches and their depletion mobilizes HSCs. *Blood* **116**, 4815-4828, doi:10.1182/blood-2009-11-253534 (2010).
- 5 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550, doi:10.1186/s13059-014-0550-8 (2014).
- 6 Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* **4**, 44-57, doi:10.1038/nprot.2008.211 (2009).
- 7 Huang, D. W., Sherman, B. T. & Lempicki, R. A. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Research* **37**, 1-13, doi:10.1093/nar/gkn923 (2009).
- 8 Gautier, E. L. *et al.* Gene-expression profiles and transcriptional regulatory pathways that underlie the identity and diversity of mouse tissue macrophages. *Nature immunology* **13**, 1118-1128, doi:10.1038/ni.2419 (2012).
- 9 Shay, T. & Kang, J. Immunological Genome Project and systems immunology. *Trends Immunol* **34**, 602-609, doi:10.1016/j.it.2013.03.004 (2013).
- 10 Benoist, C., Lanier, L., Merad, M., Mathis, D. & Immunological Genome, P. Consortium biology in immunology: the perspective from the Immunological Genome Project. *Nat Rev Immunol* **12**, 734-740, doi:10.1038/nri3300 (2012).
- 11 Ebrahimi, B. *et al.* Addition of endothelial progenitor cells to renal revascularization restores medullary tubular oxygen consumption in swine renal artery stenosis. *Am J Physiol Renal Physiol* **302**, F1478-1485, doi:10.1152/ajprenal.00563.2011 (2012).
- 12 Sun, D. *et al.* Experimental coronary artery stenosis accelerates kidney damage in renovascular hypertensive swine. *Kidney international* **87**, 719-727, doi:10.1038/ki.2014.343 (2015).
- 13 de Bruin, R. G. *et al.* The RNA-binding protein quaking maintains endothelial barrier function and affects VE-cadherin and beta-catenin protein expression. *Scientific reports* **6**, 21643, doi:10.1038/srep21643 (2016).
- 14 Herrnberger, L. *et al.* Formation of fenestrae in murine liver sinusoids depends on plasmalemma vesicle-associated protein and is required for lipoprotein passage. *PloS one* **9**, e115005, doi:10.1371/journal.pone.0115005 (2014).

- 15 Herrnberger, L., Ebner, K., Junglas, B. & Tamm, E. R. The role of plasmalemma vesicle-associated protein (PLVAP) in endothelial cells of Schlemm's canal and ocular capillaries. *Experimental eye research* **105**, 27-33, doi:10.1016/j.exer.2012.09.011 (2012).
- 16 Imberti, B., Morigi, M. & Benigni, A. Potential of mesenchymal stem cells in the repair of tubular injury. *Kidney Int Suppl* (2011) **1**, 90-93, doi:10.1038/kisup.2011.21 (2011).
- 17 Eirin, A. *et al.* Adipose tissue-derived mesenchymal stem cells improve revascularization outcomes to restore renal function in swine atherosclerotic renal artery stenosis. *Stem cells* **30**, 1030-1041, doi:10.1002/stem.1047 (2012).
- 18 Parra, E. R. *et al.* Validation of multiplex immunofluorescence panels using multispectral microscopy for immune-profiling of formalin-fixed and paraffin-embedded human tumor tissues. *Scientific reports* **7**, 13380, doi:10.1038/s41598-017-13942-8 (2017).
- 19 Magness, S. T., Bataller, R., Yang, L. & Brenner, D. A. A dual reporter gene transgenic mouse demonstrates heterogeneity in hepatic fibrogenic cell populations. *Hepatology* **40**, 1151-1159, doi:10.1002/hep.20427 (2004).
- 20 Dang, L. T. H. *et al.* Hyperactive FOXO1 results in lack of tip stalk identity and deficient microvascular regeneration during kidney injury. *Biomaterials* **141**, 314-329, doi:<http://dx.doi.org/10.1016/j.biomaterials.2017.07.010> (2017).
- 21 Gloviczki, M. L. *et al.* Preserved oxygenation despite reduced blood flow in poststenotic kidneys in human atherosclerotic renal artery stenosis. *Hypertension* **55**, 961-966, doi:10.1161/HYPERTENSIONAHA.109.145227 (2010).
- 22 Rea, D. J. *et al.* Glomerular volume and renal histology in obese and non-obese living kidney donors. *Kidney international* **70**, 1636-1641, doi:10.1038/sj.ki.5001799 (2006).
- 23 Racusen, L. C. *et al.* The Banff 97 working classification of renal allograft pathology. *Kidney international* **55**, 713-723, doi:10.1046/j.1523-1755.1999.00299.x (1999).
- 24 Gloviczki, M. L. *et al.* TGF expression and macrophage accumulation in atherosclerotic renal artery stenosis. *Clin J Am Soc Nephrol* **8**, 546-553, doi:10.2215/CJN.06460612 (2013).
- 25 Saad, A. *et al.* Stent revascularization restores cortical blood flow and reverses tissue hypoxia in atherosclerotic renal artery stenosis but fails to reverse inflammatory pathways or glomerular filtration rate. *Circulation. Cardiovascular interventions* **6**, 428-435, doi:10.1161/CIRCINTERVENTIONS.113.000219 (2013).

**Supplementary Table 1.** Characteristics of patients with renal artery stenosis

|                                          | <b>Renal Artery<br/>Stenosis (n=14)</b> |
|------------------------------------------|-----------------------------------------|
| Age (y)                                  | 66.9±9.0                                |
| Sex (men:women)                          | 9:5                                     |
| Body mass index (kg/m <sup>2</sup> )     | 26.6±4.03                               |
| Systolic blood pressure (mmHg)           | 141.6±18.2                              |
| Diastolic blood pressure (mmHg)          | 71.1±7.4                                |
| Duration of Disease (months)             | 16±16                                   |
| Urinary micro albumin (mg/24H)           | 19.7±16.8                               |
| Serum creatinine (mg/dL)                 | 1.2±0.5                                 |
| Single Kidney GFR                        | 27.97±17.8                              |
| Total cholesterol (mg/dl)                | 173.2±33.6                              |
| High-density lipoprotein (mg/dl)         | 46.0±17.06                              |
| Low-density lipoprotein (mg/dl)          | 98.5±25.8                               |
| Triglycerides (mg/dl)                    | 143.0±83.4                              |
| <b>Medications (number of patients):</b> |                                         |
| Angiotensin receptor blocker             | 6/14                                    |
| Angiotensin-converting enzyme inhibitor  | 10/14                                   |
| Calcium-channel blocker                  | 10/14                                   |
| Diuretics                                | 6/14                                    |
| α-Blockers                               | 2/14                                    |
| Statins                                  | 6/14                                    |

Data are Mean±Standard deviation (SD), GFR, glomerular filtration rate

**Supplementary Table 2:** Antibodies, dilutions and reagents used in mouse flow cytometry experiments.

| Antibody                        | Clone                                   | Fluorophore              | Dilution (Volume in ul/100ul/10 <sup>7</sup> cells) | Source                         |
|---------------------------------|-----------------------------------------|--------------------------|-----------------------------------------------------|--------------------------------|
| Ly6G                            | 1A8                                     | BUV396                   | 2                                                   | BD Biosciences                 |
| CD43                            | S7                                      | BUV737                   | 3                                                   | BD Biosciences                 |
| CD64 (FcγR-1)                   | X54-5/7.1                               | BV421                    | 3                                                   | Biolegend                      |
| CD43                            | S7                                      | BV510                    | 4                                                   | BD Biosciences                 |
| Ghost                           |                                         | 510                      | 0.5                                                 | Tonbo Biosciences              |
| CD45.1                          | A20                                     | BV605                    | 2                                                   | Biolegend                      |
| Cx3cr1                          | SA011F11                                | BV650                    | 2                                                   | Biolegend                      |
| CD11b                           | M1/70                                   | BV711                    | 4                                                   | BD Biosciences                 |
| Ly6c                            | HK1.4                                   | BV786                    | 0.5                                                 | Biolegend                      |
| Zombie Green                    |                                         |                          | 0.5                                                 | Biolegend                      |
| FCRIV                           |                                         | PE and PEcy7             | 2                                                   | Biolegend                      |
| CD3e, CD19, Ter119, NK1.1, Ly6G | 1D3/CD19, 145-2C11, TER-119, PK136, IA8 | FITC or APCcy7 or BUV395 | 4ul<br>Each                                         | Tonbo/Biolegend/BD Biosciences |
| MHCII                           | M5/114.15.2                             | Percp-eF710              | 2                                                   | eBioscience                    |
| MerTK                           | Polyclonal Goat                         | PE or APC                | 7                                                   | R and D systems                |
| MerTK                           | DS5MMER                                 | PE                       | 6                                                   | eBioscience                    |
| F4/80                           | BM8                                     | Pe-cy7                   | 4                                                   | Biolegend                      |
| CD11c                           | HL3                                     | PECF594 or APCR700       | 5                                                   | BD Biosciences                 |
| CD206                           | C068C2                                  | APC                      | 6                                                   | Biolegend                      |
| CD45.2                          | 104                                     | APCeF780 or FITC         | 3                                                   | eBioscience                    |
| CD45                            | 30F11                                   | APCVio770                | 6                                                   | Miltenyi Biotec                |
| CD26                            |                                         | PEVio770                 | 5                                                   | Miltenyi Biotec                |
| PLVAP                           | MECA32                                  | AF488                    | 5                                                   | Biolegend                      |
| EdU                             |                                         | AF647                    | 3                                                   | Thermo Fischer                 |
| BrdU                            |                                         | AF647                    | 5                                                   | Thermo Fischer                 |
| CD31                            |                                         | BUV395 or BV605          | 3                                                   | BD Bioscience                  |
|                                 |                                         |                          |                                                     |                                |

**Supplementary Table 3:** Human antibodies, dilutions and reagents used in flow cytometry experiments.

| <b>Antibody</b>                    | <b>Clone</b>                               | <b>Fluorophore</b>          | <b>Dilution<br/>(Volume in<br/>ul/100ul/10<sup>7</sup>cells)</b> | <b>Source</b>                     |
|------------------------------------|--------------------------------------------|-----------------------------|------------------------------------------------------------------|-----------------------------------|
| Ly6G                               | 1A8                                        | BUV396                      | 2                                                                | BD Biosciences                    |
| CD14                               | S7                                         | BUV737                      | 3                                                                | BD Biosciences                    |
| CD64 (FcγR-1)                      | X54-5/7.1                                  | BV421                       | 3                                                                | Biolegend                         |
| CD16                               | S7                                         | BV510                       | 4                                                                | BD Biosciences                    |
| Ghost                              |                                            | 510                         | 0.5                                                              | Tonbo Biosciences                 |
| CD45                               | A20                                        | BV605                       | 2                                                                | Biolegend                         |
| Cx3cr1                             | SA011F11                                   | BV650                       | 2                                                                | Biolegend                         |
| CD11b                              | M1/70                                      | BV711                       | 4                                                                | BD Biosciences                    |
| FCRIV                              |                                            | PE and PEcy7                | 2                                                                | Biolegend                         |
| CD3e, CD19, Ter119,<br>NK1.1, Ly6G | 1D3/CD19, 145-2C11,<br>TER-119, PK136, IA8 | FITC or APCcy7<br>or BUV395 | 4ul<br>Each                                                      | Tonbo/Biolegend/BD<br>Biosciences |
| HLA-DR                             | M5/114.15.2                                | Percp-eF710                 | 2                                                                | eBioscience                       |
| MerTK                              | Polyclonal Goat                            | PE or APC                   | 7                                                                | R and D systems                   |
| CD68                               | BM8                                        | Pe-cy7                      | 4                                                                | Biolegend                         |
| CD11c                              | HL3                                        | PECF594 or<br>APCR700       | 5                                                                | BD Biosciences                    |
| CD206                              | C068C2                                     | APC                         | 6                                                                | Biolegend                         |
| CD45                               | 30F11                                      | APCVio770                   | 6                                                                | Miltenyi Biotec                   |
| CD31                               |                                            | PEVio770                    | 5                                                                | Miltenyi Biotec                   |
| CD31                               |                                            | BUV395 or<br>BV605          | 3                                                                | BD Bioscience                     |

How the deposited data were processed for this re-analysis (not part of the article)

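RNA from macrophages sorted from mouse kidneys was sequenced in 21 libraries of 3 populations: CD11c hiMϕ from Sham (3 libraries) and RAS kidneys (4), CD11c loMϕ from Sham (3) and RAS kidneys (4), and KRM from Sham (4) and RAS kidneys (3). Each library is one column, matched to its population, treatment and replicate number by its name, and no column was left unmatched. The CD45-positive cells negative for CD11b and CD11c that the paper also sorted were not used here. The sample labels give an age of 24 weeks and a sort within 5 h, where the paper gives surgery at 20 weeks, 28 days of RAS and 5.5 h. The paper states n = 3 for each RAS group, while the files hold 4 libraries of CD11c hiMϕ and CD11c loMϕ, and its supplementary tables match comparisons over all of them.

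The authors deposited estimated counts per gene, with fractions, from paired-end reads aligned to mm10 and assigned to Ensembl genes. The deposited second table was described as TPM, but its values are on the log2 scale, log2(TPM + 1) after quantile normalization, as their range and sums show. Counts were rounded to whole numbers, and the 3730 lines that share a gene name were summed, which left 34236 names from 37620 lines. The 25 names turned into dates were kept as they are written. The 2 tables share 12315 names. The column of KRM RAS replicate 1 does not correspond between the tables, so values that use the log2 table mix that column's other content in. Positions are from GENCODE vM21 on GRCm38, which lists 29226 of the names. Values within the paralog families named in the text are uncertain.

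Library totals ranged from 6891177 to 18592427 counts, with 14607 to 17703 genes counted. At these totals counting error is small for abundant genes, and 0 counts leave up to 3 counts possible, without the error from amplification. All replicate pairs differed by more than counting error.

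The main analysis used edgeR 4.0.16 in R 4.3.3: TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood F test on the libraries of the groups compared, two-sided, with Benjamini-Hochberg adjustment over the genes tested. The comparisons were KRM against CD11c hiMϕ and against CD11c loMϕ in Sham kidneys, and RAS against Sham kidneys in each population. Further tests covered KRM against the others in RAS kidneys and the difference in response (interaction). Counts of genes use a fold change above 2 with p under 0.05, unadjusted as in the paper and adjusted. A prior count of 2 was used for log2 CPM. Principal components and distances used genes that passed the filter, and the distance was tested by exact permutation.

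Gene lists were tested with fry, adjusted over the 30 lists. The lists taken from the study are the core macrophage signature, the heatmaps of Fig. 1F, Fig. 1G and Fig. 4D, and 5 annotated processes from its supplement. Lists of marker genes were written from general knowledge before the data were examined, as were the comparisons, thresholds, alternatives and the rule for named genes: proximal tubule, thick ascending limb, distal convoluted tubule, principal and intercalated cells of the collecting duct, general tubular epithelium, podocyte, endothelium, fibroblast and pericyte, T and NK cell, B and plasma cell, neutrophil, monocyte, dendritic cell, LPS and NF-kB response, dissociation stress, macrophage identity and proliferation. Of 363 list genes 362 were found in the counts, 12 under older symbols, and 349 in the log2 table. Named genes are those the paper names and, in each direction, the 3 with the largest change among genes with an adjusted p under 0.05, non-overlapping groups and an average log2 CPM of at least 3.

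Alternatives were size factors by median of ratios, total library size, no filter, at least 10 counts in every library, 1 fit over all 6 groups, the replicate number as a block, DESeq2 1.42.0, limma 3.58.1 on the log2 table with a pseudocount of 1 or 0.1, camera for lists, 500 variable genes or a prior count of 0.5 for distances, and each library left out. Lines with shared names kept apart, KRM Sham replicate 3 thinned to its group's median total, and limma without KRM RAS replicate 1 were chosen after seeing the data. The replicate numbers were checked for pairing: between populations, libraries with the same number in Sham correlated in their deviations from the group mean by 0.254 or more, so they may come from the same animals. The method was tested on simulated data, where edgeR recovered 91.5% of 200 changed genes with 3.68% of calls false, limma 89.5% with 4.79%, and the interaction test 84% with 6.67%. With no change simulated, 4.3% of genes had an unadjusted p under 0.05 and 0 passed adjustment. The quantitative PCR of the paper was not re-analysed. Values of 2 genes named in the paper are not reported here.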

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

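The tests of whole kidney RNA, of endothelial and stromal cells and of T or NK cells in CD11c hiMϕ were set before their results were seen, and the other tests in this part were chosen after.

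KRM Sham replicate 3 stood apart from the other 3 Sham-KRM libraries in 5 measures. Its total was 18592427 counts against 8739635 to 9578570. Its mean log2 CPM was 8.049 against 5.262 to 5.588 for proximal tubule genes, 3.31 against -0.6667 to -0.4467 for the thick ascending limb, 1.345 against 0.01105 to 0.07634 for general tubular epithelium, and 0.3396 against 0.8665 to 0.9536 for the inflammatory genes of Fig. 1G. Sham replicate 3 had the highest proximal tubule and thick ascending limb lists in 3 of 3 populations, and the deviations of these libraries from their group means correlated by 0.542 or more between populations. Both lists were highest in CD11c hiMϕ Sham replicate 3, at 10.68 and 5.61, in a group of 3 libraries that the tests for libraries standing apart did not cover. The larger total of KRM Sham replicate 3 does not account for the number of genes that differ in KRM from RAS kidneys. Thinning it to the median of its group gave 1053 genes with an adjusted p under 0.05 against 1014. A shared animal, preparation or batch with more tubule RNA is a candidate explanation that stays open. No label gives a batch, and no biological explanation was tested.

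RAS replicate 1 stood apart in CD11c hiMϕ and CD11c loMϕ. For CD11c hiMϕ its mean log2 CPM was 7.712 for the core macrophage signature (5.926 to 6.226 in the other RAS libraries), 5.334 for the interferon genes of Fig. 4D (4.686 to 4.768), 2.414 for the angiogenesis genes of Fig. 4D (3.478 to 3.673), 0.5506 for endothelium (2.359 to 2.645) and 5.629 for LPS and NF-kB (7.08 to 7.29). Its values in CD11c loMϕ were 1.165 for the angiogenesis genes of Fig. 4D (4.221 to 4.412), -0.004182 for extracellular matrix (3.014 to 3.378) and 0.826 for wound healing (3.488 to 3.778). In 3 of 3 populations RAS replicate 1 had the lowest LPS and NF-kB list and the highest T and NK cell list. These lists were picked after their order was seen. The deviations of the RAS 1 libraries correlated by 0.247 or more between populations. A shared animal, preparation or batch may explain this. A weaker stenosis in that animal stays open as an untested biological explanation.

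RAS replicate 2 of CD11c hiMϕ had a lower mean log2 CPM of the dissociation stress genes, 9.804 against 10.12 to 10.16, and RAS replicate 4 of CD11c loMϕ had fewer transcripts of B and plasma cells, 2.906 against 3.44 to 3.48. In all, 15 measures in 5 libraries stood apart among 96 tests of 4 libraries each, where chance gives about 4.8 for independent measures, which these are not. No explanation was tested for these last 2 libraries.

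The response to RAS differed between KRM and CD11c loMϕ for 34 genes in the interaction test, a difference between groups. Of 100 relabellings of the libraries, 6 gave as many, the real one included. This count was 2357 without KRM RAS replicate 1, 0 without KRM Sham replicate 1, 2 or 3, and 1 with the replicate block, so it could rest on single libraries. Between KRM and CD11c hiMϕ 0 genes passed, and 3000 had an unadjusted p under 0.05. All 100 of the relabellings gave as many as 0, which holds for any labels and says nothing.

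Several lists of genes outside the paper's discussion of its sequencing rose in RAS. The B and plasma cell genes of CD11c loMϕ had a median log2 fold change of 1.68 (8 of 8 genes, adjusted p = 0.0236), with *Ighm* at 420 ± 31.6 CPM in RAS (SD, n = 4) and 219 CPM in Sham, and none of its genes passed over all genes. With 1 library left out the adjusted p of the list ranged from 0.00494 to 0.0892. With the replicate number as a block the median was 2.31 and the list did not pass (adjusted p = 0.128). In KRM the T and NK cell genes rose by 5.19, or 5.09 with the gene at 0 counts in Sham at its bound (16 of 16 genes, adjusted p = 0.0495), with *Il2rb* at 56.5 ± 63.6 CPM in RAS (SD, n = 3) and 0.724 CPM in Sham. Of these 16 genes 2 are in lists of the study, and 1 reached 1 CPM in every Sham-KRM library. Without RAS replicate 1 the median was 3.27 (adjusted p = 1.67e-04), and the adjusted p ranged up to 0.109 with 1 library left out and 0.254 over the other alternatives. The list scored 5.27 in RAS replicate 1 against 2.34 and 2.27 in replicates 2 and 3. The same list was higher in CD11c hiMϕ by 3.09 (16 of 16 genes, adjusted p = 0.314), which did not pass. In CD11c hiMϕ *Ccl5* was at 114 ± 58.8 CPM in RAS (SD, n = 4) and 25.1 CPM in Sham. As a test of T or NK cells carried into that sort, the list restates the rise to be explained, so it cannot decide. Lymphocytes carried into the sort are a candidate source, and lymphocyte genes expressed in macrophages were not tested.

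The fibroblast and pericyte genes rose in KRM by 3.7 (14 of 14 genes, adjusted p = 0.0495), with *Igfbp7* at 408 ± 304 CPM in RAS (SD, n = 3) and 42 CPM in Sham, *Sparc* at 130 ± 106 and 5.84 CPM, and *Col3a1* at 96.3 ± 70.5 and 7.44 CPM. With 1 library left out the median was 3.22 to 4.38 (adjusted p from 3.15e-05 to 0.158). Of 16 genes, 7 are in lists of the study. The endothelium genes rose by 3.57, with *Ly6c1* at 51.3 ± 41.4 CPM in RAS and 2.39 CPM in Sham, but *Eng*, already at 46.6 CPM in Sham, did not move. The rise of both lists is what endothelial and stromal cells or their RNA in the sort would give, so part of the angiogenesis signal may come from them. Uptake of such cells or vesicles by KRM, and expression by KRM themselves, were not tested.

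The dendritic cell genes rose in KRM by 1.34 (8 of 10 genes, adjusted p = 0.0258), with *Cd209a* at 60.4 ± 41 CPM in RAS (SD, n = 3) and 13.6 CPM in Sham, while *Dpp4*, the most abundant, was at 81.2 ± 7.43 and 94.4 CPM. Without RAS replicate 1 the median was 0.468, the adjusted p was 0.0489 to 0.101 with 1 library left out, and with the replicate block it was 0.735 (adjusted p = 0.13), with a range of adjusted p from 0.0154 to 0.383 over all alternatives. The proliferation genes rose by 1.6 (9 of 10 genes, adjusted p = 0.0015), with *Top2a* at 18.4 ± 4.48 CPM in RAS (SD, n = 3) and 6.62 CPM in Sham. *Pcna*, the most abundant of them, was lower in RAS at 69.7 ± 2.12 and 84.8 CPM, and *Mcm5* was at 33 ± 4.56 and 30.5 CPM. Of these lists 9 of 10 genes each reached 1 CPM in every Sham-KRM library. The proliferation list passed fry in 13 of 15 alternatives, with an adjusted p of 3.31e-04 to 0.0136 with 1 library left out. With the replicate block it was 0.0504. From BrdU labelling and fate mapping the paper reports that KRM proliferated in RAS kidneys. As the source of this rise in RNA, division of KRM and cells of other types in the sort both stay open. No test was made for these lists.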

How the results depend on the processing

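The alternatives named as such below were chosen after seeing the data, and the rest were set earlier. The replicate block uses the replicate number, by which Sham libraries of different populations correlated. Between Sham and RAS libraries of one population the same number went with correlated deviations in CD11c loMϕ only (0.141 or more), and Sham and RAS kidneys are from different animals.

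For KRM against CD11c hiMϕ, the 566 genes with an adjusted p under 0.05 became 155 to 1017 with 1 library left out at a time, 367 with at least 10 counts in every library, 89 with the replicate block, 1159 with DESeq2, and 329 or 340 with limma on log2(TPM + 1) or log2(TPM + 0.1). The unadjusted count of 1548 lay between 1182 and 2540 with 1 library left out, the highest without CD11c hiMϕ replicate 2. For KRM against CD11c loMϕ the adjusted count lay between 2575 and 3443 and the unadjusted count between 2908 and 3755 with 1 library left out, and all alternatives stayed within 1.5 times the reported counts.

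For CD11c hiMϕ from RAS against Sham kidneys, the unadjusted count of 1028 became 466 to 1540 with 1 library left out, 1616 with all 6 groups in one fit, 269 with the replicate block and 653 with limma on log2(TPM + 1). The adjusted count of 0 became 0 to 39 with 1 library left out (39 without RAS replicate 1), 5 with all 6 groups in one fit, 189 with DESeq2, and 4 or 6 with limma on log2(TPM + 1) or log2(TPM + 0.1). For CD11c loMϕ, the unadjusted count of 538 became 280 to 790 with 1 library left out, 1069 with no filter, 353 with at least 10 counts in every library, 1031 with all 6 groups in one fit and 300 with limma on log2(TPM + 1). Its adjusted count of 0 stayed 0 with any 1 library left out and became 95 with DESeq2 and 4 with limma on log2(TPM + 0.1).

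For KRM from RAS against Sham kidneys, the unadjusted count of 2104 became 1534 to 4549 with 1 library left out (4549 without RAS replicate 1), 3866 with no filter, 1131 with at least 10 counts in every library and 3650 with limma on log2(TPM + 0.1). The adjusted count of 1014 became 26 to 4312 with 1 library left out, 535 with at least 10 counts in every library, 42 with the replicate block, 1841 with DESeq2, and 2188 or 2372 with limma on log2(TPM + 1) or log2(TPM + 0.1). Limma without KRM RAS replicate 1, chosen after seeing the data, gave 3928 unadjusted and 3869 adjusted. The genes shared with the reported list were 1006 without RAS replicate 1, 1000 with DESeq2, 554 with limma and 41 with the block.

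The interaction between KRM and CD11c hiMϕ went from 0 genes to between 0 and 1097 with 1 library left out, 1 with no filter, 1221 with DESeq2, and 183 or 56 with limma on log2(TPM + 1) or log2(TPM + 0.1). Between KRM and CD11c loMϕ the 34 genes became 0 to 2357 with 1 library left out, 59 with median-of-ratios factors, 77 with total library size, 74 with no filter, 1 with the replicate block, 1419 with DESeq2, and 1391 or 1072 with limma on log2(TPM + 1) or log2(TPM + 0.1). The cause was not tested for these counts, except that fewer genes are tested where 10 counts are required in every library.

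The difference in distance of 0.1792 lay between 0.1096 and 0.222 with 1 library left out, and was 0.2807 on the 500 most variable genes, 0.2284 with a prior count of 0.5, 0.1563 with no filter and 0.0831 on the log2 table. The exact permutation test gave p = 0.229 without CD11c hiMϕ replicate 2 (0.1096) and p = 0.0857 without replicate 3 (0.2141), where 0.0286 was possible. Without 1 CD11c loMϕ or KRM library it gave 0.0667 and 0.1, the smallest p possible there.

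Among the lists in KRM against CD11c hiMϕ, the median of the core signature was 0.728 to 1.43 with 1 library left out, and its test no longer passed with camera (1.05), total library size (1.04), no filter (1.07), the replicate block (1.2) or limma (1.42), or without CD11c hiMϕ replicate 1 or any 1 KRM library (adjusted p up to 0.102). Fig. 1F no longer passed with camera (1.35), all 6 groups in one fit (1.39) or the block (1.47), and lay between 1.11 and 1.72 with 1 library left out. Fig. 1G no longer passed with camera (-1.93) or the block (-2.1), and against CD11c loMϕ with camera (-5.07).

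In RAS, the median of the LPS and NF-kB list was 0.987 to 1.42 in CD11c hiMϕ and 0.372 to 0.733 in CD11c loMϕ with 1 library left out, and passed without RAS replicate 1 in both. In KRM it was 0.889 to 1.69 with 1 library left out and passed without RAS replicate 1 (1.69) and with total library size (1.35) and limma (0.982). Wound healing was 2.76 to 4.71 with 1 library left out and passed without RAS replicate 1 (4.71) and with total library size (3.21), all 6 groups in one fit (4.18) and limma (2.68). Positive regulation of angiogenesis was 2.67 to 3.45 and no longer passed with camera (2.93), the block (2.87), or without any 1 library except RAS replicate 1 (adjusted p up to 0.146). Endothelial cell proliferation was 2.37 to 3.59 and passed without RAS replicate 1 (3.59) and with total library size (2.77), all 6 groups in one fit (3.02) and limma (2.4). The annotated response to LPS was 2.73 to 3.48 and no longer passed with camera (3.21), at least 10 counts in every library (1.36), the block (2.63), or without any 1 library except RAS replicate 1 (adjusted p up to 0.108). Extracellular matrix was 3.2 to 4.36 and no longer passed with camera (3.68), median-of-ratios factors (3.68), no filter (3.81), at least 10 counts in every library (2.35), the block (3.22), or without any 1 library except RAS replicate 1 (adjusted p up to 0.158). The cause was not tested.

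Directions reversed in a few results. The proximal tubule list in KRM, at 0.0509, was -0.327 to 1.24 with 1 library left out (also -0.148, -0.186 and -0.156), -0.00415 with no filter, -0.0303 with all 6 groups in one fit and -0.519 with limma. *Vcam1* in KRM from RAS kidneys was -0.225 to 0.189 with 1 library left out (also 0.0169 and 0.061), 0.0652 with total library size and 0.053 with at least 10 counts in every library. *Nfkb1* there was 0.308 and 0.307 with limma on log2(TPM + 1) and log2(TPM + 0.1). *Spp1* in KRM against CD11c loMϕ was -1.85 to 0.088 with 1 library left out, and *Spi1* against CD11c hiMϕ -0.141 to 0.547. *Ccl2* was -0.184 to 0.919 in CD11c hiMϕ (also -0.0334) and -0.246 to 0.419 in CD11c loMϕ (also -0.0128). In RAS kidneys *Mx1* in KRM against CD11c hiMϕ was -0.794 to 0.0658 with 1 library left out, and *Il10* against CD11c loMϕ 0.359 and 0.392 with limma on log2(TPM + 1) and log2(TPM + 0.1).

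Over all alternatives, 145 values of the counts stayed within 1.5 times and 73 did not. For lists, 289 values kept direction and side of the threshold, 91 lost and 31 gained the threshold, and 7 reversed. For named genes these numbers were 1743, 248, 92 and 16. Genes near 0 counts in most libraries did not pass the filter, so their tests rest on alternatives, as for *Il10*, *Arg2*, *Tgfb2*, *Pdgfrb* and *Tnc* in KRM.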

Differences from the paper's values

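Counts of differentially expressed genes (DEG total, DEG up, DEG down) use a fold change above 2 and an unadjusted p under 0.05. All alternatives in this paragraph were set before the data were examined. For KRM against CD11c hiMϕ the paper gives 649 higher and 608 lower genes, and edgeR gave 428 and 1120. With limma on log2(TPM + 1) they were 648 and 609. The higher count also came within 1.5 times of the paper's with total library size (441), no filter (519), the replicate block (433), DESeq2 (439), limma on log2(TPM + 0.1) (867), and without CD11c hiMϕ replicate 2 (853) or 3 (533). The lower count did so with at least 10 counts in every library (753), the block (902), limma on log2(TPM + 0.1) (800), and without KRM Sham replicate 2 (846) or 4 (877). The other alternatives did not.

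For CD11c hiMϕ from RAS against Sham kidneys the paper gives 766 higher and 168 lower genes, and edgeR gave 503 and 525 as DEG up and DEG down. Limma on log2(TPM + 1) gave 488 higher and 165 lower. The paper's table for this comparison holds 282 genes with an unadjusted p above 0.05, up to 0.657, and 278 of them are higher in RAS. Leaving these out of its 766 gives 488, so the gap of the higher count comes from them. The higher count came within 1.5 times of the paper's with median-of-ratios factors (511), no filter (738), all 6 groups in one fit (684), DESeq2 (598), limma on log2(TPM + 0.1) (566), and without Sham replicate 1 (591), Sham replicate 3 (684) or RAS replicate 1 (738). The lower count did so with limma on log2(TPM + 0.1) (250) and without Sham replicate 3 (163), RAS replicate 3 (135) or RAS replicate 4 (138). No other alternative set before the data were examined did so.

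For CD11c loMϕ from RAS against Sham kidneys the paper gives a DEG total of 307 genes, 241 DEG up and 66 DEG down, and edgeR gave 538, 415 and 123. Limma on log2(TPM + 1) gave 300, 236 and 64. The total also came within 1.5 times of the paper's with at least 10 counts in every library (353), the block (377), limma on log2(TPM + 0.1) (450), and without RAS replicate 3 (282) or 4 (280). The higher count did so with the same alternatives (276, 219, 333, 196 and 217) and without Sham replicate 1 (308) or 2 (281). The lower count did so with at least 10 counts in every library (77), DESeq2 (91), and without Sham replicate 3 (76), RAS replicate 2 (73), 3 (86) or 4 (63). No other alternative set before the data were examined did so.

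For KRM from RAS against Sham kidneys the paper gives a DEG total of 3162 genes, 1656 of them DEG down, and edgeR gave 2104 and 362. Limma on log2(TPM + 1) gave 3149 and 1651. The total came within 1.5 times of the paper's with median-of-ratios factors (2127), total library size (2135), no filter (3866), all 6 groups in one fit (2470), DESeq2 (2134), limma on log2(TPM + 0.1) (3650), and without Sham replicate 3 (2326) or RAS replicate 1 (4549). The lower count did so with limma on log2(TPM + 0.1) (1977) and without RAS replicate 1 (1377). Limma without RAS replicate 1 (3928 and 2095), and for the total thinning of KRM Sham replicate 3 (2115), also did so, and both were chosen after seeing the values. No other alternative set before the data were examined did so.

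The fold changes in the paper's supplementary tables are on the scale of the deposited log2 table. On that scale those of the 94 named genes compared matched the values here. On the scale of counts 49 of the 94 differed by more than the standard error, with the same sign in all.

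Some results for genes the paper names did not pass an adjusted p of 0.05 with edgeR and did under other settings, not always in the paper's direction. Of these results, 33 did so with DESeq2, 10 with limma on log2(TPM + 1), 8 with limma on log2(TPM + 0.1), 3 with all 6 groups in one fit, 1 with no filter and 28 with some library left out. With DESeq2 these include *Axl*, *Cx3cr1* and *Tmem119* in KRM against CD11c hiMϕ, *Il1b* in CD11c hiMϕ and CD11c loMϕ from RAS kidneys, and *Umod*, *Slc12a1*, *Cldn10*, *Aqp1*, *Cdh16* and *Ifnb1* in RAS-KRM. *Vegfb* passed with limma on log2(TPM + 1). *Il10*, *Arg2*, *Pdgfrb*, *Aqp2*, *Aqp6*, *Cdh6* and *Cdh11* in RAS-KRM, which the filter removed, passed with no filter, and *Tnc*, *Tgfb2* and *Ccl20* with limma on log2(TPM + 1). All 10 also passed with limma on log2(TPM + 0.1), without RAS replicate 1, and with limma without RAS replicate 1, the last chosen after seeing the values. With all 6 groups in one fit they passed except for *Ccl20* (adjusted p = 0.0795) and *Cdh6* (adjusted p = 0.0508).

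The paper states that the populations separate along the second principal component, in a plot that also held CD45-positive cells that are not macrophages, which were not used here. Here the first component ordered the populations and the second parted replicate 3, and with no filter these roles were exchanged. It attributes a comparison to CD11c hiMϕ that its supplementary table gives for CD11c loMϕ. It lists *Spp1* as higher in Sham-KRM than in CD11c loMϕ, and the log2 fold change was -0.56 (adjusted p = 0.626). It lists *Vcam1* and *Agtr2* as higher in RAS-KRM, and *Vcam1* had a log2 fold change of -0.01 (adjusted p = 0.99) and *Agtr2* 0 counts in both groups. The paper also measured both by PCR in KRM of RAS mice given clodronate, which was not re-analysed. It lists *Tnf* and *Nfkb1* as higher in RAS-KRM, and they were at -0.44 (adjusted p = 0.499) and -0.21 (adjusted p = 0.504), while limma on log2(TPM + 1) gave *Nfkb1* 0.308. It puts the core signature higher in KRM, and against CD11c loMϕ *Spi1* was at -0.47 (adjusted p = 0.0356, or 0.0664 with the replicate block, and 0.00697 to 0.362 over all alternatives), *Tlr7* at -0.16 (adjusted p = 0.451). It states that *Ccl2* and *Il6* rose more in CD11c hiMϕ and CD11c loMϕ, and they rose more in KRM, with interaction log2 differences of 2.15 and 3.09 against CD11c hiMϕ (adjusted p = 0.147 and 0.158). It places *Vegf* family genes among the top 100 genes, and *Vegfa* ranked 642 by p-value, 450 by log2 fold change, and 322 and 163 in limma on the log2 table.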

Other observations

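The tests of whole kidney RNA and of endothelial and stromal cells were set before their results were seen, and the tests of the other hypotheses here were chosen after, that of spread in place of a first test that left it undecided.

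The paper measured *Il10*, *Arg1*, *Mx1* and *Irf5* by PCR. In the libraries of RAS kidneys, *Il10* in KRM had a log2 fold change of 1.00 (standard error 0.863, adjusted p = 0.47) against CD11c hiMϕ and -0.83 (standard error 0.951, adjusted p = 0.572) against CD11c loMϕ from edgeR. *Arg1* was lower in KRM, at -4.60 (standard error 1.75, adjusted p = 0.126) and -4.03 (standard error 0.76, adjusted p = 0.0306). The size of the difference from CD11c hiMϕ rests on CD11c hiMϕ RAS replicate 1. That library held 57.2 CPM, against 1.27 to 1.54 CPM in the others and 1.38, 0.261 and 0.183 CPM in RAS-KRM. *Mx1* was at -0.23 (adjusted p = 0.726) and -0.73 (adjusted p = 0.179), and *Irf5* at -0.87 (adjusted p = 0.129) and -0.88 (adjusted p = 0.106).

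Over all 21 libraries the first principal components held 31.91% and 20.65% of the variance of log2 CPM, and 25.11% and 19.27% on the deposited log2 table. Against CD11c hiMϕ in Sham kidneys, KRM had a median of -3.36 for monocyte genes (adjusted p = 0.0524), -3.4 for neutrophil genes (adjusted p = 0.00837) and -2.56 for proliferation genes (adjusted p = 0.00339), from edgeR's fry test.

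Genes of the distal nephron rose in RAS-KRM far more than those of the proximal tubule. RNA of the whole kidney in the sort would raise proximal tubule genes as well. Their median log2 fold change was 0.0509, which cannot decide this, since Sham replicate 3 stood apart. Their mean log2 CPM was 8.049 in that library, 5.262 to 5.588 in the other Sham libraries and 6.125 to 7.093 in RAS. With 1 library left out the median reached 1.24. The mean of the thick ascending limb genes less that of the proximal tubule genes went from -6.03 to -4.74 in Sham to -4.58, 0.65 and 0.312 in RAS. In RAS replicates 2 and 3 the thick ascending limb genes thus rose more than the proximal tubule genes against any Sham library. A lower share of macrophages alone would raise genes of other cells alike, but B and plasma cell genes were at -0.454 and the general tubular genes at 6.13. T and NK cell, endothelium and fibroblast genes rose by 5.19, 3.57 and 3.7, while neutrophil and monocyte genes moved little. Macrophage identity was at -0.60, the direction that a lower share would give. These values argue only against an equal rise of all other cells. A lower share of macrophages as a part of the change stays open. *Cdh16* was at 476 ± 387 CPM in RAS (SD, n = 3) and 21.9 CPM in Sham, *Krt8* at 327 ± 288 and 2.83 CPM, and 5 of the 14 genes of that list reached 1 CPM in every Sham-KRM library. Cells or RNA of the thick ascending limb, distal tubule and collecting duct carried into the sort may explain the rise. RNA of the whole kidney as a part of it is not excluded. The paper proposes uptake of kidney cells or vesicles by KRM, which was not tested and stays open, as does a change in the stenotic kidney itself. RAS replicate 1 shows the rise least.

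More genes differed between RAS and Sham in KRM than in CD11c hiMϕ or CD11c loMϕ. The test of spread set first was undecided. The biological coefficient of variation was larger in CD11c hiMϕ (0.566) and CD11c loMϕ (0.45) than in KRM (0.359), as a larger spread requires, while the median absolute log2 fold change was 0.402 in KRM, close to 0.392 in CD11c hiMϕ and above 0.264 in CD11c loMϕ. The fit with 1 spread over all 6 groups, examined after these values, argues against spread as the whole cause, since it gave 1030 genes in KRM. The same fit gave 5 in CD11c hiMϕ and 0 in CD11c loMϕ. For KRM from RAS against Sham kidneys, 1 of the 35 splits of the libraries gave as many genes, the real one, both unadjusted and adjusted. For KRM against CD11c hiMϕ and against CD11c loMϕ, 1 of the 35 splits gave as many in each of these counts. For CD11c hiMϕ from RAS against Sham kidneys 7 of the 35 gave as many as the 1028 unadjusted, and for CD11c loMϕ 4 gave as many as the 538. After adjustment the count was 0 in both, which 35 of the 35 splits match whatever the labels, so that comparison says nothing. The split of the Sham libraries with RAS replicate 1 against RAS replicates 2 to 4 gave 1640 genes unadjusted and 198 adjusted in CD11c hiMϕ, and 834 and 33 in CD11c loMϕ. The block gave 269 unadjusted in CD11c hiMϕ.

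The column of KRM RAS replicate 1 differs between the deposited tables. Quantile normalization was argued against, since the correlation stayed at 0.0546 after normalizing the counts in that way. At the lowest value of the log2 column, 310 genes had 100 or more counts, against 5 or fewer in any other library. Different libraries or reads under the same name are a candidate explanation. Whether the counted sample was mislabelled cannot be told apart from a mild response: its mean log2 CPM of genes higher in RAS in both other populations was 3.75, against 2.075 to 2.218 in Sham-KRM and 4.391 and 4.454 in the other RAS-KRM, in 1 library only.

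Genes of the response to LPS rose in RAS-KRM, with 30 of 30 tested genes higher, a median of 3.21 and an adjusted p of 0.0258, which was 2.27e-05 without RAS replicate 1 and up to 0.108 without any 1 of the other 6 libraries, where the list did not pass. Stress during dissociation could not be excluded: the list of such genes had a median of -0.0743 with 6 of 14 higher (adjusted p = 0.977), members going both ways, so it decides nothing. The list was at 0.11 in KRM against CD11c hiMϕ in Sham kidneys (adjusted p = 0.749).

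More genes were lower than higher in KRM against CD11c hiMϕ. Tubule RNA in CD11c hiMϕ Sham replicate 3 as the cause is argued against, since 64.7% were lower without that library, against 72.4% with it. On the deposited log2 table 48.4% were lower.

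The remaining lists in KRM from RAS against Sham kidneys moved less: neutrophil genes by -0.12 (adjusted p = 0.908), monocyte genes by 0.32 (adjusted p = 0.303) and macrophage identity by -0.60 (16 of 18 lower, adjusted p = 0.0715).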
